# Viscoelastic extracellular matrix enhances epigenetic remodeling and cellular plasticity

**DOI:** 10.1038/s41467-025-59190-7

**Published:** 2025-04-30

**Authors:** Yifan Wu, Yang Song, Jennifer Soto, Tyler Hoffman, Xiao Lin, Aaron Zhang, Siyu Chen, Ramzi N. Massad, Xiao Han, Dongping Qi, Kun-Wei Yeh, Zhiwei Fang, Joon Eoh, Luo Gu, Amy C. Rowat, Zhen Gu, Song Li

**Keywords:** Reprogramming, Biomedical engineering, Mechanotransduction, Nucleoskeleton

## Abstract

Extracellular matrices of living tissues exhibit viscoelastic properties, yet how these properties regulate chromatin and the epigenome remains unclear. Here, we show that viscoelastic substrates induce changes in nuclear architecture and epigenome, with more pronounced effects on softer surfaces. Fibroblasts on viscoelastic substrates display larger nuclei, lower chromatin compaction, and differential expression of distinct sets of genes related to the cytoskeleton and nuclear function, compared to those on elastic surfaces. Slow-relaxing viscoelastic substrates reduce lamin A/C expression and enhance nuclear remodeling. These structural changes are accompanied by a global increase in euchromatin marks and local increase in chromatin accessibility at *cis*-regulatory elements associated with neuronal and pluripotent genes. Consequently, viscoelastic substrates improve the reprogramming efficiency from fibroblasts into neurons and induced pluripotent stem cells. Collectively, our findings unravel the roles of matrix viscoelasticity in epigenetic regulation and cell reprogramming, with implications for designing smart materials for cell fate engineering.

## Abstract (web summary)

Extracellular matrices are viscoelastic, yet how matrix viscoelasticity regulates the epigenome remains unclear. Here, the authors show that cells cultured on viscoelastic matrices exhibit changes in the nucleoskeleton and in chromatin that enhance cell reprogramming.

## Introduction

Native tissue and the extracellular matrix (ECM) are biomolecular assemblies possessing viscoelastic properties^1^. With the development of biomaterials with tunable mechanical properties^2,3^, viscoelastic effects have been shown to regulate both cell-level processes such as spreading, migration, and differentiation^4–6^, and tissue-level behaviors such as matrix formation, morphogenesis, and organoid development^7–10^, which underscores the important roles of matrix viscoelasticity in development, disease progression, and tissue regeneration. Although several studies have investigated the cytoskeletal reorganization on viscoelastic substrates to connect extracellular mechanical changes with intracellular signaling, the roles of the cell nucleus as an important mechanosensory unit in response to matrix viscoelasticity is largely unknown.

Accumulative evidence has shown that mechanical stimuli, such as compression and matrix stiffness, can regulate chromatin and the epigenome in the cell nucleus to influence the on-off state of lineage-specific genes and thus, cell fates^11–17^. Deciphering whether and how matrix viscoelasticity affects the cell nucleus to modulate cell fate, especially chromatin and the epigenome, will shed light on the development of smart materials to control cell phenotype conversion. To achieve this, we engineered the stiffness and viscoelasticity of cell-adhesive substrates, and investigated the genome-wide biophysical and biochemical changes globally and at specific sites. Our findings provide a mechanistic interpretation of how the cell nucleus responds to matrix viscoelasticity to regulate chromatin and epigenome and thus, modulate cellular plasticity, potentially leading to a new technology platform to engineer cell fate for tissue regeneration, disease modeling, and drug screening.

## Results

### Stiffness-dependent viscoelastic effects on cell proliferation and spreading

Soft biological tissues, such as brain, abdominal organs, and skin, have elastic moduli on the kilopascal level and stress relaxation half times less than thousands of seconds^1,18^. To mimic their mechanical properties, we fabricated three groups of alginate-based hydrogels with initial elastic moduli of 2, 10, and 20 kPa and stress relaxation half times ($${\tau }_{1/2}$$, the time under constant deformation to relax the initial stress to half of the original value) of ~200 and ~1000 s as described previously^6^. As alginate gels allow users to tailor viscoelasticity independent of stiffness, pore size, and ligand density^19,20^, this system can dissect the influence of matrix stiffness and viscoelasticity on cell behaviors.

By varying the type and concentration of crosslinkers and the molecular weight of alginate polymers, we obtained alginate gel substrates of 2, 10, and 20 kPa with little stress relaxation behavior (covalent crosslinking, elastic), and slow or fast relaxation (ionic crosslinking, slow relaxing or fast relaxing, viscoelastic), respectively (Fig. 1a–c). Characterization of the derived gels showed that while 2-kPa elastic and slow-relaxing gels swelled after 1 day of DMEM (Dulbecco’s Modified Eagle’s Medium) immersion compared to other gels, there was no significant volume changes between 1 and 7 days in all the gels examined (Supplementary Fig. 1a). Additionally, the dry mass of all gel substrates was stable for at least seven days under tissue culture (TC) conditions (Supplementary Fig. 1b), proving its suitability as a long-term cell culture platform. Rheology measurements showed that gels formed by covalent crosslinking had constant elastic modulus under different frequencies and near-zero loss modulus (Fig. 1b, Supplementary Fig. 1c). Conversely, the ionic crosslinking afforded gels frequency-dependent elastic moduli and significantly higher loss moduli, where fast-relaxing gels displayed higher loss moduli than slow-relaxing gels at most frequencies (Fig. 1b, Supplementary Fig. 1c), showing well-defined viscoelastic properties. Consistently, compression tests demonstrated that ionically crosslinked gel substrates (slow relaxing and fast relaxing) displayed different degrees of stress-relaxation under deformation (Fig. 1c, Supplementary Fig. 1d). Moreover, we confirmed that viscoelastic properties of the gels are independent of stiffness, as stress relaxation half time was similar across different stiffnesses for both slow-relaxing ($${\tau }_{1/2}$$ ~ 1000 s, Supplementary Fig. 1e) and fast-relaxing gels ($${\tau }_{1/2}$$ ~ 200 s, Supplementary Fig. 1e).

**Fig. 1:**
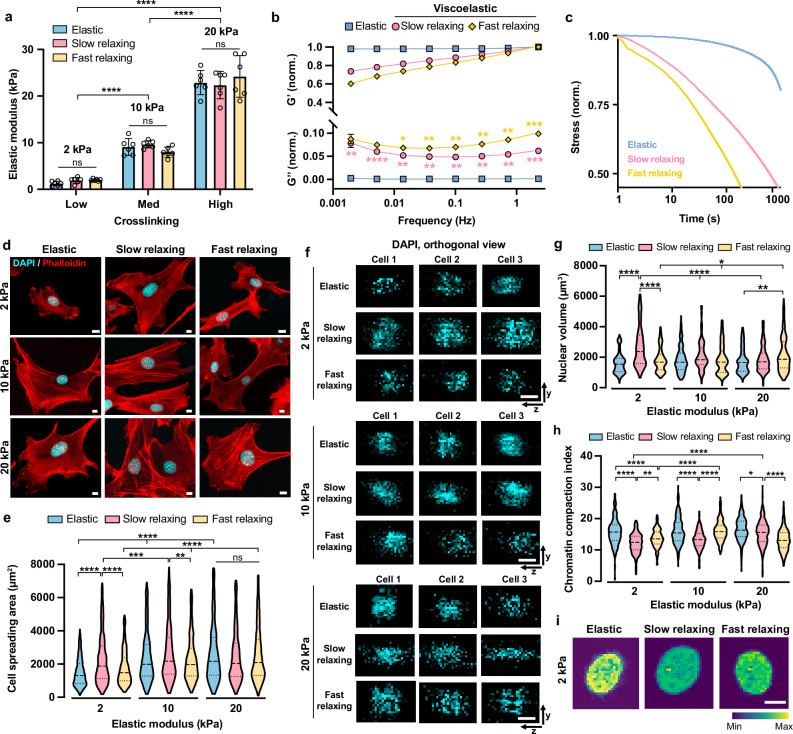
Viscoelastic substrates regulate cell spreading, nuclear volume, and chromatin compaction in a stiffness-dependent manner. **a** Initial elastic modulus of covalently (elastic) or ionically (viscoelastic, slow relaxing and fast relaxing) crosslinked alginate hydrogels with different concentrations of crosslinker, as measured by compression tests (*n* = 6 batches of gels). *P* = 0.9003 (not significant, ns), *P* < 0.0001 (****). **b** Storage modulus (G’) and loss modulus (G”) of alginate gels at varying frequencies (*n* = 3 batches of gels). Values are normalized by the storage modulus at 1 rad s^−1^ of the gels presented. The adjusted *p*-values obtained from comparing slow-relaxing and elastic samples were labeled in pink stars, from left to right, *P* = 0.0056 (**), *P* < 0.0001 (****), *P* = 0.0027 (**), *P* = 0.0030 (**), *P* = 0.0039 (**), *P* = 0.0036 (**), *P* = 0.0030 (**), *P* = 0.0003 (***). The adjusted *p-*values obtained from comparing fast-relaxing and slow-relaxing samples were labeled in yellow stars, from left to right, *P* = 0.0166 (*), *P* = 0.0072 (**), *P* = 0.0068 (**), *P* = 0.0076 (**), *P* = 0.0096 (**), *P* = 0.0004 (***). **c** Stress relaxation of gels as a function of time under a constant deformation. **d** Representative fluorescent images of the cytoskeletal network in mouse fibroblasts on different substrates after 24 h, where F-actin (phallodin, red) and nuclei (DAPI, cyan) are labeled. Scale bar, 10 *μ*m. **e** Cell spreading area on various substrates (*n* = 810, 676, 381, 608, 893, 489, 589, 831, 604 cells per condition from 3 independent experiments). *P* = 0.0040 (**), *P* = 0.0001 (***), *P* < 0.0001 (****). **f** Orthogonal view of three representative cell nuclei on various substrates. Scale bar, 10 *μ*m. **g** Nuclear volume of fibroblasts cultured on gel substrates for 24 h (*n* = 187, 140, 167, 154, 136, 173, 193, 346, 174 cells per condition from 3 independent experiments). *P* = 0.0166 (*), *P* = 0.0011 (**), *P* < 0.0001 (****). **h** Chromatin compaction index of fibroblasts on gels at 24 h, quantified by the ratio of integrated fluorescence intensity of DAPI staining to nuclear volume (*n* = 186, 140, 163, 152, 133, 172, 193, 344, 174 cells per condition from 3 independent experiments). *P* = 0.0312 (*), *P* = 0.0099 (**), *P* < 0.0001 (****). **i** Representative images of a DAPI-stained cell nucleus on 2-kPa substrates. Scale bar, 10 *μ*m. In (**a**, **b**), data are shown as mean $$\pm$$ s.d. In (**e**, **g**, **h**), truncated violin plots are used to demonstrate the distribution of data. The violins are drawn with the ends at the quartiles and the median as a horizontal line in the violin, where the curve of the violin extends to the minimum and maximum values in the data set. Significance was determined by one-way ANOVA using Tukey’s correction for multiple comparisons. Source data are provided as a Source Data file.

Fibroblasts are the most abundant cell type in connective tissue throughout the body. It plays important roles in tissue homeostasis and serve as major cell sources for direct cell reprogramming to generate functional cells with therapeutic potentials^21,22^. As native tissue and ECMs are viscoelastic, understanding whether the cellular plasticity of fibroblasts is regulated by matrix viscoelasticity is of great promise to advance our knowledge of tissue biology and regenerative medicine. Primary fibroblasts isolated from adult mice were seeded on the alginate-based hydrogels made from RGD (Arg-Gly-Asp)-coupled alginate polymers with covalent or ionic crosslinking, where RGD peptides served as ligands for cell adhesion and spreading^20^. We found that cell viability on the gels was nearly 100% as on TC plates at 24, 48, and 72 h after cell seeding (Supplementary Fig. 2a–d). Cell proliferation analysis utilizing 5-ethynyl-2’-deoxyuridine (EdU) labeling at 48 h after cell seeding showed that on elastic surfaces, cell proliferation increased with stiffness (Supplementary Fig. 2e–f). Viscoelastic surfaces increased cell proliferation on 2-kPa and 10-kPa substrates, compared to elastic surfaces. In contrast, no significant difference was seen on 20-kPa substrates regardless of viscoelasticity (Supplementary Fig. 2e–f), indicating that matrix viscoelasticity promotes cell proliferation on softer surfaces (2 kPa and 10 kPa), but not stiff surfaces (20 kPa).

We then investigated how viscoelasticity regulated cell spreading on substrates with different stiffness. Fibroblasts could not fully spread on soft elastic surfaces (2 kPa) as was evident on stiffer elastic surfaces of 10 kPa and 20 kPa (Fig. 1d, e). Interestingly, cells spread more on 2-kPa slow-relaxing gels, but not on fast-relaxing gels, compared to those on 2-kPa elastic gels (Fig. 1d, e, Supplementary Fig. 3a). A possible explanation is that cell adhesion formation on soft substrates is associated with time-dependent force responses^11,23^. On slow-relaxing substrates of 2 kPa ($${\tau }_{1/2}$$ ~ 1000 s), a low level of traction force affords sufficient time for the cells to form focal adhesions, while cells on 2-kPa substrates with faster relaxation ($${\tau }_{1/2}$$ ~ 200 s) may experience a higher ratio of focal adhesion turnover to formation. In contrast, on 10-kPa and 20-kPa substrates, viscoelasticity did not further facilitate cell spreading (Fig. 1d, e, Supplementary Fig. 3a).

### Stiffness-dependent viscoelastic effects on the cell nucleus

The cell nucleus is an important mechanosensor and processor^24–28^. To determine whether viscoelastic substrates impact the cell nucleus, we quantified the nuclear volume of cells cultured on the various substrates. Different from cell proliferation and spreading, nuclear volume was not significantly affected by stiffness on elastic surfaces, but was sensitive to substrate viscoelasticity (Fig. 1f, g, Supplementary Figs. 3b and 4). Cells cultured on slow-relaxing gels showed an increase in nuclear volume only on soft (2 kPa) surfaces compared to elastic substrates, while cells on fast-relaxing gels had increased nuclear volume on stiff surfaces (20 kPa) but not on 2-kPa and 10-kPa substrates. These findings suggest that matrix viscoelasticity modulates the physical properties of the cell nucleus, which is dependent on stiffness and relaxation time.

We then directly investigated whether matrix viscoelasticity regulates chromatin compaction by examining the degree of chromatin condensation inside cell nuclei on various substrates. By calculating the ratio of integrated 4′,6-diamidino-2-phenylindole (DAPI) fluorescence intensity to nuclear volume in each cell as described previously^29,30^, we obtained the chromatin compaction index, where lower value indicates less chromatin condensation. We found that fibroblasts on slow-relaxing gels displayed lower chromatin compaction compared to those on elastic gels across different stiffnesses, where the most pronounced differences were observed on 2-kPa slow-relaxing substrates (Fig. 1h, i, Supplementary Figs. 3c and 5). Additionally, cells on 20-kPa fast-relaxing gels had much lower chromatin compaction indices than those on elastic and slow-relaxing gels (Fig. 1h, i, Supplementary Figs. 3c and 5).

### Substrate viscoelasticity induces distinct gene expression profiles compared with substrate stiffness

It has been shown that chromatin architecture impacts gene expression^31^. As chromatin was less condensed in fibroblasts on viscoelastic substrates, we hypothesized that there were accompanying transcriptomic changes in response to substrate viscoelasticity. Therefore, we performed RNA-sequencing (RNA-seq) on fibroblasts seeded on various substrates at 48 h to determine whether substrate viscoelasticity altered gene expression in a stiffness-dependent manner. Considering the pronounced effects of slow-relaxing substrates on cell proliferation, spreading, nuclear volume, and chromatin compaction, together with the stiffness dependence of these viscoelasticity-induced changes, we employed elastic and slow-relaxing gels of 2 kPa and 20 kPa as representatives for RNA-seq analysis.

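RNA was sequenced from mouse ear fibroblasts kept for 48 h on elastic or slow-relaxing viscoelastic alginate gels of 2 or 20 kPa, with 3 biological replicates in each of the 4 groups. The authors trimmed the reads, aligned them to the mouse genome mm10 and deposited raw counts of reads per gene for the 12 samples, with genes listed by symbol and without normalization. Between 36626221 and 43612804 reads per sample were counted on genes. The median was 42206449 on 2-kPa elastic gels, 43316373 on 20-kPa elastic gels, 41622797 on 2-kPa viscoelastic gels and 41726281 on 20-kPa viscoelastic gels. Of the 33246 genes listed, 10097 had no count in any sample and 14542 passed edgeR's expression filter and were tested. All 12 samples entered one edgeR quasi-likelihood fit with a coefficient per group, after TMM normalization, whose factors lay between 0.968 and 1.03. The typical gene varied by 7.50% between replicates beyond counting noise (biological coefficient of variation). Genes with a Benjamini-Hochberg (BH) adjusted p under 0.05 over the tested genes were taken as differentially expressed. Besides the pairs of groups, the mean effect of viscoelasticity over both stiffnesses and the interaction were tested, the interaction being the stiffness effect on viscoelastic gels minus that on elastic gels. Groups of genes were compared with the other tested genes by limma's camera test, with BH adjustment over 8 such tests. The lists for these tests were written from gene symbols, and the paper's own lists were not used. The gene tests and the 8 set tests were also computed with the replicate number as a block in the model.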

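Principal components were computed from DESeq2's variance-stabilized counts, blind to the groups, of the 500 genes with the highest variance over the 12 samples. PC1 carried 51.7% of the variance of these genes. The alternative that moved this share most, log2 CPM corrected for gene length and GC content, gave 33.9%. Without the correction log2 CPM gave 34.5%, so most of the fall came with the scale. Mean PC1 scores were −7.27 ± 2.53 (SD, n = 3) on 2-kPa elastic gels and −5.04 ± 3.76 (SD, n = 3) on 20-kPa elastic gels. On 2-kPa and 20-kPa viscoelastic gels they were 5.32 ± 1.57 and 6.99 ± 2.41 (SD, n = 3 each). The elastic samples lay between −9.83 and −1.57 and the viscoelastic samples between 3.52 and 9.72. The mean of the 6 viscoelastic samples exceeded that of the 6 elastic samples by 12.3 (two-sided exact permutation test, p = 0.00216, the smallest that 6 samples against 6 allow). With the mean of each replicate number removed as a block the gap was 16.6, with the same p from that exact test. On edgeR's log2 CPM without the block it was 16.15, so the rise from 12.3 may reflect the scale and not the block. Deviations from the group means had a mean correlation, across genes, of −0.0248 over the 18 pairs of samples with the same replicate number and of 0.0126 over the 36 pairs with different numbers. Deviations cancel within a group, so the second value follows from the first and is no separate baseline.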

Principal component analysis (PCA) results demonstrated that fibroblasts growing on elastic and viscoelastic substrates were clustered at different sides of the principal component 1 (PC1) axis, which suggests that viscoelastic substrates regulate different sets of genes from elastic substrates (Fig. 2a). 

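PC2 carried 27.5% of the variance, and 22.0% with the replicate block. Its mean score was −6.04 ± 1.45 (SD, n = 3) on 2-kPa elastic gels and 6.49 ± 1.34 (SD, n = 3) on 20-kPa elastic gels. The 20-kPa mean was thus higher by 12.5 (two-sided exact permutation test, p = 0.1, the smallest that 3 samples against 3 allow), a gap larger than the spread of either group. The mean scores were 1.68 ± 2.48 (SD, n = 3) on 2-kPa viscoelastic gels and −2.13 ± 0.669 (SD, n = 3) on 20-kPa viscoelastic gels. Here the 20-kPa mean fell by 3.80 (two-sided exact permutation test, p = 0.1), so the order along PC2 was opposite to that on elastic gels. Leaving out each sample in turn gave gaps of −5.44 to −1.43 here and of 8.71 to 13.1 on elastic gels. With all tested genes in place of the 500 most variable, the PC2 score on viscoelastic gels fell by 1.44 (two-sided exact permutation test, p = 0.9). The replicate block gave gaps of 17.0 on elastic and −5.39 on viscoelastic gels, and edgeR's log2 CPM without the block gave 16.7 and −4.975. Same-numbered samples of the 2-kPa and 20-kPa groups had a mean correlation of deviations, across genes, of −0.0761 on elastic gels, against 0.0379 for pairs with different numbers, and of 0.180 against −0.0893 on viscoelastic gels. The values for different numbers follow from those for the same number, since deviations cancel within a group. With 3 samples per group these gaps could not reach a p under 0.05 in the exact test.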

Interestingly, while cells on 2-kPa and 20-kPa elastic gels can be found at different ends of the PC2 axis illustrating stiffness effects, cells on viscoelastic substrates of these two stiffnesses were close along the PC2 axis. This proximity was confirmed by the substantially fewer differentially expressed genes (DEGs) between cells on 2-kPa and 20-kPa slow-relaxing gels, compared to other groups (Fig. 2b). These findings suggest that while viscoelastic substrates influence gene expression differently compared to stiffness alone, matrix viscoelasticity results in similar transcriptomic profiles in cells on both soft and stiff surfaces. This indicates that substrate stiffness has a reduced impact in the presence of viscoelasticity.

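Between 2-kPa and 20-kPa viscoelastic gels, 331 of the 14542 tested genes were differentially expressed (edgeR's quasi-likelihood test with BH adjustment), 230 up-regulated and 101 down-regulated on 20 kPa. Between 2-kPa and 20-kPa elastic gels there were 2029, of which 991 were up-regulated and 1038 down-regulated on 20 kPa. Viscoelastic gels differed from elastic gels in 2892 genes at 2 kPa (1275 up-regulated, 1617 down-regulated) and in 4866 genes at 20 kPa (2527 up-regulated, 2339 down-regulated). Scaling by total counts alone changed these directions to 1675 up-regulated and 1258 down-regulated at 2 kPa, and to 2937 and 1901 at 20 kPa. At an unadjusted p under 0.05 the counts were 2768 for stiffness on viscoelastic gels, 4180 for stiffness on elastic gels, and 4968 and 6406 for viscoelasticity at 2 and 20 kPa. The standard deviation of the log2 fold change over all tested genes was 0.24 for stiffness on viscoelastic gels and 0.32 for stiffness on elastic gels. It was 0.35 and 0.37 for viscoelasticity at 2 and 20 kPa. The 3 normalized counts of one group did not overlap those of the other for 22.3% of genes between the viscoelastic groups and for 35.6% between the elastic groups, where chance gives 10%. Pairs of replicates differed by 16.7 to 55.5 times counting variance on viscoelastic gels and by 11.2 to 32.9 times on elastic gels. Fits of the 6 samples compared alone gave 38 genes for stiffness on viscoelastic and 2391 on elastic gels. The numbers called may thus depend on this unequal spread as well as on the size of the changes. With the replicate number as a block the counts were 154 for stiffness on viscoelastic gels, 1731 for stiffness on elastic gels, 2569 for viscoelasticity at 2 kPa and 4485 at 20 kPa. Same-numbered elastic and viscoelastic samples had a mean correlation of deviations, across genes, of −0.0326 at 2 kPa and −0.0767 at 20 kPa, and same-numbered 2-kPa and 20-kPa samples of 0.180 on viscoelastic gels. For stiffness on viscoelastic gels the count was 757 with DESeq2's Wald test, 653 when every gene with a count was tested, and 9 at an adjusted p under 0.01 or without the third 20-kPa viscoelastic replicate. On elastic gels it was 2268, 2211, 855 and 1795 in that order. The last of these left out a sample outside the elastic comparison, and leaving out the third 20-kPa elastic replicate gave 1063. The excess of up-regulated genes between viscoelastic gels was lost with the block and length and GC corrections together (38 up-regulated, 39 down-regulated) and in a fit of the 6 viscoelastic samples alone (12 and 26).

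**Figure D1:**
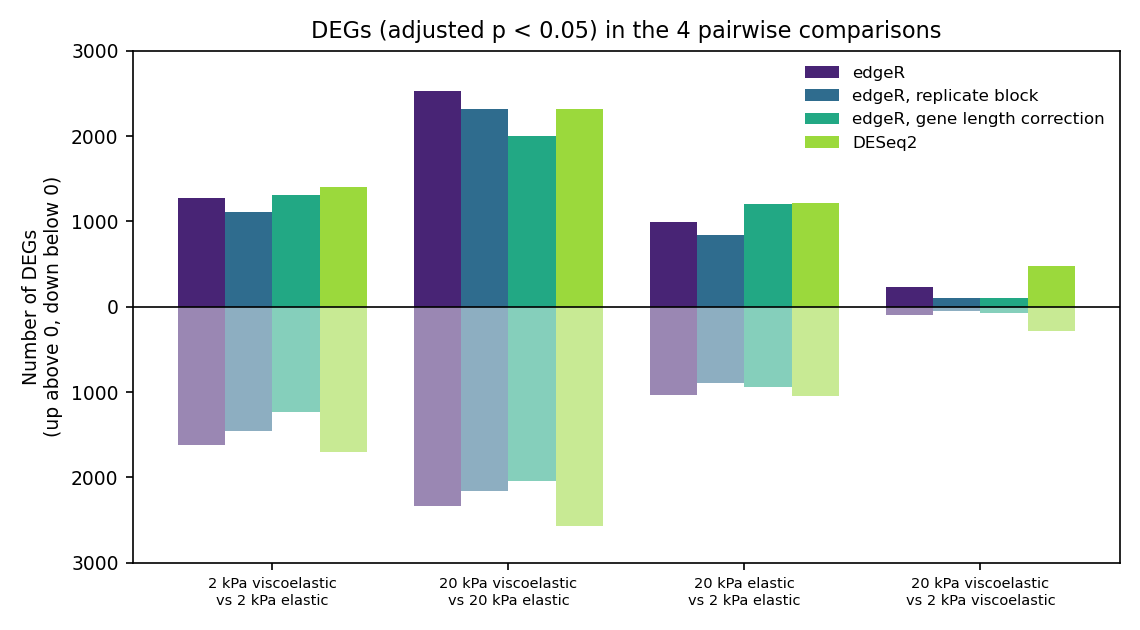
Number of differentially expressed genes in each of the 4 comparisons, up-regulated genes above 0 and down-regulated genes below 0, from edgeR's quasi-likelihood test, the same test with the replicate block or with a gene length correction, and DESeq2's Wald test. The comparison of 2-kPa and 20-kPa viscoelastic gels has the lowest bars under each of these settings, 230 up and 101 down with edgeR.

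In each comparison, the gene that rose and the gene that fell with the lowest adjusted p among genes whose groups did not overlap were singled out. On 2-kPa viscoelastic gels, Cyb5a rose from 54.4 ± 0.968 to 86.0 ± 3.26 TMM-normalized CPM (SD, n = 3), a log2 fold change of 0.66 (edgeR BH-adjusted p = 8.32e-06). D630045J12Rik decreased there from 102 ± 4.78 to 57.99 ± 1.29 CPM (log2 fold change −0.82, edgeR BH-adjusted p = 5.31e-06). At 20 kPa, Gstm1 rose from 26.7 ± 1.86 on elastic to 55.4 ± 1.71 CPM on viscoelastic gels (log2 fold change 1.05, edgeR BH-adjusted p = 2.88e-06). Arrdc3 decreased from 88.5 ± 8.00 to 52.7 ± 3.87 CPM (log2 fold change −0.75, edgeR BH-adjusted p = 7.5e-05). Stiffness raised Filip1l on elastic gels from 26.2 ± 0.928 to 44.3 ± 2.21 CPM (log2 fold change 0.76, edgeR BH-adjusted p = 2.65e-05) and lowered Lratd1 from 64.6 ± 5.51 to 23.0 ± 1.92 CPM (−1.49, edgeR BH-adjusted p = 1.41e-06). On viscoelastic gels, stiffness raised Aqp1 from 51.4 ± 4.69 to 92.5 ± 12.6 CPM (log2 fold change 0.85, edgeR BH-adjusted p = 0.00211) and lowered Ccdc9b from 29.0 ± 0.780 to 18.9 ± 0.401 CPM (−0.62, edgeR BH-adjusted p = 0.00283). These 8 calls held with the replicate block.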

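Of the 2029 genes that differed between 2-kPa and 20-kPa elastic gels, 1005 (49.5%) had a log2 fold change of the same sign between 2-kPa and 20-kPa viscoelastic gels. Spearman's rho between the 2 stiffness responses was −0.193 across these genes and −0.00214 across all tested genes, which are not independent replicates. With the replicate block, 837 of 1731 genes (48.4%) had the same sign. The 2 stiffness responses shared 110 differentially expressed genes, 41 of them with the same direction and 69 with opposite directions.

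**Figure D2:**
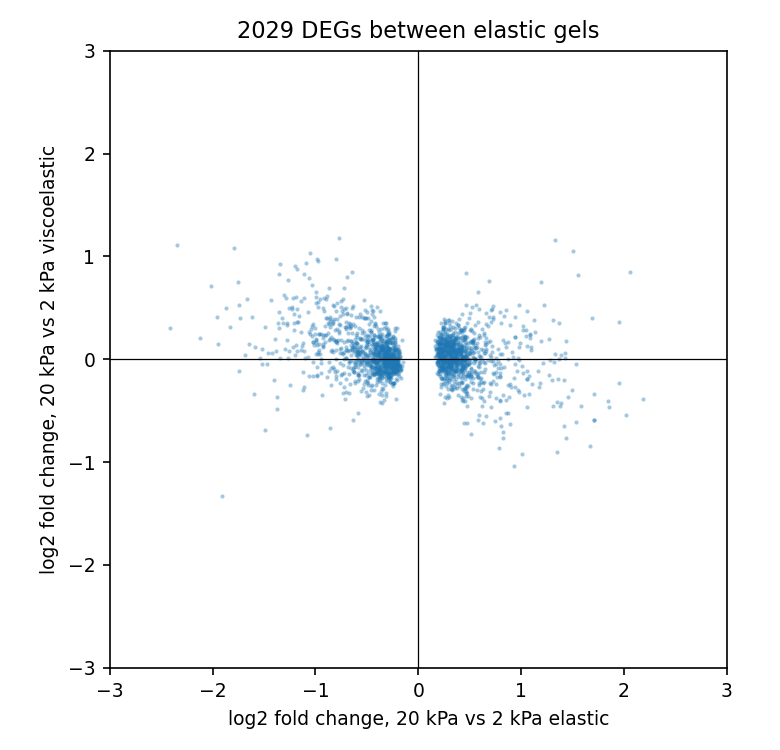
Log2 fold change from 2 to 20 kPa on elastic gels (x axis) against that on viscoelastic gels (y axis) for the 2029 genes that differed between the elastic gels, one point per gene. The points spread along the x axis on both sides of 0, and 1005 of them lie in the quadrants where both changes have the same sign.

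The difference between the stiffness responses was tested itself as the interaction. It passed a BH-adjusted p under 0.05 (edgeR's quasi-likelihood test) for 1100 genes, 647 with a positive and 453 with a negative interaction, and for 3267 genes at an unadjusted p under 0.05. With the replicate block the number was 845 (502 positive, 343 negative), and an adjusted p under 0.01, which moved it most, left 400. The excess of positive interactions shrank with the gene length correction (567 positive, 536 negative) and with the GC correction (584 and 571). The effects of viscoelasticity at 2 and at 20 kPa shared 1587 differentially expressed genes, of which 1394 had the same direction. Of the 2892 genes called at 2 kPa, 2272 (78.6%) had the same sign at 20 kPa, and rho was 0.409 across all tested genes. Averaged over both stiffnesses, viscoelasticity altered 5817 genes (2846 up-regulated, 2971 down-regulated), and 5475 with the replicate block. Scaling by total counts alone gave 3538 up-regulated and 2309 down-regulated genes for this average. From the proximity of the viscoelastic groups along PC2 and the lower number of genes that differ between them, the paper proposes that viscoelasticity gives cells on soft and stiff gels similar transcriptomic profiles, and concludes that stiffness has less impact where viscoelasticity is present.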

**Fig. 2:**
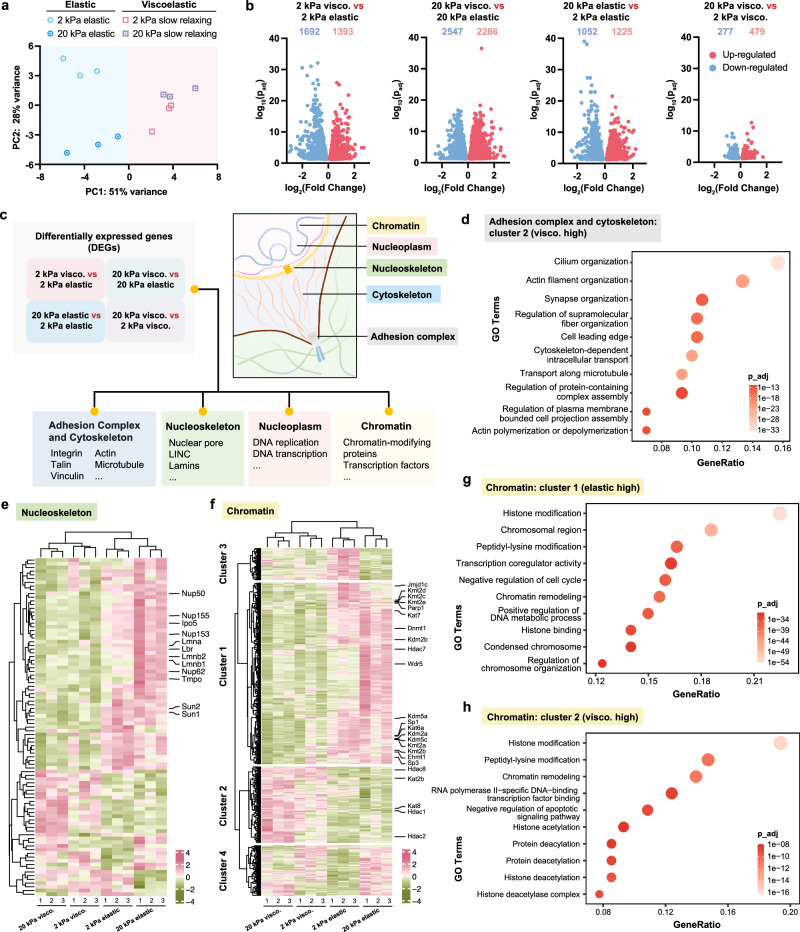
RNA-seq of fibroblasts on gel substrates with varying stiffness and viscoelasticity. **a** Principal component analysis (PCA) of RNA-seq data of mouse fibroblasts cultured on different gels for 48 h (*n* = 3 biological replicates). **b** Volcano plots of differentially expressed genes (DEGs, adjusted *p*-values < 0.05). The number of up- and down-regulated genes in each group are indicated using red and blue numbers. **c** Schematic representation of DEGs from the categorized mechanotransduction-related gene database. **d** Gene ontology (GO) enrichment analysis of genes up-regulated in viscoelastic groups in the Adhesion complex and cytoskeleton category. **e**, **f** Heatmaps of DEGs in the Nucleoskeleton (**e**) and Chromatin (**f**) categories. **g**, **h** GO terms enriched in genes up-regulated in elastic (**g**) and viscoelastic (**h**) groups from the Chromatin category. In (**b**, **d**, **g**, **h**), significance was determined using Wald test and corrected for multiple testing using the Benjamini–Hochberg method to obtain adjusted *p*-values (p_adj). Source data are provided as a Source Data file.

To determine viscoelasticity-induced transcriptomic changes in mechanotransduction, we established a mechanotransduction-related gene regulatory network database and classified relevant genes into 4 categories (adhesion complex and cytoskeleton, nucleoskeleton, nucleoplasm, and chromatin) (Fig. 2c). 

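The genes labelled in Supplementary Fig. 6 were looked up in the deposited counts by the group in which each is drawn. The paper drew them from its differentially expressed genes in these same counts, so the lookup is no independent test. Adjustment over the labelled genes alone is too lenient for the same reason. For the 8 labelled genes drawn low on 2-kPa elastic gels (Tln2, Pfn2, Tpm1, Rhoa, Acta1, Pfn1, Itga4 and Actb), 7 were higher on 20-kPa than on 2-kPa elastic gels. Of these, 4 passed edgeR's quasi-likelihood test with BH adjustment over all tested genes (Tln2, Tpm1, Acta1 and Actb), and 7 passed with the adjustment over the 8 genes alone. With the replicate block 3 passed, and with a gene length correction 6 passed. Their log2 fold changes between elastic gels ranged from −0.013 for Pfn2 to 0.68 for Acta1. Pfn2 was higher on 20 kPa with the gene length correction, so its sign depends on the setting. On 2-kPa viscoelastic gels 7 of the 8 were higher than on 2-kPa elastic gels and 2 were called up-regulated (Tln2 and Tpm1). In the nucleoplasm group, 6 genes drawn higher on viscoelastic gels were looked up (Polr2h, Polr2j, Polr2k, Polb, Polr2f and Polr1d). All 6 were higher on viscoelastic than on elastic gels at 2 kPa, from 0.058 for Polb to 0.23 for Polr2h on the log2 scale. Only Polr2h was called there (edgeR BH-adjusted p = 0.0333, and 0.0526 with the replicate block). At 20 kPa all 6 were higher, from 0.053 for Polr1d to 0.56 for Polr2k, and 4 were called, with or without the block (Polr2j, Polr2k, Polb and Polr2f). With the gene length correction 5 of the 6 were higher at 2 kPa and none was called, and at 20 kPa 4 were higher and 2 called (Polr2k and Polb). Pola1, drawn higher on elastic gels, had log2 fold changes of −0.47 at 2 kPa and −0.64 at 20 kPa and was called down-regulated in both. The handling of reads that map to more than 1 place is not stated, so counts of Actb, Acta1 and Pfn1, which have close copies in the genome, are less certain.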

By generating DEG expression heatmaps by categories, we found that these category-specific genes can be grouped into 3 or 4 clusters containing genes up-regulated on elastic groups (cluster 1), genes up-regulated on viscoelastic groups (cluster 2), and genes up- or down-regulated only on 2-kPa elastic gels (cluster 3 and cluster 4, respectively). We then performed gene ontology (GO) enrichment analysis to provide functional annotations for these clusters.

In the ‘Adhesion complex and cytoskeleton’ category, integrin-related genes and genes encoding vinculin and talin were down-regulated in cells on viscoelastic surfaces (Supplementary Fig. 6a), suggesting that there may be alterations in cell adhesion strength on substrates without and with stress relaxation behaviors. 

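A list of 29 genes for integrins, talins and vinculin had 25 tested members. Their mean log2 fold change on viscoelastic against elastic gels, averaged over both stiffnesses, differed from that of the other tested genes by −0.27 (limma's camera, BH-adjusted p = 5.38e-05 over the 8 set tests). With the replicate block the difference was again −0.27 (limma's camera, BH-adjusted p = 6.78e-05), and same-numbered elastic and viscoelastic samples did not deviate together more than others. Estimating the correlation between the genes from the data, in place of 0.01, raised the adjusted p to 0.156, and the set then did not pass. Of the 25 genes 19 were lower on viscoelastic gels. Over all tested genes 13 were called down-regulated and none up-regulated (edgeR's quasi-likelihood test with BH adjustment), and the same 13 and 0 resulted with the adjustment over the list. Among the 14 genes drawn higher on elastic gels in Supplementary Fig. 6a, 13 were lower on viscoelastic gels at 2 kPa and 6 of them called. At 20 kPa 14 were lower and 13 called, or 13 lower when scaled by total counts alone, where Tuba1b changed sign. Log2 fold changes of these 14 ran from −1.19 for Itgb3 to 0.13 for Rock2 at 2 kPa and from −1.10 for Itgb3 to −0.019 for Tuba1b at 20 kPa. Itgb1, which encodes the common β1 subunit, had −0.12 at 2 kPa (edgeR BH-adjusted p = 0.254, and 0.323 with the block) and −0.34 at 20 kPa (edgeR BH-adjusted p = 0.0023, and 0.00692 with the block).
Vcl, which encodes vinculin and lies on chromosome 14 of mm10 from 20929398 to 21033676, had 228 ± 16.6 CPM on 2-kPa elastic and 187.9 ± 39.1 CPM on 2-kPa viscoelastic gels (TMM-normalized, SD, n = 3). Its log2 fold change at 2 kPa was −0.28 (SE 0.128, edgeR BH-adjusted p = 0.14, and 0.101 with the block), and it was called there when every gene with a count was tested (0.0465). At 20 kPa it decreased from 273 ± 26.1 to 167 ± 20.6 CPM (SD, n = 3), a log2 fold change of −0.70 (edgeR BH-adjusted p = 0.000965, and 0.00104 with the block). Tln1, the gene of talin 1, lies on chromosome 4 from 43531519 to 43562691. It had 602 ± 44.0 and 550 ± 17.7 CPM on 2-kPa elastic and viscoelastic gels, and 644 ± 34.5 and 497 ± 19.7 CPM on the 20-kPa gels (SD, n = 3). The log2 fold change of Tln1 was −0.13 at 2 kPa (SE 0.0689, edgeR BH-adjusted p = 0.198, and 0.237 with the block) and −0.37 at 20 kPa (SE 0.069, edgeR BH-adjusted p = 0.00106, and 0.00263 with the block). With the block and a correction for length and GC content together, the change of Tln1 at 2 kPa was 0.052 and its sign reversed. Tln2, the gene of talin 2, lies on chromosome 9 from 67217087 to 67559703. It rose from 90.9 ± 4.73 to 115 ± 10.4 CPM at 2 kPa (SD, n = 3), a log2 fold change of 0.34 (SE 0.0661, edgeR BH-adjusted p = 0.00291, and 0.00634 with the block). At 20 kPa Tln2 decreased from 105 ± 1.66 to 91.1 ± 2.87 CPM (log2 fold change −0.20, edgeR BH-adjusted p = 0.0279, and 0.0387 with the block), a call lost with the gene length correction (0.396). The interaction of Tln2 was −0.54 (edgeR BH-adjusted p = 0.0026, and 0.00622 with the block). Itga10, read as drawn higher on viscoelastic gels, had a log2 fold change of −0.91 at 2 kPa (edgeR BH-adjusted p = 0.000363) and 0.12 at 20 kPa (0.505), with an interaction of 1.03 (edgeR BH-adjusted p = 0.00336, and 0.00649 with the block). From 2-kPa to 20-kPa elastic gels Itga10 had −0.98. It was thus highest on 2-kPa elastic gels, and its place in the figure may have been misread.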

GO terms related to cytoskeletal filament organization and intracellular transport were enriched in genes up-regulated in viscoelastic groups (Fig. 2d). 

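A list of tubulin, microtubule-associated and motor genes had 112 tested members. On viscoelastic against elastic gels, averaged over both stiffnesses, their mean log2 fold change differed from that of the other genes by −0.046 (limma's camera, BH-adjusted p = 0.24 over the 8 set tests). The difference was again −0.046 with the replicate block (limma's camera, BH-adjusted p = 0.241), where same-numbered elastic and viscoelastic samples did not deviate together. Members were called in both directions, 22 up-regulated and 36 down-regulated by edgeR's quasi-likelihood test with BH adjustment over all tested genes, and 24 and 37 with the adjustment over the list. Tuba1a had log2 fold changes of 0.10 at 2 kPa (edgeR BH-adjusted p = 0.287, and 0.338 with the block) and 0.45 at 20 kPa (edgeR BH-adjusted p = 0.000221, and 0.000831 with the block). For Tubb2a the changes were 0.041 at 2 kPa (edgeR BH-adjusted p = 0.745, and 0.758 with the block) and 0.24 at 20 kPa (0.027, and 0.0383 with the block). The 20-kPa call of Tubb2a was lost with a gene length correction (0.346), which also reversed its sign at 2 kPa (−0.051). Tubg2 rose by 0.36 at 2 kPa (edgeR BH-adjusted p = 0.0569, and 0.0501 with the block) and by 0.46 at 20 kPa (0.0119, and 0.0106 with the block), the latter not called with the length correction (0.0736). The GTPase gene Rac3 had −0.057 at 2 kPa (edgeR BH-adjusted p = 0.824) and 0.54 at 20 kPa (0.015, 0.0252 with the block and 0.0704 with the length correction). Averaged over both stiffnesses, the change was 0.28 for Tuba1a (edgeR BH-adjusted p = 0.000339), 0.14 for Tubb2a (0.0524) and 0.41 for Tubg2 (0.00227). Tubulin genes are close paralogs among which the counting could have split reads, so their single values are less certain.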

Additionally, several microtubule-related genes were up-regulated in the viscoelastic groups (Supplementary Fig. 6a), which implied the potential role of microtubules in transducing substrate viscoelasticity, alongside the previously reported actin-related pathways^6^.

The gene expression patterns in the Nucleoskeleton, Nucleoplasm, and Chromatin categories demonstrated that viscoelastic surfaces had distinct effects on the cell nucleus compared to elastic surfaces (Fig. 2e, f, Supplementary Fig. 6b). For example, cells cultured on soft elastic gels (2 kPa) showed reduced expression of genes encoding lamins, linker of nucleoskeleton and cytoskeleton (LINC) complex proteins, and nuclear pore complex proteins, compared to stiff elastic gels (20 kPa) (Fig. 2e). 

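A list of 24 genes for lamins, LINC complex and other inner nuclear membrane proteins was compared between elastic gels of 20 and 2 kPa. Its mean log2 fold change exceeded that of the other tested genes by 0.12 (limma's camera, BH-adjusted p = 0.0115 over the 8 set tests), and by 0.11 with the replicate block (limma's camera, BH-adjusted p = 0.0148). Of the 24 genes 18 were higher on 20 kPa, and 4 were called up-regulated by edgeR's quasi-likelihood test with BH adjustment, over all tested genes or over the list. These were Lmnb1, Lbr, Tmpo and Nemp1, the last named after its value was seen. Leaving out 1 of the 20-kPa elastic replicates, the third, lowered the difference to 0.081 (limma's camera, BH-adjusted p = 0.129). The 30 tested genes of a list of 32 nuclear pore genes were higher by 0.13 relative to the other genes (limma's camera, BH-adjusted p = 7.16e-05, and 0.000123 with the block). In this list 27 were higher on 20 kPa, 6 were called over all tested genes and 9 with adjustment over the list. Same-numbered elastic samples did not deviate together. With the correlation between genes estimated from the data, neither list passed (limma's camera, BH-adjusted p = 0.337 for both). Other groupings of the 6 elastic samples also gave low unadjusted p with camera, down to 0.000925 for the first list (0.00866 for the real one) and 2.93e-07 for the second (4.47e-05). Among the 12 genes labelled in Fig. 2e, 11 were higher on 20-kPa elastic gels and 5 were called (Lmnb1, Lbr, Nup155, Nup62 and Tmpo), or 4 with the block. The log2 fold changes of the 12 ran from −0.064 for Sun2 to 0.43 for Tmpo (edgeR BH-adjusted p = 0.000863). Lbr, the gene of the lamin B receptor, had 0.37 (edgeR BH-adjusted p = 0.00623, and 0.0153 with the block). Lmnb2 had 0.25 (edgeR BH-adjusted p = 0.103, and 0.128 with the block) and Sun1 0.020 (0.854). The sign of Sun2 reversed with a GC correction (0.014), and that of Sun1 without the third 20-kPa elastic replicate.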

The expression of these genes was further decreased on viscoelastic surfaces (Fig. 2e). In addition, the levels of mRNAs that encode genes related to epigenetic remodeling, such as various chromatin-modifying enzymes, changed among elastic and viscoelastic groups (Fig. 2f). 

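On viscoelastic against elastic gels, averaged over both stiffnesses, the list of lamin and LINC genes differed from the other genes by −0.20 (limma's camera, BH-adjusted p = 1.19e-06 over the 8 set tests, and 2.45e-06 with the replicate block). Of its 24 genes 21 were lower, 16 called down-regulated and 1 up-regulated (Syne4, named after its value was seen) by edgeR's quasi-likelihood test with BH adjustment, and the adjustment over the list gave the same numbers. The nuclear pore list differed by −0.25 (limma's camera, BH-adjusted p = 2.66e-09, and 4.37e-09 with the block), with 27 of 30 genes lower and 20 called. With the correlation between genes estimated from the data, the adjusted p was 0.156 for both lists and neither passed. The single comparisons were not among the 8 tests and are given without a p. At 2 kPa the difference was −0.13 for the lamin and LINC list, with 22 genes lower and 6 called, and −0.19 for the pore list, with 25 lower and 10 called. At 20 kPa it was −0.28, with 21 lower and 15 called, and −0.31, with 28 lower and 20 called. Between 20-kPa viscoelastic and 2-kPa elastic gels it was −0.16, with 19 lower and 10 called, and −0.17, with 22 lower and 12 called.
All 12 labelled genes of Fig. 2e were lower on viscoelastic gels at 2 kPa, or 11 when scaled by total counts alone or corrected for gene length, where Tmpo changed sign. Those called at 2 kPa were Lbr, Sun1, Sun2 and Nup155 (edgeR's quasi-likelihood test with BH adjustment), 3 genes passed with the block, and 9 passed with adjustment over the 12 genes alone. The last adjustment is too lenient, since the paper chose these genes as differentially expressed in the same counts. At 20 kPa all 12 were called down-regulated, and 11 when scaled by total counts alone or corrected for gene length. Log2 fold changes at 2 kPa ran from −0.39 for Sun2 (edgeR BH-adjusted p = 0.00104, and 0.00355 with the block) to −0.023 for Tmpo (0.841). At 20 kPa they ran from −0.76 for Lbr (edgeR BH-adjusted p = 7.5e-05) to −0.20 for Nup50 (0.0372, and 0.0644 with the length correction). Lbr had −0.27 at 2 kPa (edgeR BH-adjusted p = 0.026, and 0.046 with the block), and its interaction was −0.49 (0.0157, and 0.0344 with the block). For Tmpo the interaction was −0.43 (edgeR BH-adjusted p = 0.0121, and 0.0265 with the block). Sun2 had −0.44 at 20 kPa (edgeR BH-adjusted p = 0.000241), and over both stiffnesses Sun1 had −0.21 (0.000681) and Lmnb2 −0.33 (0.00178).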

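Among the 19 genes labelled in Fig. 2f that are drawn higher on elastic gels, which include methyltransferases, demethylases, acetyltransferases and Hdac7, 18 were lower on viscoelastic gels at 2 kPa. Of these 8 were called down-regulated by edgeR's quasi-likelihood test with BH adjustment over all tested genes, 7 with the replicate block and 13 with adjustment over the 19 genes alone. The last adjustment is too lenient, since the paper chose the labelled genes as differentially expressed in the same counts. Scaled by total counts alone, 17 were lower and 5 called, and with a gene length correction 16 were lower and 3 called. At 20 kPa all 19 were lower and 13 called, 10 with the block. Scaling by total counts alone left 7 called, and the length correction left 17 lower and 4 called. Log2 fold changes at 2 kPa ran from −0.39 for Jmjd1c (edgeR BH-adjusted p = 0.000581, and 0.00224 with the block) to 0.17 for Hdac7 (0.0352, and 0.0543 with the block). At 20 kPa they ran from −0.60 for Dnmt1 (edgeR BH-adjusted p = 0.00013, and 0.000404 with the block) to −0.046 for Kmt2c (0.567), whose sign reversed with the length correction (0.088). Hdac7 had −0.34 at 20 kPa (edgeR BH-adjusted p = 0.000366, and 0.00114 with the block) and an interaction of −0.51 (0.000867, and 0.00285 with the block). The interaction of Kmt2c was 0.30 (edgeR BH-adjusted p = 0.0327, and 0.0625 with the block). The 4 genes drawn higher on viscoelastic gels that were looked up were higher at both stiffnesses. None was called at 2 kPa and 4 were called at 20 kPa, or 2 with the length correction. A further HDAC label drawn there could not be read and was left out. In a separate list of 18 deacetylase genes 2 were called up-regulated at 2 kPa, so the lack of calls there may depend on that label. Hdac1 had 0.055 at 2 kPa (edgeR BH-adjusted p = 0.46) and 0.17 at 20 kPa (0.0144, 0.027 with the block and 0.129 with the length correction). Hdac2 had 0.067 (edgeR BH-adjusted p = 0.41) and 0.22 (0.00586, and 0.0106 with the block). For the acetyltransferase genes the changes at 2 and 20 kPa were 0.081 and 0.27 for Kat2b (edgeR BH-adjusted p = 0.513 and 0.0178, the latter 0.0194 with the block). They were 0.15 and 0.29 for Kat8 (edgeR BH-adjusted p = 0.177 and 0.00873, the latter 0.0174 with the block and 0.0527 with the length correction). Same-numbered elastic and viscoelastic samples did not deviate together.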

Elastic surfaces promoted genes related to condensed chromosome as shown in the GO analysis plot (Fig. 2g), which was consistent with our findings in chromatin condensation. It is also worth noting that viscoelastic surfaces enhanced the expression of genes involved in histone acetylation (Fig. 2h). 

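A list of 102 genes for condensed chromosomes, kinetochores and condensins, all of them tested, was compared with the other genes. On viscoelastic against elastic gels, averaged over both stiffnesses, its mean log2 fold change differed by −0.31 (limma's camera, BH-adjusted p = 3.02e-25 over the 8 set tests, and 2.61e-26 with the replicate block). With the correlation between genes estimated from the data, the adjusted p was 0.156 and the set did not pass. Of the 102 genes 97 were lower. By edgeR's quasi-likelihood test with BH adjustment 78 were called down-regulated and 1 up-regulated (Bod1, named after its value was seen), and 80 and 1 with adjustment over the list. The single comparisons were not among the 8 tests and are given without a p. The difference was −0.21 at 2 kPa, with 34 genes called down-regulated, and −0.41 at 20 kPa, with 71 called down-regulated and 2 up-regulated (Cenpx and Bod1). Between elastic gels the list was higher on 20 kPa by 0.25, with 45 genes called up-regulated and none down-regulated. Between viscoelastic gels it was higher by 0.050 on 20 kPa. Same-numbered elastic and viscoelastic samples did not deviate together. A list of 49 DNA replication genes, chosen after this result was seen, also differed between viscoelastic and elastic gels, by −0.35, with 46 of the 49 genes lower and 41 called down-regulated.

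**Figure D3:**
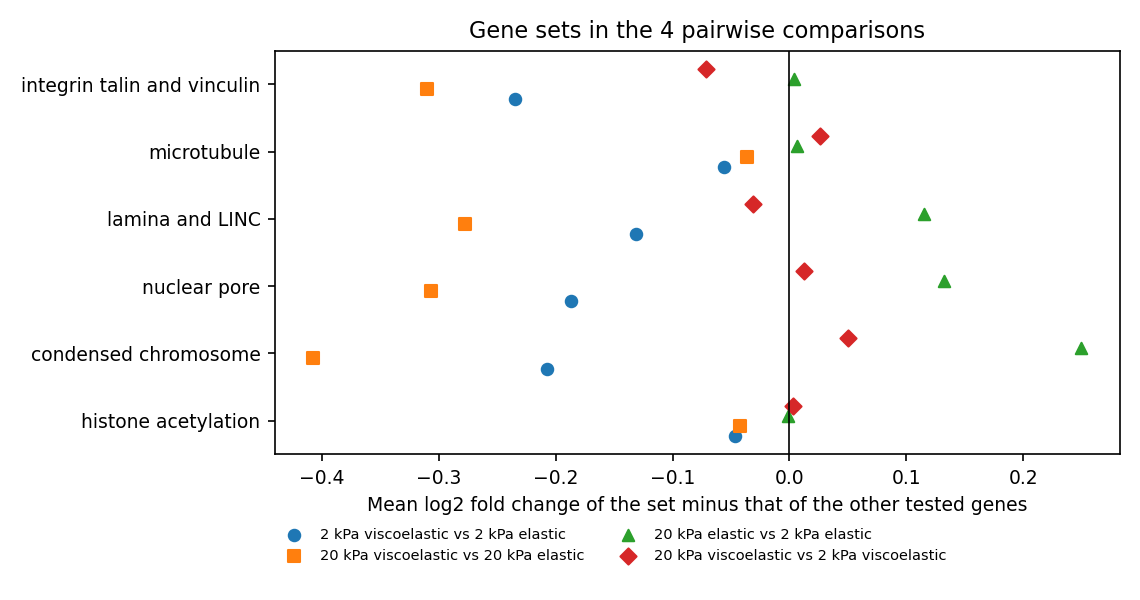
Mean log2 fold change of each of 6 gene lists (y axis) minus that of the other tested genes (x axis), in the comparisons of viscoelastic with elastic gels at 2 and at 20 kPa and of 20 with 2 kPa on elastic and on viscoelastic gels. The condensed chromosome list lies at −0.21 and −0.41 for viscoelasticity, at 0.25 for stiffness on elastic gels and at 0.050 for stiffness on viscoelastic gels.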

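A list of 77 genes for histone acetyltransferases, deacetylases and their complexes, all tested, differed from the other genes by −0.044 on viscoelastic against elastic gels, averaged over both stiffnesses (limma's camera, BH-adjusted p = 0.214 over the 8 set tests). With the replicate block the difference was also −0.044 (limma's camera, BH-adjusted p = 0.224), and same-numbered elastic and viscoelastic samples did not deviate together. A self-contained rotation test, which asks whether the list changed at all and not whether it changed more than other genes, gave an adjusted p of 0.0175 (limma's fry, BH over the 8 set tests), with a lower mean on viscoelastic gels. By edgeR's quasi-likelihood test with BH adjustment, over all tested genes or over the list, 12 of the 77 genes were called up-regulated and 20 down-regulated on viscoelastic gels. Separate lists of 15 acetyltransferase and 18 deacetylase genes, not among the 8 tests and given without a p, differed by −0.085 and 0.044. Of the acetyltransferase genes 3 were called up-regulated and 8 down-regulated, and of the deacetylase genes 5 and 1.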

Taken together, these findings provide insights into the possible mechanisms of substrate viscoelasticity-mediated epigenetic remodeling.

### Viscoelastic substrates promote cell reprogramming from fibroblasts to induced neurons and induced pluripotent stem cells (iPSCs)

Considering that viscoelastic substrates regulate various aspects of the cell nucleus related to the epigenetic state, such as chromatin condensation and genes involved in nuclear lamina structure and histone acetylation, we postulated that a viscoelastic substrate would modulate cellular plasticity and thus, impact the cell reprogramming process. Therefore, we employed a direct cell reprogramming model that converted mouse fibroblasts to neurons by lentiviral transduction of three transcription factors (Brn2, Ascl1, Myt1l, abbreviated as BAM)^32^. To test the effect of substrate viscoelasticity on induced neuronal (iN) reprogramming, primary mouse fibroblasts were transduced with doxycycline (Dox)-inducible lentiviral vectors encoding BAM, and the following day, the cells were seeded onto elastic and viscoelastic substrates with the same initial cell density. Twenty-four hours later, Dox was added to the culture media to induce the expression of the transgenes and initiate the reprogramming process (marked as day 0). Neuronal medium containing Dox was used for cell culture from day 1 to the conclusion of the experiment (Fig. 3a).

**Fig. 3:**
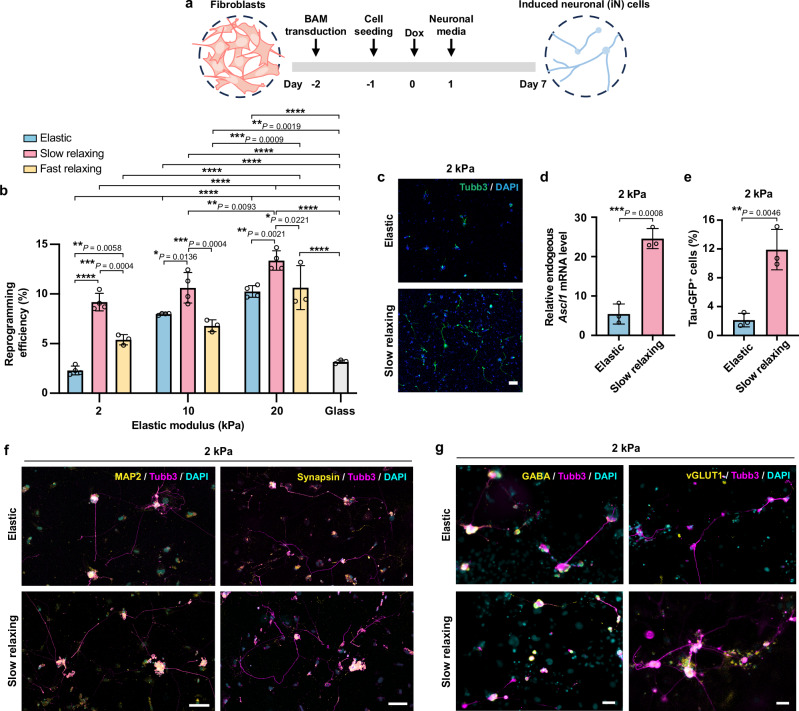
Substrate viscoelasticity enhances the reprogramming of fibroblasts into induced neuronal (iN) cells. **a** Schematic illustration of the reprogramming timeline. **b** Reprogramming efficiency of BAM-transduced fibroblasts cultured on various substrates at day 7, calculated as the percentage of Tubb3^+^ cells among the total number of initially seeded cells (*n* = 4, 4, 3, 3 independent experiments for elastic, slow-relaxing, fast-relaxing gels, and glass). *P* < 0.0001 (****). **c** Representative fluorescent images showing Tubb3^+^ cells at day 7 on 2-kPa substrates. Scale bar, 100 *μ*m. **d** Endogenous *Ascl1* mRNA expression in BAM-transduced cells on 2-kPa substrates at day 2 after doxycycline (Dox)-induced transgene expression (n = 3 independent experiments). **e** Percentage of cells expressing Tau-GFP on different substrates at day 5 (*n* = 3 independent experiments). **f** Representative fluorescent images showing Tubb3^+^ iN cells co-expressing mature neuronal markers, MAP2 or synapsin at day 21. Scale bar, 100 *μ*m. **g** Representative fluorescent images showing Tubb3^+^ iN cells co-expressing gamma-aminobutyric acid (GABA) or vesicular glutamate transporter 1 (vGLUT1) at day 28. Scale bar, 50 *μ*m. In (**b**) and (**d**, **e**), bar graphs show the mean $$\pm$$ s.d. In (**b**), a two-way ANOVA using Tukey’s correction for multiple comparisons was used to determine the significance between the groups. In (**d**, **e**), a two-tailed, unpaired *t* test was used to determine statistical significance. Source data are provided as a Source Data file.

To determine the reprogramming efficiency of iN conversion, we fixed the samples on day 7, immunostained the cells for neuronal marker Tubb3 (neuron-specific class III beta-tubulin), and calculated the percentage of Tubb3^+^ cells among the total number of initially seeded cells. On elastic surfaces, reprogramming efficiency increased with the stiffness, in agreement with previous findings^16^ (Fig. 3b). Interestingly, slow-relaxing substrates led to a significantly higher iN conversion efficiency compared to elastic substrates with the same stiffness (Fig. 3b, c), with the most pronounced effects on 2-kPa surfaces (~4-fold increase) in comparison with stiffer surfaces (10 and 20 kPa, ~30 % increase) (Fig. 3b). Compared with elastic surfaces, fast-relaxing gels only enhanced the reprogramming efficiency on 2-kPa surfaces (~2 fold) (Fig. 3b). Therefore, we used 2-kPa elastic and slow-relaxing gels as representative substrates for further investigation of the reprogramming mechanisms.

Since Ascl1 serves as a pioneer factor in iN reprogramming that immediately binds to its genomic sites after Dox induction and recruits other transcription factors^33^, achieving a high level of endogenous *Ascl1* gene activation is critical for efficient iN reprogramming. On day 2, slow-relaxing gels induced a ~5-fold increase of endogenous *Ascl1* expression in fibroblasts compared to elastic substrates, as measured by quantitative polymerase chain reaction (qPCR) using primers that could distinguish endogenous and transduced *Ascl1* gene (Fig. 3d). This finding indicates that slow-relaxing gels facilitate the activation and expression of neuronal genes in the heterochromatin of fibroblasts. Furthermore, we isolated fibroblasts from transgenic mice that expressed enhanced green fluorescence protein (EGFP) driven by the promoter of neuron-specific microtubule-associated protein (Tau), and conducted iN reprogramming experiments following the same procedure. On day 5, the percentage of cells expressing Tau-GFP on slow-relaxing substrates was ~6-fold higher than those on elastic substrates (Fig. 3e), further confirming that slow-relaxing substrates promote iN reprogramming with higher efficiency.

To confirm the functionality of iN cells obtained from these substrates, we cultured iN cells for 3–4 weeks and found that iN cells expressed mature neuronal markers, microtubule-associated protein 2 (MAP2) and synapsin, on both surfaces after 3 weeks (Fig. 3f). After 4 weeks, they expressed gamma-aminobutyric acid (GABA) and vesicular glutamate transporter 1 (vGLUT1) on both substrates (Fig. 3g), indicative of the GABAergic and glutamatergic subtypes, consistent with previous reports^32,34^. Additionally, iN cells reprogrammed from fibroblasts on these substrates exhibited rhythmic calcium oscillations (Supplementary Movies 1–2), a characteristic of functional mature neurons, and similar morphology to neuronal cells derived on glass (Supplementary Fig. 7). Based on these findings, we concluded that viscoelastic gels boosted the reprogramming of adult mouse fibroblasts into matured neurons.

To further verify the effects of viscoelastic substrates on cell reprogramming, an additional reprogramming model was utilized by converting the fibroblasts into iPSCs. We transduced primary adult mouse fibroblasts with Oct4, Sox2, Klf4, and c-MYC (OSKM) transcription factors and cultured them on gel substrates with varying stiffness and viscoelasticity for 10 days (Supplementary Fig. 8a). Similarly, on elastic substrates, reprogramming efficiency increased with stiffness between 2 and 20 kPa^16^ (Supplementary Fig. 8b), as determined by the number of Nanog^+^ colonies. In addition, both slow-relaxing and fast-relaxing gels increased the iPSC reprogramming efficiency by ~5-fold in comparison with elastic gels, which was only evident on 2-kPa substrates but not on 10-kPa and 20-kPa substrates (Supplementary Fig. 8b). These results show the same trends as iN reprogramming, and underscore the more pronounced effects of viscoelasticity on soft (2 kPa) substrates. In addition, Nanog^+^ colonies were larger in size on slow-relaxing substrates than elastic substrates of 2 kPa (Supplementary Fig. 8c), implying an accelerated iPSC reprogramming process. These findings were further supported by PCR analysis results that demonstrated a significant increase in *Nanog* expression from cells cultured on slow-relaxing substrates compared to elastic substrates of 2 kPa (Supplementary Fig. 8d). To verify the functionality of iPSCs generated on these substrates, we isolated the iPSCs from 2-kPa elastic and slow-relaxing substrates, and confirmed that they had the differentiation potential to develop into cells of all three germ layers, consistent with iPSCs generated on TC plates (Supplementary Fig. 8e).

### Substrate viscoelasticity facilitates nuclear lamina remodeling

Since substrate viscoelasticity had more pronounced effects on soft (2 kPa) substrates for both iN and iPSC reprogramming, we focused on 2-kPa gel substrates to further study the regulation of nuclear alternations and cell reprogramming by viscoelasticity. The nuclear lamina, which is mainly composed of A-type and B-type lamins, plays a major role in mechanosensing. 

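Lmna lies on chromosome 3 of mm10 from 88480147 to 88509956, and Lmnb1 on chromosome 18 from 56707813 to 56753424. On 2-kPa elastic gels Lmna had 545 ± 26.6 TMM-normalized CPM and on 2-kPa viscoelastic gels 483 ± 54.8 (SD, n = 3 each). The 3 viscoelastic replicates had 469, 543 and 436 and the 3 elastic replicates 561, 561 and 515, so the groups overlapped. The log2 fold change of Lmna at 2 kPa was −0.18 (SE 0.0797, edgeR BH-adjusted p = 0.131, and 0.163 with the replicate block). Leaving out each sample in turn gave −0.27 to −0.11, and Lmna was called down-regulated in 1 of the 12 fits, the one without the second 2-kPa viscoelastic replicate. Lmnb1 had 47.1 ± 0.619 and 40.8 ± 4.70 CPM on 2-kPa elastic and viscoelastic gels (SD, n = 3 each). Its log2 fold change was −0.21 (SE 0.0881, edgeR BH-adjusted p = 0.111, and 0.141 with the block), and it was called in none of the 12 fits with a sample left out. Same-numbered samples of these groups did not deviate together. The changes of Lmna and Lmnb1 at 2 kPa differed by less than either standard error. At 20 kPa Lmnb1 decreased from 62.9 ± 2.96 to 44.3 ± 5.19 CPM (SD, n = 3), a log2 fold change of −0.51 (edgeR BH-adjusted p = 0.000651, and 0.00167 with the block).

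**Figure D4:**
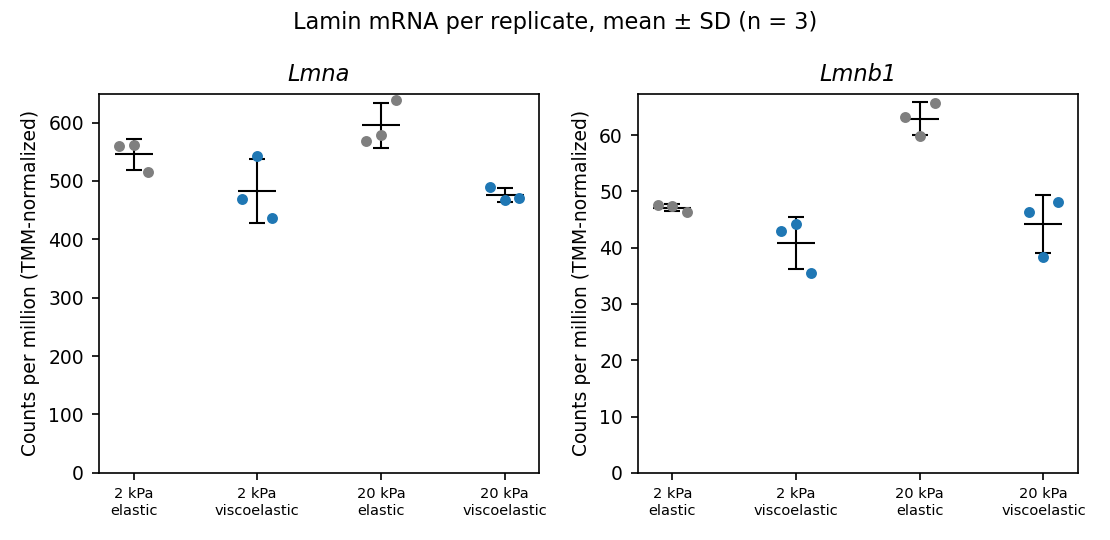
TMM-normalized CPM of Lmna and Lmnb1 (y axes, each from 0) in the 4 groups, one point per replicate with the mean and SD. The 2-kPa viscoelastic replicates of Lmna lie at 469, 543 and 436 and the 2-kPa elastic replicates at 561, 561 and 515.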

From the RNA-seq analysis, we observed that cells on viscoelastic substrates exhibited down-regulated gene expression of *Lmna*, encoding A-type lamins, but there was no change in *Lmnb1*, which encodes one of the two B-type lamins, in fibroblasts on 2-kPa viscoelastic gels compared to elastic ones (Fig. 2e). Since the nuclear lamina is critical to convey the extracellular mechanical perturbations into the cell nucleus^35^, we investigated the effects of substrate viscoelasticity on protein expression, structure, and dynamics of lamins.

We first determined whether the protein expression of lamin A/C and lamin B1 followed the same patterns as the gene expression profile on substrates with different stress relaxation behaviors. Western blotting results showed that fibroblasts on 2-kPa slow-relaxing gels (but not fast-relaxing gels) expressed a lower amount of lamin A/C compared to those on 2-kPa elastic gels, while lamin B1 expression remained similar on all 2-kPa substrates (Fig. 4a–d). In agreement with previous reports that lamin A/C-deficient fibroblasts exhibited reduced nuclear stiffness^36,37^, we also observed that cells on 2-kPa slow-relaxing substrates had softer nuclei than those on 2-kPa elastic gels (Supplementary Fig. 9a), suggesting that there may be an increase in the deformability of cell nuclei on slow-relaxing substrates.

**Fig. 4:**
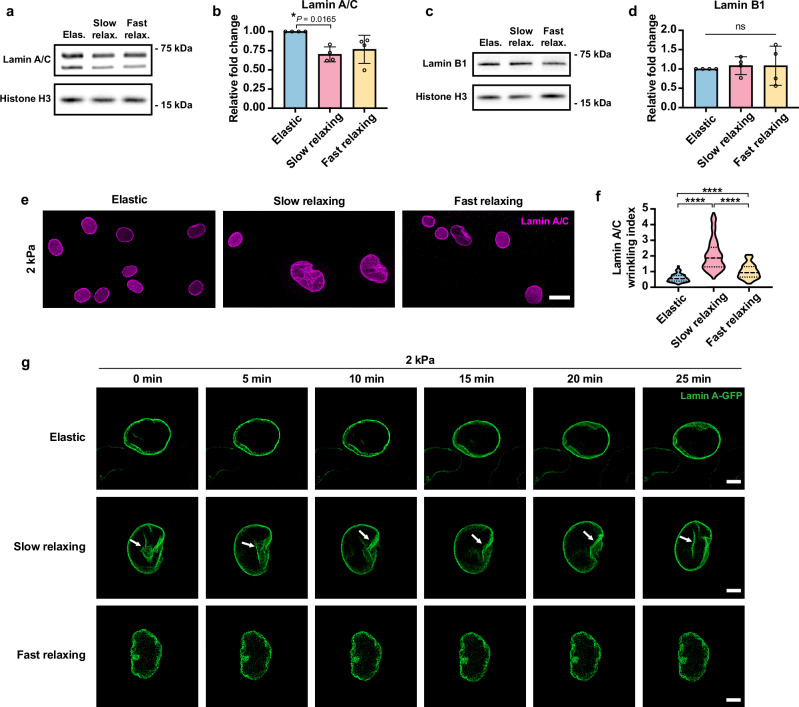
Viscoelastic substrates remodel the nuclear lamina. **a** Western blot analysis of lamin A/C expression in fibroblasts cultured on various substrates for 48 h, where histone H3 serves as the loading control. **b** Quantification of lamin A/C expression from blots in (**a**), where the protein expression level was normalized to the corresponding histone H3 and elastic groups (*n* = 3 independent experiments). **c** Western blot analysis of lamin B1 expression in fibroblasts cultured on various substrates for 48 h, where histone H3 serves as the loading control. **d** Quantification of lamin B1 expression from blots in **c**, where the protein expression level was normalized to the corresponding histone H3 and elastic groups (*n* = 3 independent experiments). **e** Immunostaining of lamin A/C in fibroblasts on 2-kPa substrates. Scale bar, 20 *μ*m. **f** Quantification of nuclear wrinkling index based on lamin A/C staining (*n* = 146, 145, 116 cells per condition from 3 independent experiments). *P* < 0.0001 (****). **g** Time-lapse microscopy images of fibroblasts expressing GFP-tagged lamin A on 2-kPa substrates. Scale bar, 5 *μ*m. In (**b**) and (**d**), data are shown as mean $$\pm$$ s.d. In **f**, the violins are drawn with the ends at the quartiles and the median as a horizontal line in the violin, where the curve of the violin extends to the minimum and maximum values in the data set. Significance was determined by one-way ANOVA using Tukey’s correction for multiple comparisons. Source data are provided as a Source Data file.

Next, to investigate the structural changes of the nuclear lamina induced by substrate viscoelasticity, fibroblasts on various substrates were immunostained for lamin A/C and lamin B1 at 48 h after cell seeding. As shown by lamin A/C staining, cells on 2-kPa viscoelastic gels displayed increased nuclear wrinkling compared to those on 2-kPa elastic substrates, where slow-relaxing substrates enhanced nuclear wrinkling more than fast-relaxing gels (Fig. 4e, f, Supplementary Figs. 9b and 10). Lamin B1 staining revealed similar nuclear wrinkling patterns (Supplementary Figs. 9c and 10). To be noted, lamin B1 and lamin A/C did not fully overlap in the nucleoplasm in fibroblasts on different substrates (Supplementary Figs. 9d and 10), leading to variation in defining nuclear wrinkling patterns based on different markers. These findings also highlight the heterogeneity of nuclear lamin networks and the distinct functions of A-type and B-type lamins in mechanotransduction^38^.

Moreover, to observe the spatiotemporal changes of the nuclear lamina in fibroblasts on gel substrates with varying viscoelasticity, we recorded the activity of fibroblasts expressing green fluorescence protein (GFP)-tagged lamin A on 2-kPa gels using time-lapse fluorescence microscopy (Fig. 4g, Supplementary Movies 3–8). We found that there were more dynamic changes in the nuclear lamina (e.g., deformation and the appearance and disappearance of nuclear wrinkles) of cells on viscoelastic substrates, especially slow-relaxing gels, possibly due to the dynamic stress relaxation and resulting intracellular stress changes around the cell nucleus. Together, these findings suggest that a viscoelastic substrate may facilitate the dynamic remodeling of the nucleus.

### Viscoelastic substrates regulate chromatin dynamics

As chromatin actively interacts with the nuclear envelope^39^, the dynamic remodeling of the nucleus on viscoelastic substrates may influence chromatin dynamics. Given previous reports that cells lacking lamin A had increased chromatin dynamics in the nuclear interior^40,41^ and our observations that there was reduced lamin A/C protein expression and dynamic deformation of the nucleus on viscoelastic substrates (Fig. 4), we hypothesized that 2-kPa viscoelastic substrates promote chromatin dynamics in fibroblasts compared to 2-kPa elastic substrates. To test this, we stained fibroblasts on gel substrates with Hoechst dye to fluorescently label the DNA in cell nuclei and applied fluorescence recovery after bleaching (FRAP) techniques to observe the fluorescence recovery in euchromatic and heterochromatic regions. Immunofluorescence analysis of Hoechst-labeled fibroblasts with a heterochromatic histone mark (tri-methylated histone H3 on lysine 9, H3K9me3) or euchromatic mark (histone H3 acetylation, AcH3), respectively, validated that in Hoechst-stained cell nuclei, heterochromatin appeared as the intensely stained regions that were perfectly colocalized with H3K9me3, and that euchromatin resided in the lightly stained regions as indicated by AcH3 signals (Supplementary Fig. 11a, b). These findings were further confirmed by co-staining fibroblasts expressing GFP-tagged HP1α (heterochromatin protein 1α) with Hoechst and AcH3 (Supplementary Fig. 11c), as HP1α is known as a major component of heterochromatin^42^.

Upon validating that Hoechst is a suitable candidate for FRAP experiments, FRAP results showed that the recovery half time (t_1/2_, the time taken for the bleached region to reach half of its final intensity) was shorter for cells on viscoelastic (slow-relaxing and fast-relaxing) substrates in both euchromatic and heterochromatic regions compared to elastic substrates, and no difference was seen between slow- and fast-relaxing substrates (Fig. 5a–d, Supplementary Fig. 11d-e, Supplementary Movies 9–10), which indicated that chromatin moves at a faster rate on viscoelastic substrates regardless of stress relaxation time. Moreover, to study how substrate viscoelasticity impacts the movement of nucleoproteins, we performed similar FRAP experiments utilizing fibroblasts expressing GFP-tagged HP1α (HP1α-GFP) cultured on substrates with different mechanical properties. Consistently, we found that the fluorescence in the bleached regions recovered faster on slow- and fast-relaxing substrates compared to elastic substrates (Fig. 5e, f, Supplementary Fig. 11f, Supplementary Movie 11).

**Fig. 5:**
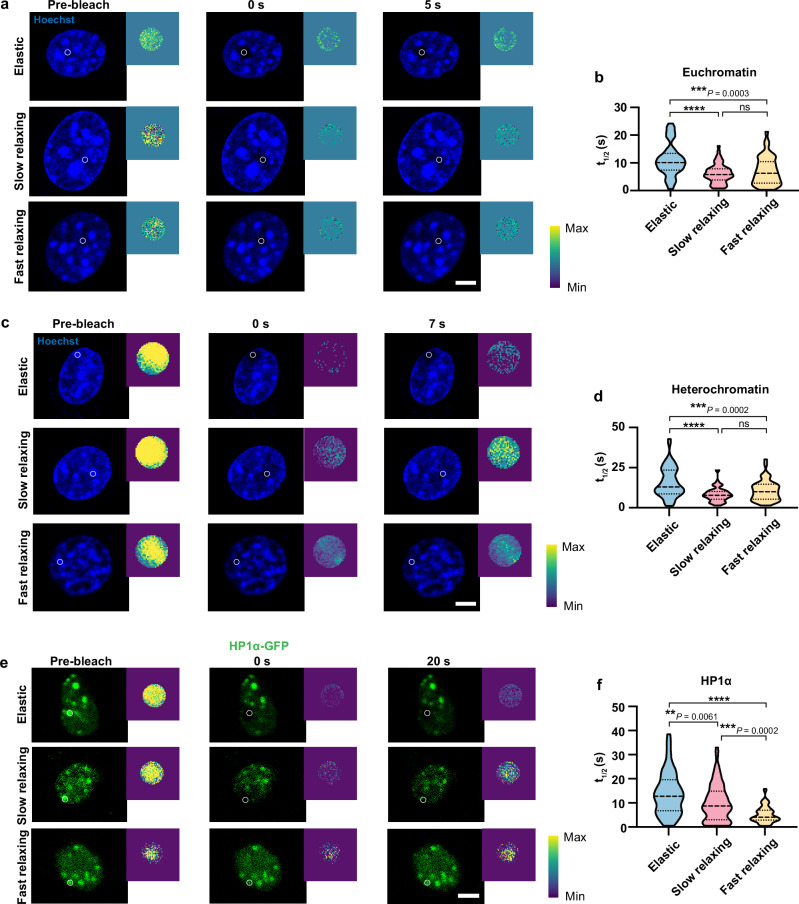
Viscoelastic substrates facilitate chromatin dynamics. **a**, **b** Fluorescence recovery images of euchromatic regions after photo-bleaching in cells cultured on 2-kPa gels for 24 h (**a**) and the truncated violin plots showing the recovery half time (*t*_1/2_, the time taken for the bleached region to reach half of its final intensity) of photo-bleached areas (white circle) (**b**) (*n* = 54, 56, 43 cells per condition from 3 independent experiments). Scale bar, 5 *μ*m. **c**, **d** Fluorescence recovery images of heterochromatic regions after photo-bleaching in cells cultured on 2-kPa gels for 24 h (**c**) and the truncated violin plots showing the recovery half time of photo-bleached areas (white circle) (**d**) (*n* = 57, 72, 51 cells per condition from 3 independent experiments). Scale bar, 5 *μ*m. **e**, **f** Fluorescence recovery images after photo-bleaching in fibroblasts expressing GFP-tagged HP1α cultured on 2-kPa gels for 24 h (**e**) and the truncated violin plots showing the recovery half time of photo-bleached areas (white circle) (**f**) (*n* = 56, 67, 68 cells per condition from 3 independent experiments). Scale bar, 5 *μ*m. Squares on the top right corner of each image indicate the fluorescence intensity in the photo-bleached area. In (**b,** **d**, **f**), the violins are drawn with the ends at the quartiles and the median as a horizontal line in the violin, where the curve of the violin extends to the minimum and maximum values in the data set. Significance was determined by one-way ANOVA using Tukey’s correction for multiple comparisons*, P* < 0.0001 (****). Source data are provided as a Source Data file.

The nucleolus is the largest subcompartment in the cell nucleus, which has important roles in ribosome biogenesis and chromatin architecture modulation^43^. To obtain a comprehensive landscape of chromatin dynamics, fibroblasts were transfected with a GFP-tagged fibrillarin plasmid and cultured on various substrates to track the movement of the nucleolus, as fibrillarin localizes to the dense fibrillar component of the nucleolus^44^. After recording the trajectories of fluorescently-labeled fibrillarin using confocal microscopy, we calculated the time-averaged mean square displacement (MSD) of the fibrillarin (Supplementary Fig. 11g). Interestingly, cells on purely elastic gels displayed a larger diffusion coefficient *D* of fibrillarin, but the approximate time for fibrillarin to diffuse 1 µm^2^ was similar between elastic and slow-relaxing gels due to the larger diffusion exponent α on slow-relaxing gels (Supplementary Fig. 11h, i), suggesting that nucleolus movement is not sensitive to substrate viscoelasticity. Collectively, these results indicate that viscoelastic substrates enhance the motion of chromatin and some nucleoproteins in the cell nucleus, contributing to chromatin dynamics.

### Viscoelastic substrates enhance open chromatin marks

The decrease of chromatin condensation and increase in nuclear lamina remodeling and chromatin dynamics on soft viscoelastic substrates suggest an active remodeling of the chromatin, which may facilitate epigenetic changes and cell reprogramming in the presence of extrinsic factors (e.g., reprogramming transcriptional factors and cocktails of biochemical signals, etc.). To determine whether these physical changes are accompanied by biochemical epigenetic modifications of the chromatin, we examined the levels of histone marks associated with euchromatin and heterochromatin regions in the cell nucleus on 2-kPa elastic and slow-relaxing (viscoelastic) gels, as chromatin dynamics was enhanced in cells cultured on slow-relaxing and fast-relaxing substrates to a similar extent.

Immunofluorescence analysis results revealed that several euchromatic histone marks, including AcH3, histone H3 lysine 27 acetylation (H3K27ac), and tri-methylated histone H3 on lysine 4 (H3K4me3), were significantly increased in cells on viscoelastic surfaces compared to elastic surfaces (Fig. 6a–c, Supplementary Fig. 12a–c), while we did not observe significant changes in heterochromatic marks between elastic and viscoelastic substrates, such as H3K9me3, and tri-methylated histone H3 on lysine 27 (H3K27me3) (Supplementary Fig. 12d, e). The increase in euchromatin marks was further confirmed by Western blotting (Supplementary Fig. 12f–h).

**Fig. 6:**
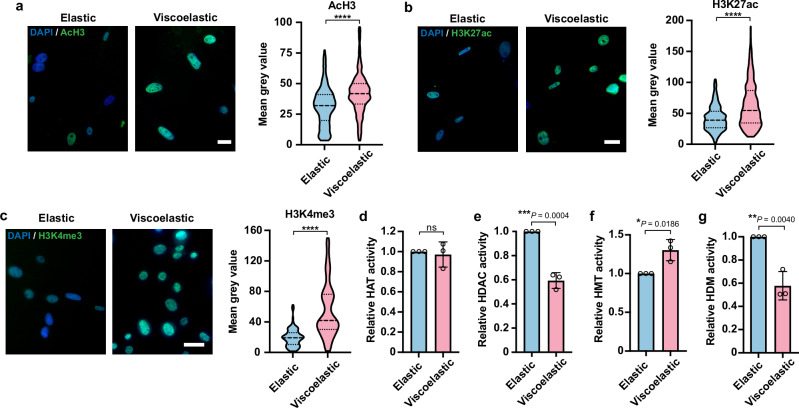
Viscoelastic substrates promote open chromatin structure. **a**–**c** Fluorescent images (left) of histone H3 acetylation (AcH3, **a**), histone H3 lysine 27 acetylation (H3K27ac, **b**), and tri-methylated histone H3 on lysine 4 (H3K4me3, **c**) in mouse fibroblasts cultured on elastic or viscoelastic (slow relaxing) substrates of 2 kPa for 48 h and truncated violin plots showing the fluorescence intensity quantification (right) (*n* = 342, 302 cells from 3 independent experiments per condition for AcH3; 468, 626 cells from 3 independent experiments per condition for H3K27ac; 250, 180 cells from 3 independent experiments per condition for H3K4me3). Scale bar, 20 *μ*m. *P* < 0.0001 (****). **d**, **e** Quantification of histone acetyltransferase (HAT) activity (**d**) and histone deacetylase (HDAC) activity (**e**) in cells cultured on elastic or viscoelastic gels for 48 h (*n* = 3 independent experiments, 500,000 cells were initially seeded). **f**, **g** Quantification of H3K4-specific histone methyltransferase (HMT) activity (**f**) and histone demethylase (HDM) activity (**g**) in cells cultured on elastic or viscoelastic substrates for 48 h (*n* = 3 independent experiments, 500,000 cells were initially seeded). For truncated violin plots in (**a**–**c**), the violins are drawn with the ends at the quartiles and the median as a horizontal line in the violin, where the curve of the violin extends to the minimum and maximum values in the data set. In (**d**–**g**), bar graphs show the mean $$\pm$$ s.d. A two-tailed, unpaired *t* test was used to determine the statistical significance. Source data are provided as a Source Data file.

Next, we analyzed the activities of chromatin-modifying enzymes to investigate their contributions to these epigenetic alterations. Though there was no significant change in histone acetyltransferase (HAT) activity in fibroblasts on viscoelastic gels, we found that histone deacetylase (HDAC) activity in cells on viscoelastic surfaces was reduced by half (Fig. 6d, e), which could lead to the elevated acetylation level on histone H3. In addition, viscoelastic substrates increased the activity of H3K4-specific histone methyltransferase (HMT) and decreased demethylase (HDM) activity (Fig. 6f, g), which could enhance H3K4me3 in cells on viscoelastic surfaces. These findings suggest that viscoelastic substrates regulate histone-modifying enzymes (HDAC, H3K4-specific HMT, and H3K4-specific HDM) that work together to modulate the epigenetic state of cells.

### Viscoelastic substrates promote chromatin accessibility in Ascl1- and Oct4-targeting genomic regions

Our findings demonstrate that substrate viscoelasticity promotes physical remodeling of nuclear structures and biochemical modification-associated nuclear events towards a more open chromatin architecture and enhanced chromatin dynamics (Fig. 1h, i, Supplementary Fig. 3c, Supplementary Fig. 5, Figs. 5, 6, Supplementary Figs. 11, 12). Consequently, we hypothesized that fibroblasts on elastic and viscoelastic substrates may have distinct chromatin accessibility landscapes, where different combinations of permissible chromatin regions can lead to active or silenced transcriptomic activities in response to external perturbations. To investigate this, we performed assay for transposase-accessible chromatin with sequencing (ATAC-seq) on fibroblasts cultured on elastic and slow-relaxing (viscoelastic) substrates of 2 kPa to investigate the influence of substrate viscoelasticity on genome-wide chromatin accessibility at the population level.

PCA results of ATAC-seq signals placed elastic groups away from viscoelastic groups along PC1 that captured 97% of variance, which demonstrated that substrate viscoelasticity altered accessible chromatin regions across the genome (Fig. 7a). By differential peak analysis, however, we found only ~40 % of peaks were up-regulated to have higher chromatin accessibility in viscoelastic groups compared to elastic groups (Supplementary Fig. 13a–c). We then annotated the differentially expressed peaks to associate them with genomic features including nearest genes and *cis*-regulatory elements such as promoters and enhancers. Compared to the genomic distribution of down-regulated peaks, a higher percentage of the up-regulated peaks on viscoelastic surfaces (11.7 %) were located in promoter regions in comparison to elastic surfaces (6.9 %) (Fig. 7b). Since promoters are the initiation point of transcription, this shift suggested that viscoelastic substrates may lower the epigenetic barrier for induced gene expression by external transcription factors.

**Fig. 7:**
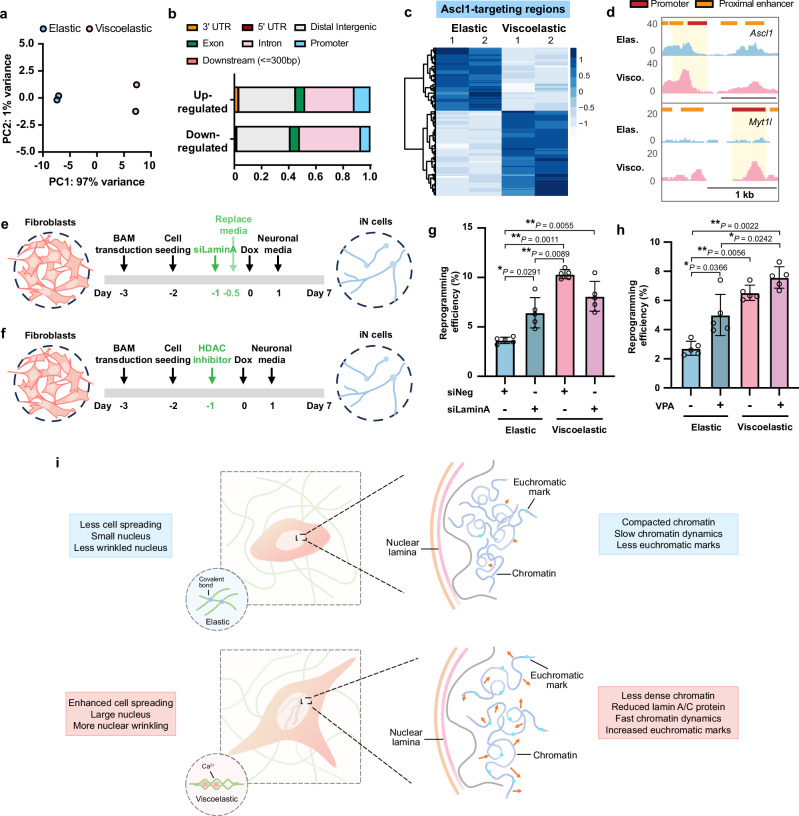
Viscoelastic substrates regulate genome-wide chromatin accessibility. **a** Principal component analysis (PCA) of ATAC-seq data from independent biological replicates of mouse fibroblasts cultured on 2-kPa elastic or viscoelastic (slow relaxing) substrates for 48 h (*n* = 2 biological replicates). **b** Percentage of genomic features associated with up- or down-regulated ATAC peaks in viscoelastic groups in comparison with elastic groups. **c** Heatmap showing the differentially expressed ATAC signals in Ascl1-targeting genomic sites. **d** ATAC peaks around the promoters of *Ascl1* and *Myt1l* in fibroblasts cultured on elastic and viscoelastic gels. **e**, **f** Schematic showing the timeline of *Lmna* knock-down (**e**) or HDAC inhibition (**f**) for reprogramming experiments. **g** Quantification of the reprogramming efficiency of fibroblasts transfected with negative control or *Lmna* siRNA and cultured on various surfaces for 7 days (*n* = 5 independent experiments). **h** Quantification of the reprogramming efficiency of fibroblasts cultured on various surfaces and in the absence or presence of an HDAC inhibitor (valproic acid, VPA, 2.5 mg ml^−1^) (*n* = 5 independent experiments). **i** Schematic illustrating the effects of viscoelasticity on the cell nucleus. In (**g**, **h**), bar graphs show the mean $$\pm$$ s.d. and a two-way ANOVA using Tukey’s correction for multiple comparisons was used to determine the significance between the groups. Source data are provided as a Source Data file.

To further test whether substrate viscoelasticity can assist lineage-specific cell phenotype conversion and reprogramming, we examined chromatin accessibility around lineage-determining transcription factors in elastic and viscoelastic groups using publicly available chromatin immunoprecipitation followed by sequencing (ChIP-seq) datasets. By plotting differentially expressed ATAC signals in genomic regions interacting with certain transcription factors identified from their ChIP-seq datasets, we were able to explore the accessibility changes around the genomic targets of pioneer transcription factors that play important roles in regulating cell fate decisions in development and cell reprogramming. Analysis of Ascl1 (neuronal lineage)^33^, MyoD (myogenic lineage)^45^, ETV2 (endothelial and hematopoietic lineage)^46^, and Oct4 (pluripotency)^47^ target sites demonstrated that substrate viscoelasticity remodeled the chromatin to increase its accessibility around genomic regions actively involved in neuronal and pluripotent lineages (Fig. 7c, Supplementary Fig. 13d), while regions relevant to the hematoendothelial lineage tended to be closed on viscoelastic surfaces (Supplementary Fig. 13e, f). For example, the promoter regions of *Ascl1* and *Myt1l* were more permissible on viscoelastic substrates (Fig. 7d), making it easier for fibroblasts cultured on viscoelastic substrates to activate the endogenous expression of these two genes in cell reprogramming and facilitate the cell phenotype conversion. This was supported by the increased gene expression of endogenous Ascl1 on slow-relaxing substrates compared to elastic gels (Fig. 3d). In addition, the promoters of typical mesenchymal cell markers (*Eng* [CD105] and *Nt5e* [CD73]) and an epithelial-mesenchymal transition regulator (*Prrx1*) displayed lower accessibility in viscoelastic groups compared to elastic groups (Supplementary Fig. 13g), implying that viscoelastic substrates lower the mesenchymal barrier in fibroblasts to undergo cell reprogramming.

### Substrate viscoelasticity regulates cell reprogramming through epigenetic remodeling

To directly determine the roles of viscoelastic substrate-induced epigenetic changes such as the downregulation of lamin A and the decrease of HDAC activity in cell reprogramming, we knocked down *Lmna* and inhibited HDAC, respectively, and analyzed iN reprogramming efficiency (Fig. 7e, f).

By transfecting BAM-transduced fibroblasts on elastic and viscoelastic substrates with a small interfering RNA (siRNA), we silenced *Lmna* to determine whether the nuclear lamina was involved in viscoelasticity-enhanced iN reprogramming (Fig. 7e, Supplementary Fig. 14a, b). We found that there was an increase in the reprogramming efficiency in cells on elastic surfaces where *Lmna* was silenced, compared to non-silenced cells, but the iN reprogramming facilitated by siRNA did not further improve the efficiency on a viscoelastic substrate (Fig. 7g). Additionally, a higher proportion of fibroblasts were reprogrammed into iN cells on glass when *Lmna* was knocked down (Supplementary Fig. 14c), though this was still not as efficient as cells on viscoelastic substrates. It is worth noting that the reduction of A-type lamins by siRNA was much higher than the intrinsic lamin A/C decrease induced by cell nuclear sensing of substrate viscoelasticity (Fig. 4a, b, Supplementary Fig. 14a, b). Since loss of lamin A impairs nuclear stability and integrity in many cases^48–50^, exaggerated silencing of *Lmna* may not be the optimal choice to boost cell reprogramming. Together, these results suggest that lamin A mediates the effects of substrate viscoelasticity on the cell reprogramming process.

Next, valproic acid (VPA) was employed to inhibit HDAC function, resulting in an increase in histone acetylation and thus, contributes to a more open chromatin structure (Fig. 7f, Supplementary Fig. 14d, e). HDAC inhibition enhanced the iN reprogramming efficiency of cells on elastic substrates to an extent similar to cells on viscoelastic substrates without inhibitor treatment, but did not further enhance the reprogramming efficiency on viscoelastic surfaces (Fig. 7h). The reprogramming efficiency on glass was also elevated with the treatment of VPA, but to a much lesser extent than viscoelastic substrates (Supplementary Fig. 14f). These findings reflect that the downregulation of HDAC by viscoelastic substrates may play a role in regulating viscoelasticity-mediated cell phenotype conversion.

## Discussion

Our findings demonstrate that the cell nucleus is sensitive to substrate viscoelasticity, and viscoelastic substrates induce a more ‘plastic’ epigenetic state of adherent cells that facilitates cell reprogramming. This includes reduced lamin A/C expression, increased nuclear lamina wrinkling and deformation, decreased chromatin condensation, faster chromatin dynamics, enhanced euchromatin marks, and greater chromatin accessibility at specific genomic regions, all of which are more pronounced on softer (2 kPa) viscoelastic substrates (Fig. 7i). On stiffer surfaces (e.g., 20 kPa), enhanced cell adhesion results in fully spread cells, which dominates the mechanotransduction response and may overshadow the effects of viscoelasticity. For instance, only fast-relaxing gels of 20 kPa are associated with an increase in nuclear volume. It is also worth noting that substrate viscoelasticity modulates gene expression profiles in a manner distinct from substrate stiffness; furthermore, substrate viscoelasticity reduces the sensitivity of gene expression profiles to variations in stiffness (Fig. 2). These findings demonstrate that cells can distinguish between the effects of substrate viscoelasticity and stiffness, likely through temporal responses, such as relaxation, creep, and the dynamic behavior of both the substrate and intracellular force-generating structures, including focal adhesions, the cytoskeleton, and the nuclear lamina. Conversely, the overlapping intracellular mechanosensing and mechanotransduction components for substrate viscoelasticity and stiffness may explain the ‘masking’ effect of viscoelasticity on stiffness, warranting further investigation.

Our studies demonstrate three potential mechanisms of substrate viscoelasticity-mediated nuclear remodeling, where more pronounced effects were observed on soft surfaces. First, there is a direct mechanical coupling by which viscoelastic substrates modulate the physical properties of the cell nucleus. More compliant viscoelastic substrates (2 kPa) induce a less compacted chromatin architecture and faster chromatin dynamics, which may be linked to dynamic changes in focal adhesions, cytoskeletal reorganization, and nuclear lamina structure. Although soft substrates can only sustain low levels of traction forces exerted by cells^51,52^, the stress relaxation and creep due to viscoelasticity may facilitate more dynamic force generation by the actin cytoskeleton and allow sufficient time for focal adhesion assembly, which results in increased cell spreading^6^ and a larger nuclear volume (Fig. 1d–g). The dynamic redistribution of intracellular forces caused by viscoelastic surfaces, along with reduced cytoskeletal constraints around the nucleus on soft surfaces^40,53,54^, may lead to increased nuclear wrinkling and deformation (Fig. 4e–g), which in turn results in less compacted and more dynamic chromatin (Fig. 1h, i, Fig. 5).

Secondly, the reduction of lamin A/C protein expression in cells grown on viscoelastic substrates represents another critical mechanism of mechanosensing. It is well-established that lamin expression scales with matrix stiffness^55^. 

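At 20 kPa, Lmna, the gene of lamin A/C, had 595 ± 38.3 TMM-normalized CPM on elastic gels and 476 ± 12.1 on viscoelastic gels (SD, n = 3 each). The log2 fold change was −0.32 (SE 0.0797, edgeR BH-adjusted p = 0.00635, and 0.0119 with the replicate block). From 2-kPa to 20-kPa elastic gels it was 0.13 (SE 0.0796, edgeR BH-adjusted p = 0.322, and 0.359 with the block). Lower stiffness on elastic gels thus went with a smaller change of Lmna than viscoelasticity at 20 kPa, and only the latter was called. The change with viscoelasticity at 2 kPa was not called either, and the interaction was −0.15 (edgeR BH-adjusted p = 0.487, and 0.535 with the block), so a different effect of viscoelasticity at the 2 stiffnesses was not detected. Averaged over both stiffnesses the change with viscoelasticity was −0.25 (SE 0.0563, edgeR BH-adjusted p = 0.00279, and 0.00563 with the block). Between 20-kPa viscoelastic and 2-kPa elastic gels it was −0.20 (SE 0.0797, edgeR BH-adjusted p = 0.0711, and 0.0978 with the block). That comparison was called with DESeq2's Wald test (0.0446) and in a fit of the 6 samples compared alone (0.0176), and its adjusted p ranged up to 0.426 over the other settings. That comparison is also the difference between the change with viscoelasticity at 20 kPa and the change from 20-kPa to 2-kPa elastic gels. Same-numbered samples of the 2 elastic groups, or of an elastic and a viscoelastic group, did not deviate together, while those of the 2 viscoelastic groups, which enter the interaction, had a mean correlation of deviations of 0.180.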

Our RNA-seq data indicates that the viscoelasticity of substrates (both 2 and 20 kPa) has a more pronounced effect on lamin A/C downregulation than soft elastic surfaces (2 kPa compared to a 20 kPa elastic surface) (Fig. 2e). Furthermore, lamin knockdown on soft surfaces enhances iN reprogramming efficiency, partially mimicking the effects of substrate viscoelasticity (Fig. 7e, g), suggesting that lamin A/C plays a key role in the nuclear sensing of substrate viscoelasticity to facilitate chromatin and epigenome remodeling for cell reprogramming. It has been reported that lamin A/C-deficient fibroblasts are not able to form the perinuclear apical actin cables that protect the cell nucleus from nuclear deformation^56^, which could contribute to increased nuclear deformation, enhanced nuclear movement, less compact chromatin, and faster chromatin dynamics. Notably, the chromatin landscapes modulated by viscoelastic substrates resemble those of undifferentiated embryonic stem cells (ESCs) that lack lamin A/C and exhibit minimal nuclear lamina constraints, decondensed chromatin organization, enhanced chromatin protein dynamics, and a higher enrichment in euchromatic marks compared to differentiated cells^37,57–59^. This unique chromatin state renders ESCs highly plastic and capable of differentiating into various cell types. Our findings suggest that substrate viscoelasticity may promote cellular plasticity in a manner similar to that of stem cells, thereby creating a favorable epigenetic landscape for cell phenotype transitions. However, the mechanisms by which substrate viscoelasticity and stiffness regulate lamin expression remain to be elucidated in future studies.

Thirdly, viscoelastic substrates can regulate epigenetic marks through mechano-chemical signaling involving epigenome-modifying enzymes. Viscoelastic substrates decrease HDAC activity, enhance H3K4-specific HMT activity, and decrease H3K4-specific HDM activity, collectively resulting in elevated levels of euchromatin marks such as AcH3, H3K27ac, and H3K4me3 (Fig. 6). These changes may contribute to the improved efficiency of cell reprogramming and are consistent with increased chromatin accessibility at the promoters and enhancers of neuronal and pluripotent genes. In line with our findings, previous studies have demonstrated that HDAC inhibition can enhance cell reprogramming efficiency^60–62^. Given that several HDAC subtypes are known to participate in genome-nuclear lamina interactions to regulate cell fate decisions^63–65^, there may be an interplay between nuclear lamina dynamics and HDAC activity that contributes to the enhanced cellular plasticity on viscoelastic substrates. This highlights the need for further investigation into the roles of specific HDAC subtypes in response to substrate viscoelasticity-mediated nuclear lamina remodeling. Additionally, other biochemical signaling pathways for epigenetic regulation such as histone methylation and other modifications may also contribute to the viscoelasticity-enhanced cell reprogramming process. For instance, our RNA-seq data revealed the potential involvement of other chromatin modifications, such as ADP-ribosylation and sumoylation, as *Parp1* and *Sumo1* genes were differentially expressed on elastic versus viscoelastic substrates (Fig. 2f, Supplementary Fig. 6b). It is also possible that non-coding RNAs play a role in the modulation of cell phenotype changes through their buffering abilities towards the expression level of nucleoskeletal, cytoskeletal, and ECM proteins^66–68^. 

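Parp1, the gene of poly(ADP-ribose) polymerase 1, lies on chromosome 1 of mm10 from 180568924 to 180601254. Parp1 had 80.2 ± 5.12 and 71.2 ± 2.13 TMM-normalized CPM on 2-kPa elastic and viscoelastic gels, and 83.4 ± 0.299 and 76.3 ± 4.52 on the 20-kPa gels (SD, n = 3 each). Its log2 fold change was −0.17 at 2 kPa (SE 0.06, edgeR BH-adjusted p = 0.0561, and 0.082 with the replicate block) and −0.13 at 20 kPa (SE 0.0598, edgeR BH-adjusted p = 0.11, and 0.137 with the block). Parp1 was called at 2 kPa with DESeq2's Wald test (0.0473) and at 20 kPa with a GC correction (0.039). Averaged over both stiffnesses the change was −0.15 (edgeR BH-adjusted p = 0.0112, and 0.0189 with the block), a call lost when scaled by total counts alone (0.0521). Over the fits that left out a sample it ranged from −0.17 to −0.12 and was called in all 12. Same-numbered elastic and viscoelastic samples did not deviate together.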

Additionally, as it has been reported that matrix viscoelasticity promotes neural maturation of 3D-encapsulated human iPSC-induced neural cells^69^, it would be interesting to explore the viscoelastic effects on cell reprogramming in 3D contexts in future studies.

As marked alterations in tissue mechanics occur enormously in development, aging, and disease progression^70–72^, our findings of the stiffness-dependent viscoelastic effects on the cell nucleus, chromatin, and the epigenome will have important implications in cellular responses to the changing ECM mechanical properties during aging and disease development. For example, diverse pathological conditions are accompanied with an increase in viscoelasticity and stiffness, such as fibrosis^73^ and most malignant tumors^74^, while some diseases (e.g., diabetes and obesity) can make the local tissue softer and more viscoelastic. These changes in mechanical environment may have profound effects on the differentiation, de-differentiation and trans-differentiation of tissue-resident cells, which warrants further investigations in disease-specific contexts.

## Methods

All experiments were performed in accordance with relevant guidelines and ethical regulations approved by the UCLA Institutional Biosafety Committee (BUA-2016-222).

### Alginate hydrogel preparation

Sodium alginate with over 60% of its unit as guluronate monomer units and an average molecular weight over 200 kDa (PRONOVA UP MVG, viscosity > 200 mPa s, Sigma-Aldrich, 42000101) was used to prepare elastic and slow-relaxing (viscoelastic) hydrogels. Sodium alginate with a very low viscosity (PRONOVA UP VLVG, *M*_w_ < 75 kDa, viscosity <20 mPa s, Sigma-Aldrich, 42000501) was mixed with MVG alginate at a ratio of 2:1 to fabricate the fast-relaxing (viscoelastic) hydrogels. Briefly, sodium alginate was dissolved in MES buffer (0.1 M MES, 0.3 M NaCl, pH 6.5) or Dulbecco’s modified Eagle’s medium (DMEM, Gibco, 11965) at 2.5% wt/vol to make the alginate solution for elastic or viscoelastic gels. Crosslinker solutions was prepared prior to gel fabrication, where appropriate amounts of adipic acid dihydrazide (AAD, Sigma-Aldrich, A0638) was dissolved in MES buffer containing 2.5 mg ml^−1^ of 1-Hydroxybenzotriazole (HOBt, Sigma-Aldrich, 157260) and 50 mg ml^−1^ N-(3-Dimethylaminopropyl)-N’-ethylcarbodiimide (EDC, Sigma-Aldrich, E7750) as covalent crosslinker solutions and different concentrations of calcium sulfate was evenly distributed into DMEM as ionic crosslinker solutions. 0.8 ml of alginate solution was mixed with 0.2 ml of crosslinker solution using two syringes and deposited between two hydrophobically treated glass slides with a spacer of various heights. Ionically crosslinked hydrogels and covalently crosslinked hydrogels were put into DMEM after 2 or 12 h of gelation, respectively, and washed two times per day for 2 days to remove unused crosslinkers. For cell-adhesive hydrogels, an oligopeptide with the sequence of GGGGRGDSP (Genscript) of 100 mg was conjugated to the alginate polymer (1 g) through the reaction with EDC (484 mg) and N-hydroxysulfosuccinimide (sulfo-NHS, 274 mg, Sigma-Aldrich, 56485) in 1% (wt/vol in MES buffer) alginate solution for 20 h. The resulting solution was dialyzed against deionized water for 3 days (molecular weight cutoff of 3.5 kDa), sterile-filtered, and lyophilized before being reconstituted into MES buffer or DMEM to make the hydrogels. The concentrations of AAD solutions to make elastic gels were 2, 6, and 15 mM, while the calcium concentrations in the crosslinker solutions used to fabricate viscoelastic gels were 35, 90, and 180 mM for slow-relaxing gels and 55, 120, and 300 mM for fast-relaxing gels, respectively. The final concentration of alginate in the hydrogels was 2% (wt/vol). On average, there were ~62 RGD peptides per MVG alginate chain (Supplementary Note 1, Supplementary Figs. 15–16). Since the same mass amount of alginate and peptide was used in each conjugation reaction, the ligand density among various gels should be identical.

### Quantitative nuclear magnetic resonance

To determine the average ligand density of polymer chains in alginate-based hydrogels, NMR solutions (20 mg of unconjugated or RGD-coupled sodium alginate per 1 ml of D_2_O) were prepared and heated overnight at 40^°^C to ensure complete dissolution of the alginate. A solution of maleic acid NMR standard (4 mg of standard per 1 ml of D_2_O) was prepared and transferred to a sealed capillary tube to prevent precipitation of the alginate. NMR spectra were recorded on a Bruker DRX500 spectrometer at 383 K in D_2_O. Chemical shifts were reported with respect to the solvent residual peak at 4.79 ppm.

### Characterization of gel swelling

Alginate hydrogels were fabricated and incubated in DMEM at 37 °C for 1 or 7 days. The gels were then taken from the medium, and their diameter and height were measured using a caliper to calculate the volume. Gel swelling was quantified as the ratio of the volume of gels at day 1 or day 7 to their volumes before immersion.

### Mechanical characterization of hydrogels

The mechanical properties of covalently and ionically crosslinked hydrogels were determined using rheology measurements and compression tests. To measure the rheological properties, hydrogels were made on the same day of the rheology test. A small-amplitude strain sweep with a constant frequency at 0.5 rad/s was performed to find the linear elastic regime, followed by a frequency sweep at 0.5% strain and a full-amplitude strain sweep at 0.5 rad/s to assess the storage modulus and loss modulus using a rheometer (Anton Paar MCR302). The stiffness and stress relaxation properties were measured from compression tests on alginate gels after one-day equilibrium in DMEM. The gels were compressed to 15% strain with a deformation rate of 1 mm min^−1^ using a Chatillon TCD 225 series Force Measurement System. Afterward, the strain was held constant and the load was recorded over time. The initial stiffness of the hydrogels was calculated using the slope of the stress-strain curve at 5–10% strain. To find $${\tau }_{1/2}$$ (the time that gels took to relax their initial stress to its half value) of different gels, stress-relaxing curves were fitted into a biexponential equation based on a two-element Maxwell-Weichert model and $${\tau }_{1/2}$$ was calculated from each curve.

### Characterization of gel degradation

Alginate hydrogels were fabricated and incubated in DMEM at 37 °C for 1 or 7 days. The gels were then removed from the medium, frozen at −80 °C, and lyophilized. The dry mass of the hydrogels at day 1, day 7 and before incubation was measured following lyophilization. The weight ratio of the dry mass of gels after 1 or 7 days of DMEM immersion to the dry mass of gels before immersion was calculated.

### Fibroblast isolation, culture, and cell seeding

Mice utilized in these studies were housed under specific pathogen-free conditions and 12-hour-light/12-hour-dark cycles with a control of temperature (20–26 °C) and humidity (30–70%). All experiments, including breeding, maintenance and euthanasia of animals, were performed in accordance with relevant guidelines and ethical regulations approved by the UCLA Institutional Animal Care and Use Committee (protocol no. ARC-2016-036 and ARC-2016-101).

Ear fibroblasts were isolated from adult C57BL/6 mice of 1 month old (male and female, from Jackson Laboratory, 000664) and Tau-EGFP reporter mice (Jackson Laboratory, 004779). Cells were expanded in mouse embryonic fibroblast (MEF) medium after isolation: DMEM (Gibco, 11965) with the addition of 10% fetal bovine serum (FBS, Gibco, 16000044) and 1% penicillin/streptomycin (Gibco, 15070), and used at passage 2 for all experiments. Fibroblasts were plated on the surface of hydrogels at an initial density of 10,000 cells cm^−2^ to allow for cell-ECM interactions with minimal interference from cell-cell interactions. MEF medium was added to the hydrogels 2 h after cell seeding to ensure cell attachment. To observe cell spreading and cell nuclear differences on different substrates, cells were cultured on hydrogels for 24 h before being fixed and stained for analysis.

### Cell viability assay

Live and dead assays were performed on cells cultured on various substrates and tissue culture plates for 24, 48, and 72 h using the LIVE/DEAD Cell Imaging Kit (Invitrogen, R37601) according to the manufacturer’s protocol. Cells were incubated with an equal volume of ×2 working solution for 15 min at room temperature. Epifluorescence images were collected using a Zeiss Axio Observer Z1 inverted fluorescence microscope and analyzed using Fiji (v2.14.0).

### EdU labeling and staining

EdU labeling and staining was performed on cells cultured on various substrates for 48 h using the Click-iT EdU Alexa Fluor 488 Imaging Kit (ThermoFisher, C10337) according to the manufacturer’s protocol. Briefly, fibroblasts were incubated with 10 μM EdU for 2 h before sample collection. Samples were fixed with 4% paraformaldehyde (Electron Microscopy Sciences, 15710) for 15 min at room temperature, washed twice with 3% bovine serum albumin (BSA; Fisher, BP1600) in serum-free DMEM and permeabilized with 0.5% Triton X-100 (Sigma, T9284) in serum-free DMEM for 20 min. Then, samples were washed twice with 3% BSA followed by incubation with the EdU cocktail reaction for 30 min. After washing twice with 3% BSA, samples were stained with 4,6-diamino-2-phenylindole (DAPI; Invitrogen, D3571) for 10 min to identify nuclei.

### Viral production and cell transduction

Dox-inducible lentiviral vectors for Tet-O-FUW-Ascl1, Tet-O-FUW-Brn2, Tet-O-FUW-Myt1l, Tet-O-FUW-GFP, and FUW-rtTA plasmids were used to transduce fibroblasts for ectopic expression of Ascl1, Brn2, Myt1l, GFP, and reverse tetracycline transactivator (rtTA). The STEMCCA lentiviral vector was used for the ectopic expression of OSKM^12^. The pBABE-puro-GFP-wt-Lamin A retroviral vector (AddGene, 17662) was used for the ectopic expression of lamin A-GFP^12^. Lentivirus was produced using established calcium phosphate transfection methods, while retrovirus was produced using Platinum E cells and FuGENE HD (Promega, E2311) as previously described^75^. Viral particles were collected and concentrated using Lenti-X Concentrator (Clontech, 631232) according to the manufacturer’s protocol. Stable virus was aliquoted and stored at −80 °C. For viral transduction, fibroblasts were seeded and allowed to attach overnight before incubation with the virus and polybrene (8 µg ml^−1^, Sigma-Aldrich, H9268) for 24 h. After incubation, transduced cells were seeded onto hydrogels.

### Direct reprogramming of fibroblasts into induced neuronal cells

Fibroblasts were transduced with lentivirus encoding BAM a day before being seeded onto hydrogels. Cells were then seeded on various substrates with the same initial cell density of 10,000 cells cm^−2^. After 24 h of cell seeding, the medium was changed to MEF medium containing doxycycline (Dox, 2 µg ml^−1^, Sigma-Aldrich, D9891) to activate transgene expression (day 0). On day 1, the medium was replaced with N3 medium: DMEM/F12 (Gibco, 11320033) with the addition of N2 supplement (Gibco, 17-502-48), B27 supplement (Gibco, 17-504-44), 1% penicillin/streptomycin, and Dox (2 µg ml^−1^). Culture medium was replenished every other day during reprogramming to maintain the activity of the supplements. Cells were collected at day 2, 5, 7, 21, and 28 and analyzed to monitor the viscoelastic effects on cell phenotype conversion during the course of iN reprogramming. To quantify the reprogramming efficiency from fibroblasts to induced neuronal (iN) cells, the samples were fixed and immunostained for Tubb3 (neuron-specific class III beta-tubulin) after 7 days of culturing. iNs were identified based on displays of a typical neuronal morphology (defined as cells with a circular cell body containing a neurite that was at least two times the length of the cell body) and positive Tubb3 expression as previously described^32^. The reprogramming efficiency was calculated as the percentage of Tubb3^+^ iN cells from the total cells initially plated.

### Direct reprogramming of fibroblasts into induced pluripotent stem cells (iPSCs) and in vitro differentiation of iPSCs

Fibroblasts were transduced with lentivirus encoding OSKM a day before being seeded onto hydrogels. With the initial cell number of 5,000 per well in a 24-well plate, cells were kept in MEF medium for 24 h and then the medium was changed to mouse embryonic stem cell (mESC) medium: DMEM with the addition of 15% EmbryoMax ES Cell Qualified FBS (Millipore, ES-009-C), 100 units ml^−1^ ESGRO mouse leukemia inhibitory factor (mLIF, Sigma-Aldrich, ESG1106), 0.1 mM β-mercaptoethanol (Sigma-Aldrich, M3148) and 1× MEM non-essential amino acid (Gibco, 11140-050). The medium was replenished every day for 10 days. To count iPSC colonies, samples were fixed and immunostained for Nanog after 10 days of culturing. Colonies with positive Nanog expression were identified as iPSC colonies.

After 10 days of reprogramming, iPSC colonies were selected to form embryoid bodies for in vitro differentiation using the hanging-drop method in mESC maintenance media without mLIF. Embryoid bodies were then plated onto gelatin-coated surfaces and cultured under distinct differentiation media to promote differentiation into various cell types. After 2 weeks of differentiation, samples were fixed and immunostained to determine the derived cell phenotypes.

### Immunofluorescence staining

For immunostaining, cells on various substrates were fixed with 4% paraformaldehyde (Electron Microscopy Sciences, 15710) in serum-free DMEM (Gibco, A1443001) for 15 min after removing the media and washing with serum-free DMEM once. Samples were then washed three times in serum-free DMEM, permeabilized with 0.5% Triton-X-100 (Sigma-Aldrich, T9284), and blocked with 5% donkey serum (Jackson Immunoresearch, 017000121) in serum-free DMEM following standard immunostaining protocols^34^. For actin-cytoskeleton staining, samples were incubated with phalloidin (Invitrogen, R37112) for 1 h. Primary antibodies (refer to Table S1, Supplementary Information) were incubated overnight at 4 °C, followed by 1-h incubation with Alexa 488 and/or Alexa 546-labeled secondary antibodies (Invitrogen). Nuclei were stained with DAPI. Epifluorescence images were collected using a Zeiss Axio Observer Z1 inverted fluorescence microscope, whereas confocal images were acquired using Leica SP8 Confocal Laser Scanning microscope. Fluorescence quantifications were performed using Fiji macros and/or CellProfiler pipelines and the methods are described in the corresponding sections.

### Quantification of cell spreading

To identify the boundary of fibroblasts, Cellpose (v2.2.1)^76^ was used to segment cell bodies from microscopy images showing DAPI and phalloidin staining. The mask files were then imported into CellProfiler to measure the area of each cell, where cells at image borders were excluded to achieve maximum accuracy.

### Quantification of nuclear volume and chromatin compaction

To quantify nuclear volume and chromatin compaction index, DAPI-stained nuclei images were taken from the bottom to the top using the z-stack function with a step size of 300 nm by a Leica SP8 Confocal Laser Scanning microscope. For each individual nuclei, the maximum intensity was projected using Fiji, followed by Gaussian blur and thresholding to obtain the mask. The mask was then applied to each individual slice of the corresponding nuclei to quantify the area of the nuclei sections. Nuclear volume was calculated as the sum of the area in each slice multiplied by the step size. Chromatin compaction index was determined as the ratio of the integrated fluorescence intensity of the sum intensity of all slices for each individual nuclei to the corresponding nuclear volume, as previously described^29^.

### Quantification of lamin wrinkles

To quantify the degree of nuclear wrinkling indicated by nuclear lamin staining, lamin A/C and lamin B1 wrinkling indices were calculated based on the output from the FeatureJ Edge tracking algorithm (https://imagescience.org/meijering/software/featurej/) following a previously reported quantification method^77^. First, the edges of nuclei were determined from the maximum projection of the z-stacked lamin staining images by Gaussian blur and thresholding in Fiji. Secondly, the nucleoplasm boundaries were identified using the erode function on the identified cell nucleus borders. The same blurring parameter, thresholding selection, and erode parameter were kept identical across groups to make fair comparisons. Lastly, FeatureJ Edge contour tracking were applied in the maximum projection images to detect edges (wrinkles) and the mean intensity inside the nucleoplasm in the edge detection output images were measured as lamin wrinkling indices. Analysis confirmed that lamin wrinkling index did not correlate with nuclear area (i.e. large nuclei did not necessarily have more wrinkles than small nuclei)^77^ and fluorescence variation inside nucleoplasm (i.e. a no-wrinkle nucleus with high fluorescence intensity in its nucleoplasm will not obtain a large wrinkling index number, Supplementary Fig. 17).

### Fluorescence quantification of epigenetic marks

To measure fluorescence intensity of histone staining, DAPI-stained nuclei were segmented using Gaussian blur, thresholding, watershed, and analyze particle functions in Fiji to identify individual nuclei. The obtained masks were then applied to the corresponding stained fluorescence channel to quantify the average fluorescence intensity within each nucleus.

### RNA sequencing

500,000 fibroblasts were seeded on substrates with various stiffness and viscoelasticity for 48 h and collected to isolate RNA and prepare the library, with the assistance of the Technology Center for Genomics & Bioinformatics at UCLA. Raw files were trimmed with Trimmomatic (v0.39)^78^ using default settings and then aligned to mouse reference genome (mm10) using STAR (v2.7.10b)^79^ with default parameters. Transcriptome alignments were quantified using featureCounts (v2.0.3)^80^ with the GENCODE annotation file. Differentially expressed genes (DEGs) were identified with DESeq2 (v1.38.3)^81^ using *p*_adj_  =  0.05 as the threshold. Gene ontology (GO) enrichment analysis was performed using the enrichGO function in the clusterProfiler package (v4.6.2)^82^. To build the mechanotransduction-related gene regulatory network database, Harmonizome^83^ was used to search functional genes by categories. For heatmap of DEGs, values were normalized using size factors estimated from gene count matrices by DESeq2 and then z-scored by row.

### Nuclear stiffness measurement

A nano-indentation platform (Pavone Nanoindenter, Optics11 Life) was employed to quantify the apparent Young’s modulus of the cell nucleus of fibroblasts on various gel substrates. A probe tip with a stiffness of 0.58 N/m and radius of 3.5 μm was calibrated in MEF culture medium with a geometrical factor of <5 % variation than in air. Cell samples were placed in MEF medium for measurements. The Displacement Control mode indentation was first used to identify a proper probe force and the Peak Poking Control mode (max load 0.02 μN, piezo speed 10 μm s^−1^) was used for measurements. Nano-indentations were performed across pre-selected cells identified by image acquisition with probing locations/coordinates. The Hertzian model fitting to indentation profiling (up to 16% probe tip radius according to the Pavone instrument manual) was used to extract the Young’s modulus of samples.

### Fluorescence recovery after photobleaching (FRAP)

Fibroblasts were seeded on hydrogels for 24 h and stained with Hoechst 33342 (Invitrogen, H1399) for FRAP experiments using a Leica TCS SP8 microscope with a pinhole of 2.5 to capture more spatial information. Briefly, a prescan of 7 images was acquired with an interval of 740 ms, followed by a bleaching pulse of 20 iterations at the selected area of 1 μm in diameter. 60–180 images were then taken with an interval of 1 s to record the changing fluorescence over time. To engineer fibroblasts with the expression of GFP-tagged HP1α, fibroblasts were transfected with a HP1α-GFP plasmid (AddGene, 17652) using lipofectamine 3000. The media was changed after 12 h of plasmid transfection. Twenty-four hours later, HP1α-GFP cells were seeded on various gels for 24 h, followed by FRAP experiments. For HP1α-GFP fibroblasts, a prescan of 7 images was acquired with an interval of 740 ms, followed by a bleaching pulse of 10 iterations at the selected area of 1 μm in diameter. 60 images were then taken with an interval of 1 s to record the changing fluorescence over time. Analysis of FRAP movies were performed using a Jython script in Fiji.

### Fibrillarin mean square displacement (MSD)

Fibroblasts were transfected with a pCMV3-FBL-GFPSpark plasmid (Sino Biological, MG53664-ACG) using Lipofectamine 3000 (Invitrogen, L3000015). The media was changed to MEF media at 12 h after plasmid transfection and the cells were allowed to grow for 12 h before being plated on various substrates. Twenty-four hours after cell seeding, fibroblasts were stained for Hoechst 33342 (Invitrogen, H1399) for 10 min to label cell nuclei and imaged using a Leica TCS SP8 microscope in a live cell chamber (37 °C, 5% CO_2_) for 20 time points with 2-min intervals. Z-stack images of Hoechst and GFP channels were taken to capture the potential stage drift and nucleus drift and rotation.

TrackMate in Fiji was employed to extract the movement trajectories of fibrillarin. Only trajectories with no concatenation between different loci were used in the analysis. Upon obtaining the trajectories, nucleus drift and rotation correction were performed to minimize artifacts following a previous report^40^. Briefly, the trajectory of the mass center of each cell nuclei was obtained from the Hoechst channel and subtracted from the fibrillarin trajectories to correct for nuclear drift. Then, the transformation matrix for each time point was extracted to calculate the average rotation matrix of each trajectory, and the trajectories were multiplied by their inverse rotation matrix to correct for nucleus rotation.

The time-averaged MSD of fibrillarin was calculated in MATLAB (@msdanalyzer^84^) by

1 $${{msd}}_{i}\left(\tau \right)=\mathop{\sum }\limits_{t}({{{\boldsymbol{r}}}_{i}\left(t+\tau \right)-{{\boldsymbol{r}}}_{i}(t)})^{2}$$

where $${\boldsymbol{r}}$$ is the position vector at each time point and $$\tau$$ is the measurement time interval.

As the MSD curves were not linear, indicating that the movement of fibrillarin was not Brownian motion, only 50% of the curves were taken to fit log(MSD) versus log(*t*), where we obtained the diffusion exponent α and diffusion coefficient *D* using *R*^2^ > 0.8 as the threshold. Additionally, the approximate time to diffuse 1 µm^2^ was calculated as

2 $$T={(1/D)}^{1/\alpha }$$

### Chromatin-modifying enzyme activity assays

Nuclear protein extractions were isolated from 500,000 fibroblasts seeded on elastic and viscoelastic substrates for 48 h using a nuclear extraction kit (EpiGentek, OP-0002) according to the manufacturer’s instructions. HAT, HDAC, H3K4 HMT, and H3K4 HDM activity were measured using the HAT activity/inhibition assay (EpiGentek, P-4003-048), HDAC activity/inhibition assay (EpiGentek, P-4034-096), HMT (H3K4 specific) activity/inhibition assay (EpiGentek, P-3002-1), and HDM (H3K4 specific) activity/inhibition assay (EpiGentek, P-3074-48), respectively. Per the manufacturer’s instructions, 20 µg of nuclear extract was added into the assay wells and incubated at 37 °C for 90–120 min. After adding the color developer solution, the absorbance was measured using a plate reader (Infinite 200Pro) at 450 nm for all the assays with the exception of the HDM (H3K4 specific) activity/inhibition assay where the fluorescence was measured at 530 EX/590 EM nm.

### Assay for transposase-accessible chromatin using sequencing (ATAC-seq)

#### Sample collection, preprocessing, and sequencing

1,000,000 fibroblasts seeded on elastic or viscoelastic substrates were collected after 48 h and stored at -80 °C prior to sample processing, as previously described^34^. Frozen cells were thawed and washed once with PBS and then resuspended in 500 µL of cold PBS. The cell number was assessed by Cellometer Auto 2000 (Nexcelom Bioscience, Massachusetts, USA). 100,000 cells were then added to ATAC lysis buffer and centrifuged at 500 × g in a pre-chilled centrifuge for 5 min. Supernatant was removed and the nuclei were resuspended in 50 µL of tagmentation reaction mix by pipetting up and down. The reactions were incubated at 37 °C for 30 min in a thermomixer with shaking at 1000 rpm, and then cleaned up using the MiniElute reaction clean up kit (Qiagen). Tagmented DNA was amplified with barcoded primers. Library quality and quantity were assessed with Qubit 2.0 DNA HS Assay (Thermo Fisher), Tapestation High Sensitivity D1000 Assay (Agilent Technologies), and QuantStudio 5 System (Applied Biosystems). Equimolar pooling of libraries was performed based on QC values and sequenced on an Illumina NovaSeq (Illumina, California, USA) with a read length configuration of 150 PE for [100]M PE reads (50 m in each direction) per sample.

#### Data preprocessing, mapping, peak calling and downstream analysis

FASTQ files were trimmed with Trimmomatic (v0.39)^78^ after quality control checking. Pair-ended reads were then aligned to mouse reference genome (mm10) with Bowtie2 (v2.5.0)^85^. Mitochondrial reads and PCR duplicates were removed using SAMtools^86^ and Picard (v2.27.5, http://broadinstitute.github.io/picard/), respectively. Peaks were called using MACS3^87^ (q < 0.001), and only peaks outside the ENCODE blacklist regions were kept. All peaks from all samples were combined and merged using BEDtools. FeatureCounts (v2.0.3)^80^ was used to count the mapped reads for each sample. Peaks that were up- or downregulated in different conditions were defined using DESeq2 (v1.38.3)^81^ with P_adj_ = 0.05 as the threshold and annotated using nearest genes and genomic features. Gene ontology (GO) enrichment analysis was then performed toward genes related to up- and down-regulated peaks using the enrichGO function in clusterProfiler package (v4.6.2)^82^. Peaks located at *cis*-regulatory elements related to genes of interest ( ± 5 kb region) were visualized using Integrative Genomics Viewer (IGV, v2.13.2)^88^ to demonstrate up- or down-regulated differential peaks. To compare the ATAC signals in Ascl1-, MyoD-, ETV2-, and Oct4-target binding sites across the genome in elastic and viscoelastic group, publicly available datasets (GSE43916, GSE185104, GSE168521, and GSE85062) were used to obtain the shared regions between the recognized peaks in these datasets and the differentially expressed ATAC peaks.

### Chemical inhibition of histone deacetylase (HDAC)

To elucidate the role of HDAC in viscoelasticity-mediated iN reprogramming, cells cultured on tissue culture treated (TC) plates or gels for one day were treated with valproic acid (2.5 mg ml^−1^, Cayman Chemical, 35739) for 24 h. To examine the inhibition effects, after 24 h, cells on TC plates were collected for Western blotting analysis of AcH3 level. For reprogramming experiments, after 24 h treatment with valproic acid, medium was changed to MEF medium with Dox (2 µg ml^−1^, from Sigma) to induce transgene expression (marked as day 0). After 24 h, the medium was changed to N3 medium and cells were cultured until day 7, at which point samples were fixed and immunostained for Tubb3.

### Small interfering RNA (siRNA) knockdown of lamin A

For lamin A siRNA knockdown, cells were plated on TC plates or elastic and viscoelastic substrates for 24 h before adding siRNA. RNA interference was performed using ON-TARGETplus siLMNA (Dharmacon, L-040758-00-0005), and transfections were carried out using Lipofectamine 3000 reagent (Thermo Fisher, L3000015) according to the manufacturer’s protocol. Briefly, for 6 wells in a 24-well plate, 500 μl Opti-MEM medium (Thermo Fisher, 31985062) was mixed with 10 μl Lipofectamine 3000 reagent and incubated at 37 °C for 5 min. 10 μg siRNA was then added to the mixture and incubated at 37 °C for 20 min. The DNA-lipid complexes were added to 2.7 ml DMEM without FBS and penicillin/streptomycin, added to the cells, and incubated at 37 °C for 12 h. The media were then replaced with MEF medium and cultured for 12 h. To examine the efficiency of the knockdown, cells on TC plates were collected for Western blotting analysis of lamin A/C expression. For reprogramming experiments, 12 h after removing medium containing the plasmid, medium was changed to MEF medium with Dox (2 µg ml^−1^, from Sigma) to induce transgene expression (marked as day 0). After 24 h, the medium was then changed to N3 medium and cells were cultured until day 7 to determine the reprogramming efficiency.

### Quantitative reverse transcriptase-polymerase chain reaction

RNA was isolated from samples using Trizol (Invitrogen, 15596026) according to the manufacturer’s instructions. For cDNA synthesis, 500 ng of RNA was reverse transcribed using Maxima First Strand cDNA Synthesis Kit (Thermo Scientific, K1642). Template DNA was amplified using Maxima SYBR Green/Fluorescein qPCR Master Mix (Thermo Scientific, K0241) on a CFX qPCR machine (Bio-Rad). qRT-PCR data were analyzed using CFX Manager 3.1 (Bio-Rad) and gene expression levels (endogenous *Ascl1*: forward primer, CAACCGGGTCAAGTTGGTCA; reverse primer, CTCATCTTCTTGTTGGCCGC; *Nanog*: forward primer, GAACCTGAGCTATAAGCAGGTTAAGAC; reverse primer, GCACTTCATCCTTTGGTTTTGAA) were normalized to the expression level of *18S* (forward primer, GCCGCTAGAGGTGAAATTCTTG; reverse primer, CATTCTTGGCAAATGCTTTCG).

### Western blotting analysis

Alginate lyase (Sigma-Aldrich, A1603) was dissolved in PBS to make a 15 U ml^−1^ solution. The lyase solution was cooled down and added to the gels after washing gels with cold PBS once to dissolve the gels and collect the cells. Cells were then lysed in RIPA buffer (Thermo Scientific, 89900) along with protease & phosphatase inhibitor cocktail (Thermo Scientific, 78440) on ice. Protein lysates were centrifuged to pellet cell debris, and the supernatant was collected and used for further analysis. Protein samples were run using SDS-PAGE and transferred to polyvinylidene fluoride membranes. Membranes were blocked in 5% nonfat milk and incubated with primary antibodies (Table S1, Supplementary Information) overnight on ice. Membranes were washed with Tris-Buffered Saline + 0.05% Tween-20 and incubated with HRP-conjugated IgG secondary antibodies (Cell Signaling) for 1 h. Protein bands were visualized using Western Lightning Plus-Enhanced Chemiluminscence Substrate (Perkin Elmer Life & Analytical Sciences) and imaged on a ChemiDoc XRS system (Bio-Rad).

### Statistical analysis

The data were presented as mean plus or minus one standard deviation, where n ≥ 3. The data corresponding to the cell spreading area, nuclear volume, chromatin compaction index, and histone quantification experiments were displayed as truncated violin plots to demonstrate the distribution of data. The violins were drawn with the ends at the quartiles and the median as a horizontal line in the violin. Comparisons among values for groups greater than two were performed using a one-way or two-way analysis of variance (ANOVA) and differences between groups were determined using the following multiple comparison tests: Dunnett’s, Tukey’s, and Sidak’s post-hoc test. For comparison between two groups, a two-tailed, unpaired *t* test was used. For all cases, *p*-values less than 0.05 were considered statistically significant. GraphPad Prism 9.0 were used for all statistical analysis.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Information

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Supplementary Movie 5

Supplementary Movie 6

Supplementary Movie 7

Supplementary Movie 8

Supplementary Movie 9

Supplementary Movie 10

Supplementary Movie 11

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

RNA sequencing and ATAC sequencing data generated in this study have been deposited in the NIH GEO database under accession node GSE293384. Previously published sequencing data that were used in this paper are available at the GEO under accession codes GSE43916, GSE185104, GSE168521, and GSE85062. Source data are provided with this paper.

# Supplementary material for: Viscoelastic extracellular matrix enhances epigenetic remodeling and cellular plasticity
**Source:** Nat Commun. 2025 Apr 30;16:4054. doi: 10.1038/s41467-025-59190-7
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### Viscoelastic Extracellular Matrix Enhances Epigenetic Remodeling and Cellular Plasticity

Yifan Wu<sup>1</sup>, Yang Song<sup>1,2+</sup>, Jennifer Soto<sup>1,3+</sup>, Tyler Hoffman<sup>1</sup>, Xiao Lin<sup>1</sup>, Aaron Zhang<sup>1</sup>, Siyu Chen<sup>1</sup>, Ramzi N. Massad<sup>1</sup>, Xiao Han<sup>1</sup>, Dongping Qi<sup>3</sup>, Kun-Wei Yeh<sup>1</sup>, Zhiwei Fang<sup>4</sup>, Joon Eoh<sup>4</sup>, Luo Gu<sup>4,5,6</sup>, Amy C. Rowat<sup>1,3,7,8</sup>, Zhen Gu<sup>1,9,10,11</sup>, Song Li<sup>1,8,12,13\*</sup>

<sup>+</sup>The authors contributed equally.

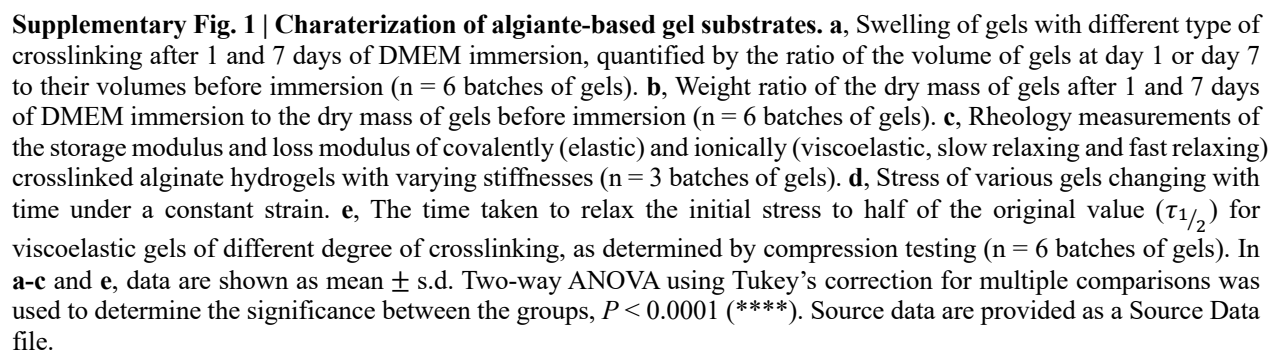

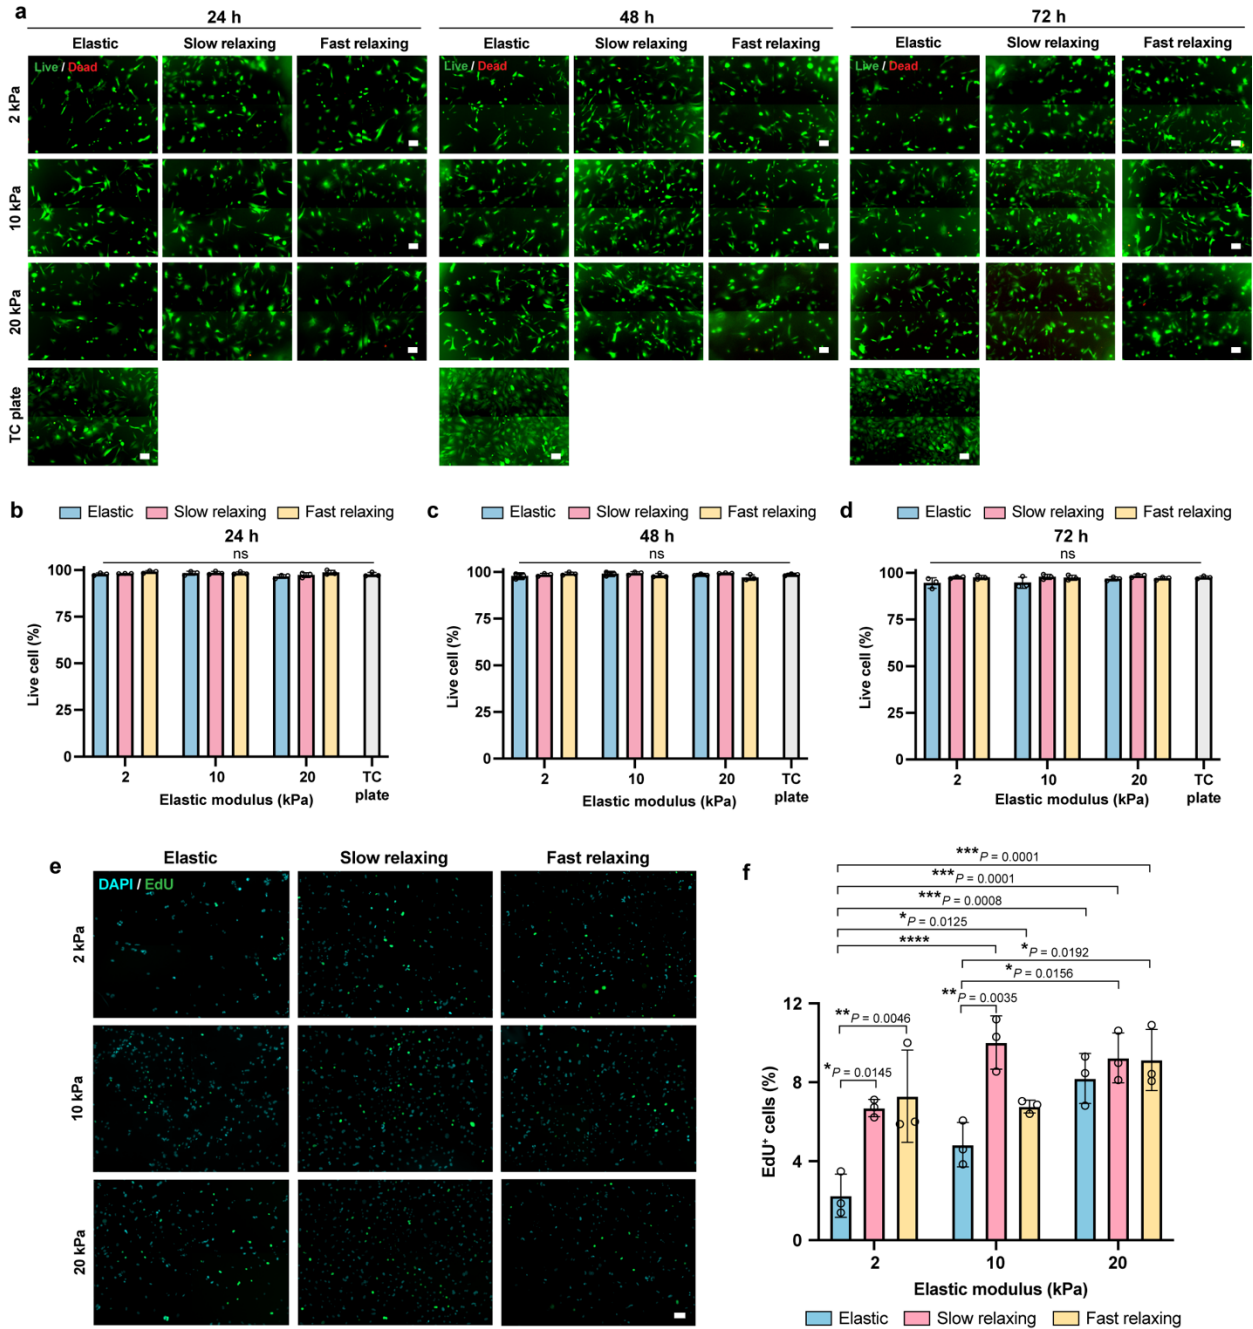

**Supplementary Fig. 2 | Viability and proliferation of fibroblasts on various substrates.** **a**, Live/dead staining showing cell viability at 24, 48, and 72 hours after cell seeding (left to right). Scale bar, 100  $\mu\text{m}$ . **b-d**, Quantification of viability of fibroblasts cultured on gel substrates and tissue culture (TC) plates for 24 (**b**), 48 (**c**), and 72 (**d**) hours.  $n = 3$  independent experiments. **e**, EdU staining (**e**) of fibroblasts cultured on various substrates at 48 hours. Scale bar, 100  $\mu\text{m}$ . **f**, Quantification of the percentage of EdU<sup>+</sup> cells ( $n = 3$  independent experiments). Two-way ANOVA using Tukey's correction for multiple comparisons was used to determine the significance between the groups,  $P < 0.0001$  (\*\*\*\*). Source data are provided as a Source Data file.

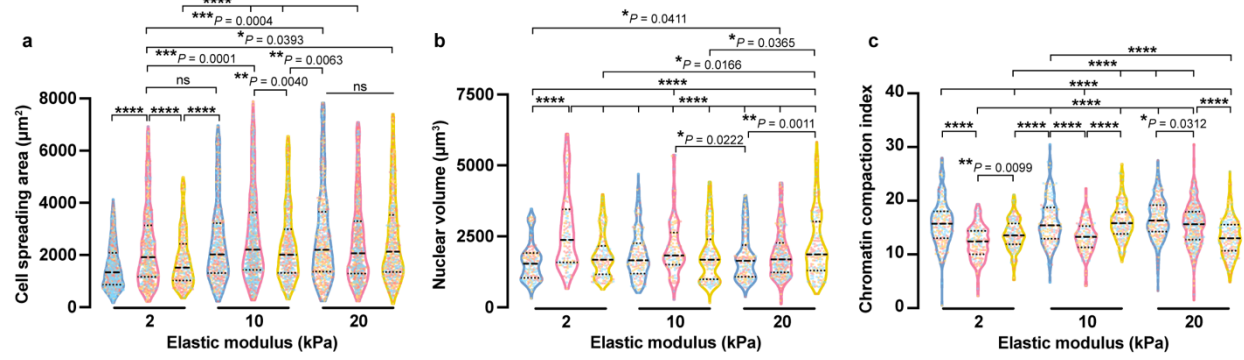

**Supplementary Fig. 3 | Substrate viscoelasticity regulates cell spreading, nuclear volume, and chromatin organization.** **a**, Cell spreading area of fibroblasts cultured on various substrates for 24 hours ( $n = 810, 676, 381, 608, 893, 489, 589, 831, 604$  cells per condition from 3 independent experiments). **b**, Nuclear volume of fibroblasts cultured on gel substrates for 24 hours ( $n = 187, 140, 167, 154, 136, 173, 193, 346, 174$  cells per condition from 3 independent experiments). **c**, Chromatin compaction index of fibroblasts on substrates at 24 hours, quantified by the ratio of integrated fluorescence intensity of DAPI staining to nuclear volume ( $n = 186, 140, 163, 152, 133, 172, 193, 344, 174$  cells per condition from 3 independent experiments). Truncated violin plots were used to demonstrate the distribution of data. The violins are drawn with the ends at the quartiles and the median as a horizontal line in the violin, where the curve of the violin extends to the minimum and maximum values in the data set. The color of dots inside the violins reflects the experimental replicates. Significance was determined by one-way ANOVA using Tukey's correction for multiple comparisons,  $P < 0.0001$  (\*\*\*). Source data are provided as a Source Data file.

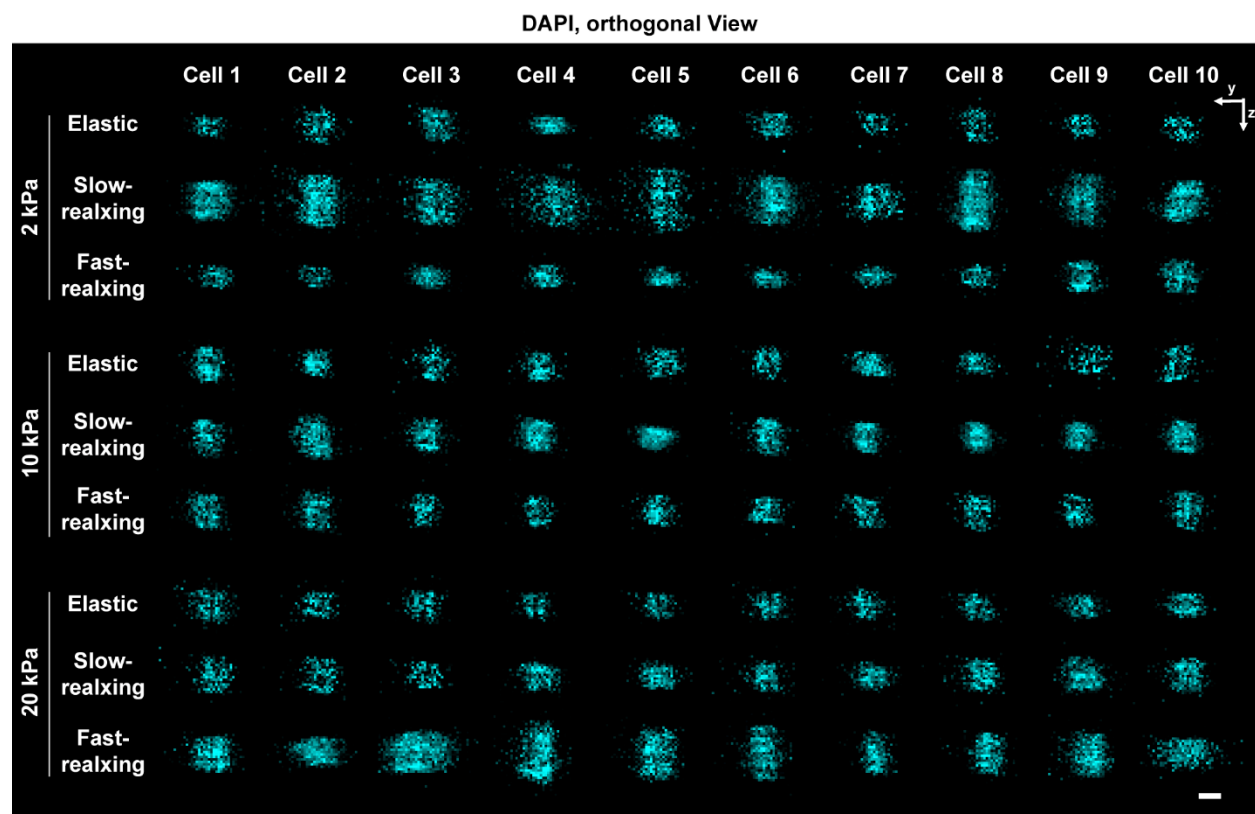

**Supplementary Fig. 4 | Orthogonal views of representative cell nuclei on various substrates.** Images were utilized to determine the nuclear volume of cells across various substrates. Scale bar, 10  $\mu\text{m}$ .

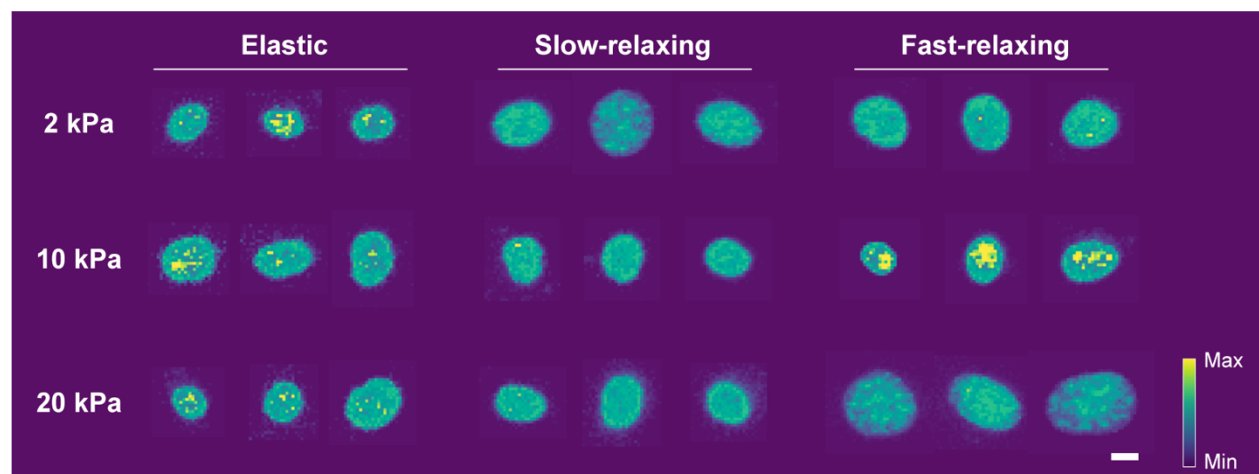

**Supplementary Fig. 5 | Representative images of DAPI-stained cell nuclei on various substrates.** Images were utilized to determine the chromatin compaction index of cells across various substrates. Scale bar, 10  $\mu\text{m}$ .

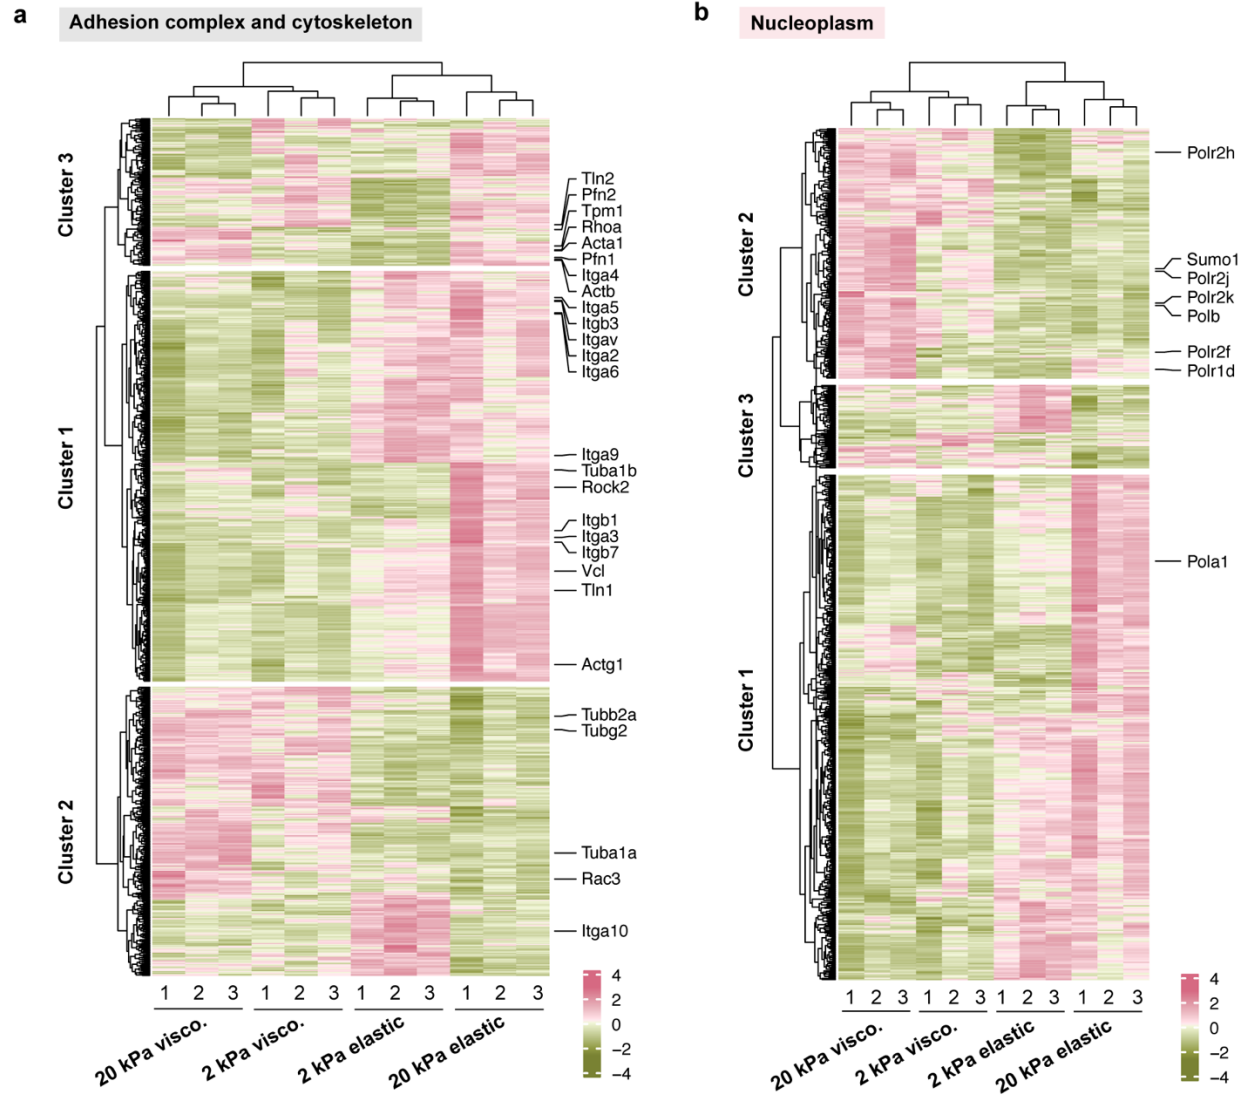

**Supplementary Fig. 6 | Differentially expressed genes (DEGs) in Adhesion complex and cytoskeleton and Nucleoplasm categories. a,** Heatmap of DEGs in the Adhesion complex and cytoskeleton category. **b,** Heatmap of DEGs in the Nucleoplasm category.

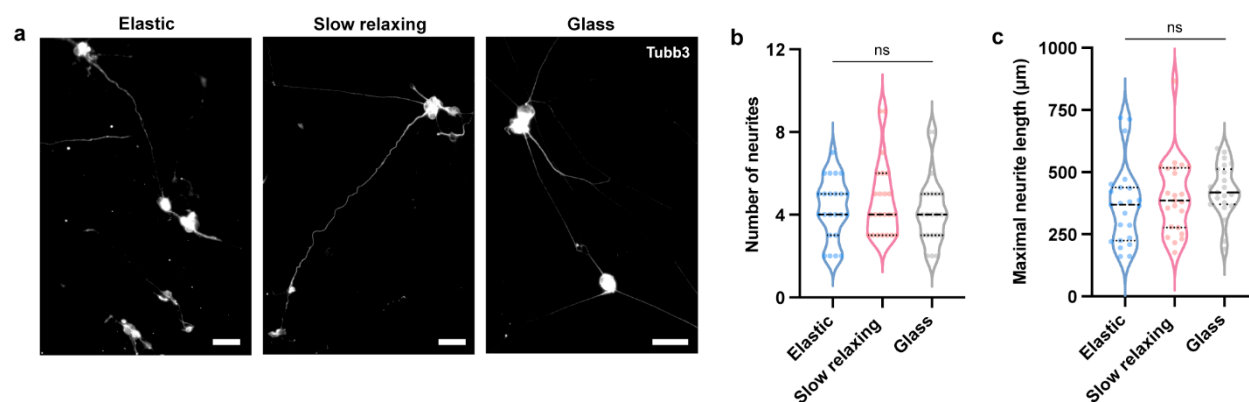

**Supplementary Fig. 7 | Morphological assessment of neurons derived on various substrates.** **a**, Tubb3-immunostained induced neuronal cells derived on elastic, slow-relaxing, and glass substrates after 3-4 weeks. Scale bar, 50  $\mu\text{m}$ . **b-c**, Quantification of the number of neurites (**b**) and the maximal neurite length (**c**) of neuronal cells ( $n = 23$  cells). In **b-c**, the violins are drawn with the ends at the quartiles and the median as a horizontal line in the violin, where the curve of the violin extends to the minimum and maximum values in the data set. Significance was determined by one-way ANOVA using Tukey's correction for multiple comparisons. Source data are provided as a Source Data file.

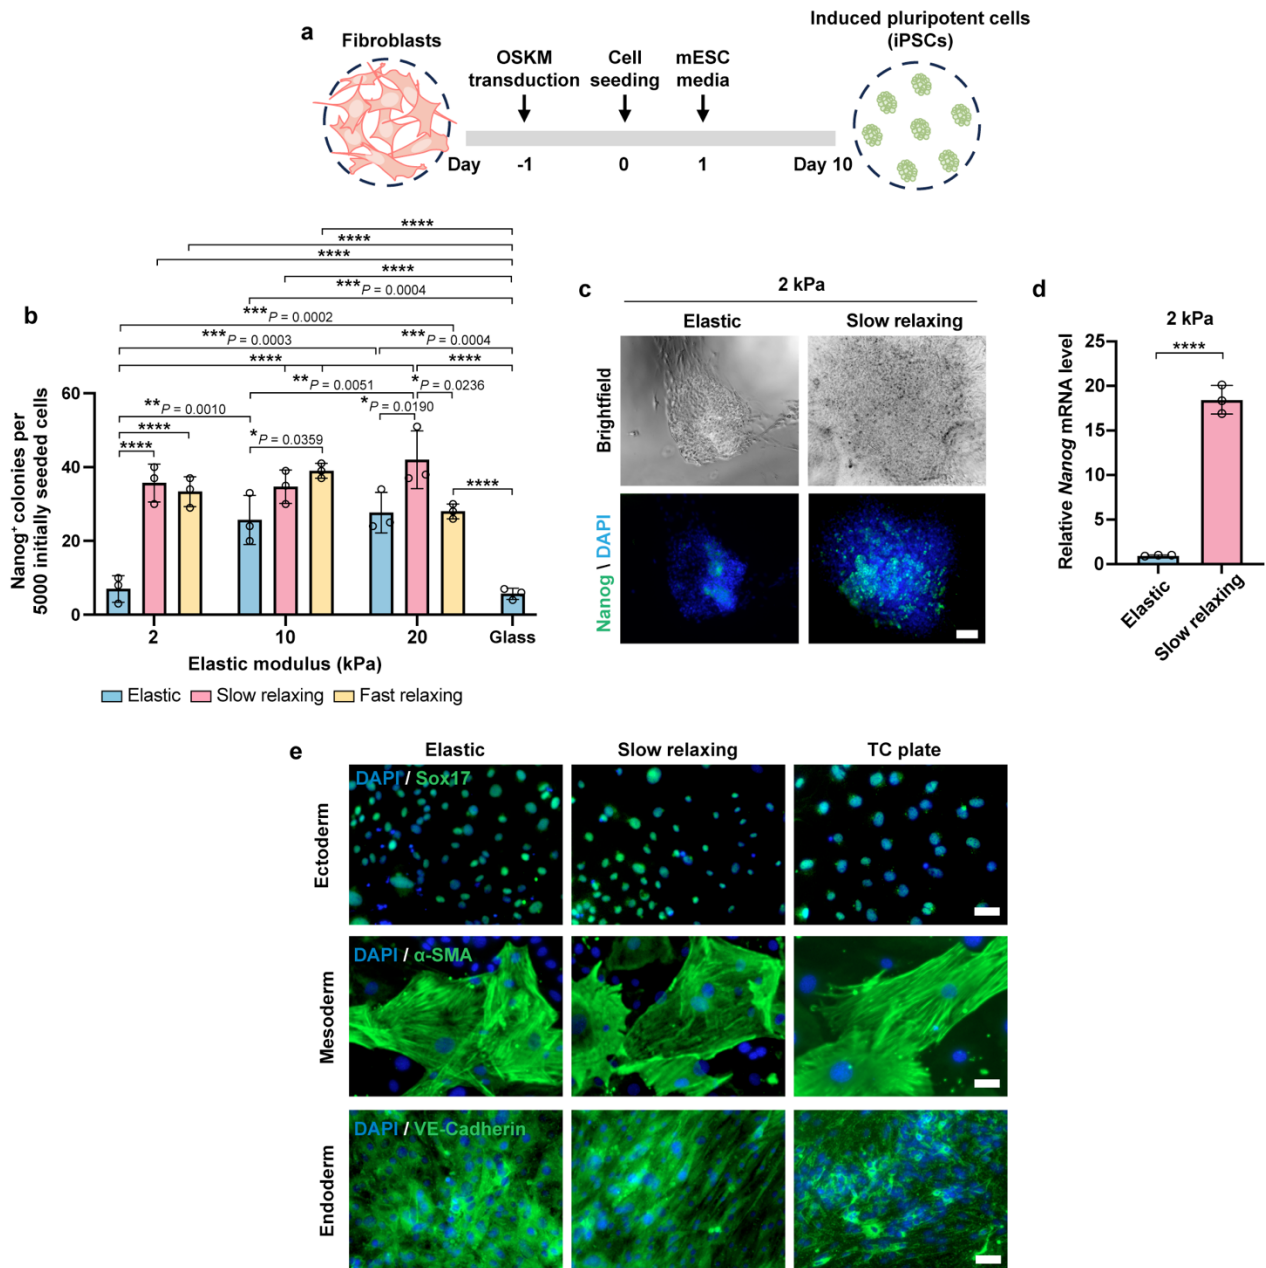

**Supplementary Fig. 8 | Substrate viscoelasticity promotes the reprogramming of fibroblasts into induced pluripotent stem cells (iPSCs).** **a**, Schematic illustration of the reprogramming timeline. **b**, Quantification of Nanog<sup>+</sup> colonies on elastic or viscoelastic substrates at day 10 (n = 3 independent experiments). **c**, Representative brightfield (top) and fluorescent (bottom) images of Nanog<sup>+</sup> colonies on 2-kPa gels at day 10. Scale bar, 100  $\mu$ m. **d**, PCR analysis of *Nanog* mRNA expression in cells on various substrates at day 10 (n = 3 independent experiments). **e**, Fluorescent images of differentiated iPSCs that were immunostained for a neuronal lineage marker Sox17 (ectoderm, top), muscle lineage marker  $\alpha$ -SMA (alpha smooth muscle actin, mesoderm, middle), and endothelial lineage marker VE-Cadherin (endoderm, bottom). Scale bar, 50  $\mu$ m. In **b** and **d**, bar graphs show the mean  $\pm$  s.d. In **b**, a two-way ANOVA using Tukey's correction for multiple comparisons was used to determine the significance between the groups. In **d**, a two-tailed, unpaired t test was used to determine statistical significance,  $P < 0.0001$  (\*\*\*\*). Source data are provided as a Source Data file.

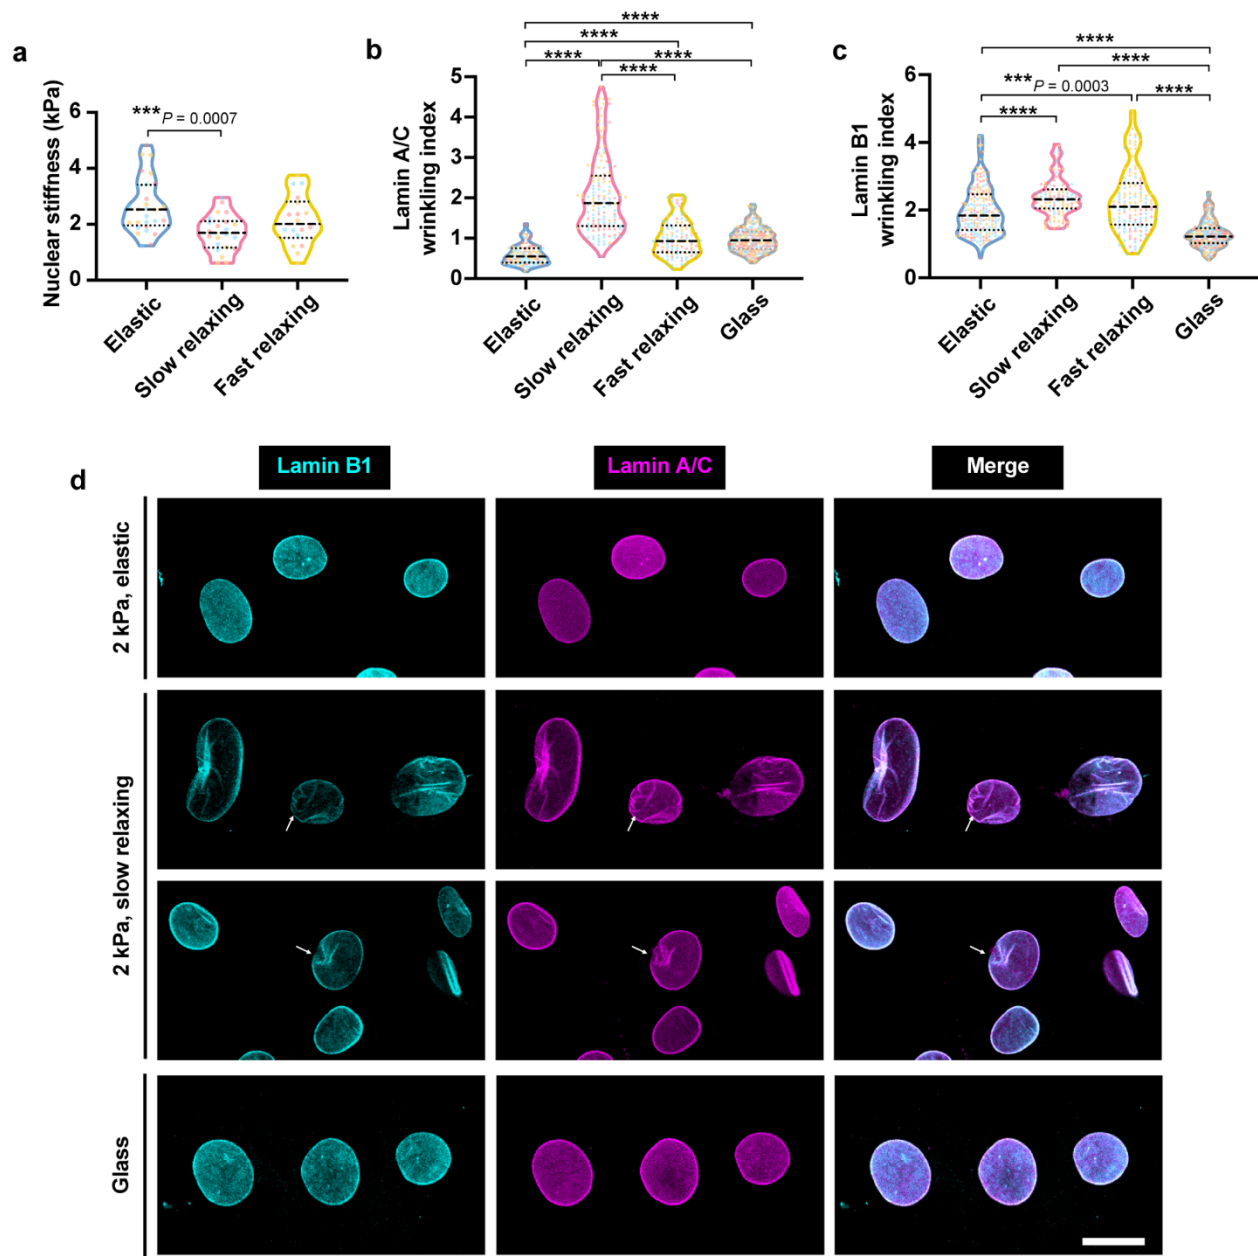

**Supplementary Fig. 9 | Substrate viscoelasticity remodels the nuclear lamina.** **a**, Nuclear stiffness of fibroblasts on 2-kPa substrates, as measured by nano-indentation ( $n = 29, 24, 18$  cells per condition from 3 independent experiments). **b-c**, Quantification of nuclear wrinkling index on 2-kPa substrates indicated by lamin A/C immunostaining (**b**) or lamin B1 staining (**c**).  $n = 146, 145, 116$  cells per condition from 3 independent experiments for lamin A/C;  $n = 197, 108, 147$  cells per condition from 3 independent experiments for lamin B1. **d**, Co-staining of lamin A/C and lamin B1 on 2-kPa substrates and glass demonstrated the heterogeneity of the nuclear lamina. Scale bar, 20  $\mu\text{m}$ . In **a-c**, the violins are drawn with the ends at the quartiles and the median as a horizontal line in the violin, where the curve of the violin extends to the minimum and maximum values in the data set. The color of dots inside the violins reflects the experimental replicates. Significance was determined by one-way ANOVA using Tukey's correction for multiple comparisons,  $P < 0.0001$  (\*\*\*\*). Source data are provided as a Source Data file.

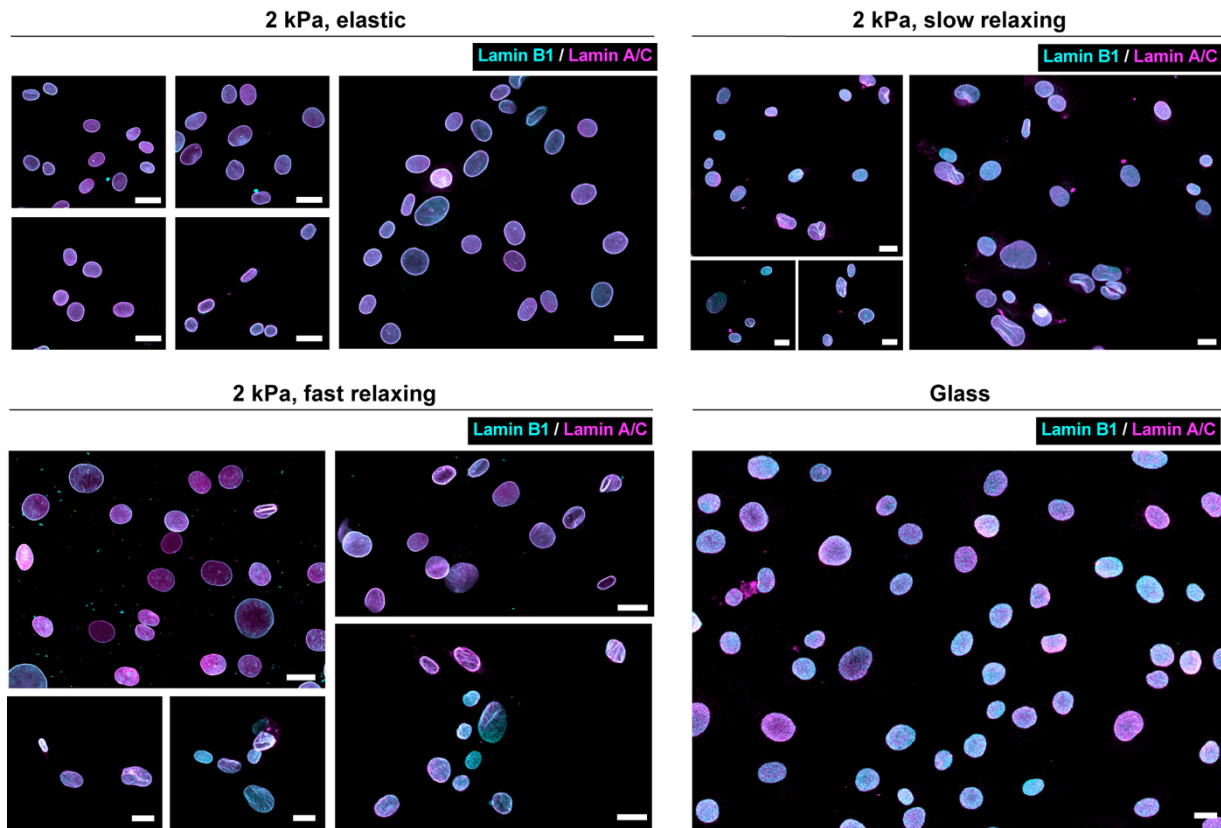

**Supplementary Fig. 10 | Additional representative images of fibroblasts co-stained for lamin A/C and lamin B1.** Cells were cultured on various substrates for 48 hours. Scale bar, 20  $\mu\text{m}$ .

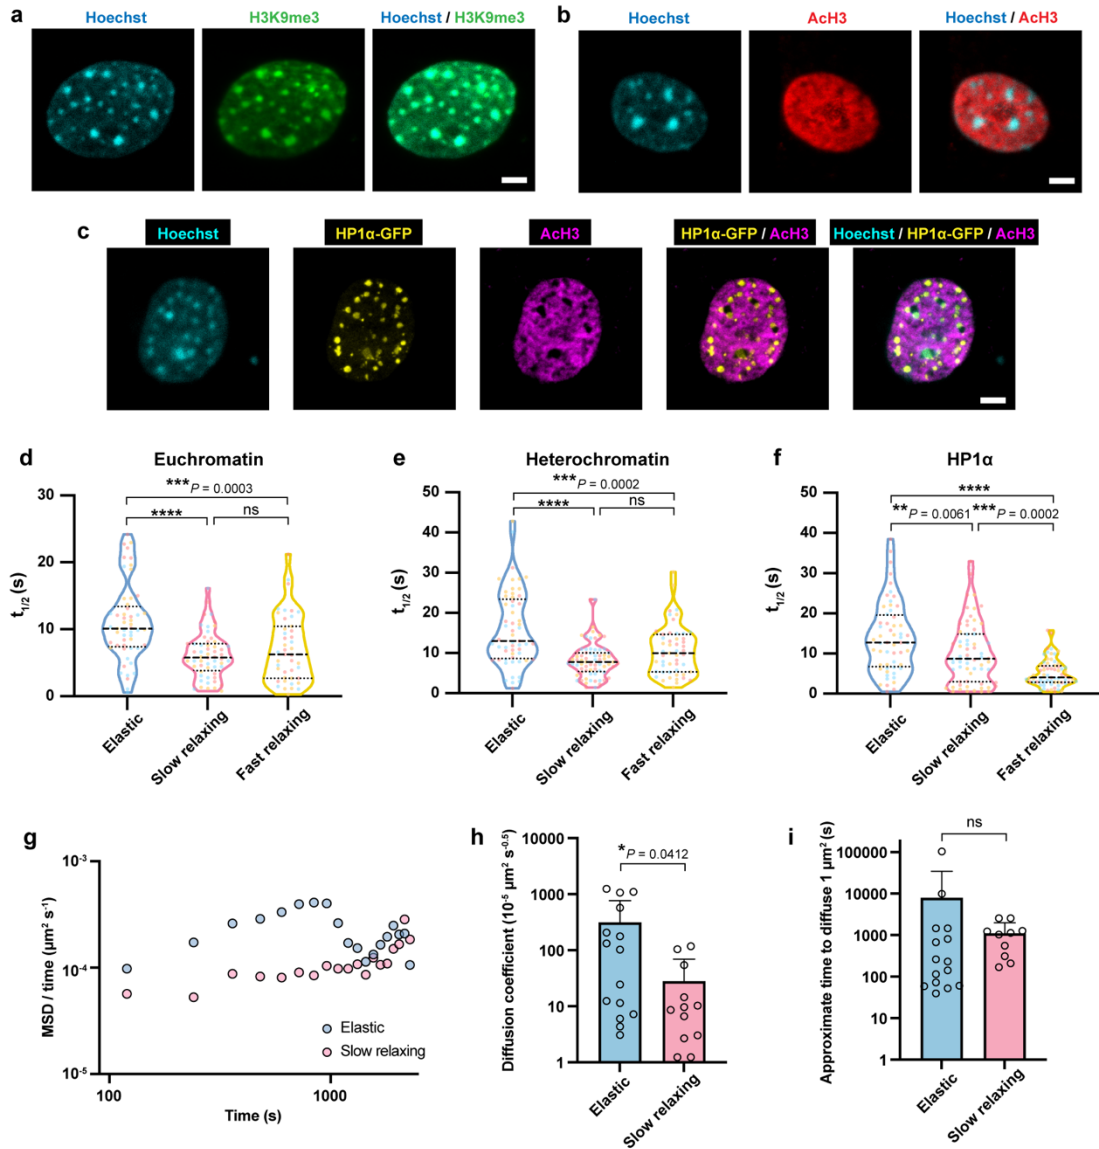

**Supplementary Fig. 11 | Substrate viscoelasticity enhances chromatin dynamics.** **a-b**, Immunostaining images of Hoechst-labeled cell nuclei with heterochromatic mark tri-methylated histone H3 on lysine 9 (H3K9me3, **a**) or euchromatic mark histone H3 acetylation (AcH3, **b**). Scale bar, 5  $\mu m$ . **c**, Fluorescent images of the cell nucleus of fibroblasts expressing GFP-tagged HP1 $\alpha$  (HP1 $\alpha$ -GFP) labeled with Hoechst and immunostained for AcH3. Scale bar, 5  $\mu m$ . **d-e**, Truncated violin plots showing the recovery half time of the photo-bleached area in euchromatic (**d**) and heterochromatic regions (**e**) of fibroblasts on 2-kPa substrates. For euchromatic regions,  $n = 54, 56, 43$  cells per condition from 3 independent experiments. For heterochromatic regions,  $n = 57, 72, 51$  cells per condition from 3 independent experiments. **f**, Truncated violin plots showing the recovery half time of the GFP fluorescence in the cell nuclei of fibroblasts expressing HP1 $\alpha$ -GFP ( $n = 56, 67, 68$  cells per condition from 3 independent experiments). **g**, Mean square displacement (MSD) divided by time in fibroblasts expressing GFP-tagged fibrillarin as determined by using confocal microscopy to measure fibrillarin movement ( $n = 20, 19$  cells per condition from 3 independent experiments). **h**, Diffusion coefficient of fibrillarin movement trajectories extracted from elastic and slow-relaxing substrates of 2 kPa ( $n = 15, 12$  cells per condition from 3 independent experiments). Only the diffusion coefficients with fitting  $R^2 > 0.8$  were kept for analysis. **i**, Approximate time to diffuse 1  $\mu m$  calculated from fibrillarin movement trajectories on elastic and slow-relaxing gels of 2 kPa ( $n = 15, 10$  cells per condition from 3 independent experiments). Only both the diffusion coefficients and diffusion exponents with fitting  $R^2 > 0.8$  were kept for analysis. In **d-f**, truncated violin plots were used to demonstrate the distribution of data. The violins are drawn with the ends at the quartiles and the median as a horizontal line in the violin, where the curve of the violin extends to the minimum and

maximum values in the data set. The color of dots inside the violins reflects the experimental replicates. In **d-f**, significance was determined by one-way ANOVA using Tukey's correction for multiple comparisons,  $P < 0.0001$  (\*\*\*). In **h-i**, data are shown as mean  $\pm$  s.d. and a two-tailed, unpaired t test was used to determine the statistical significance. Source data are provided as a Source Data file.

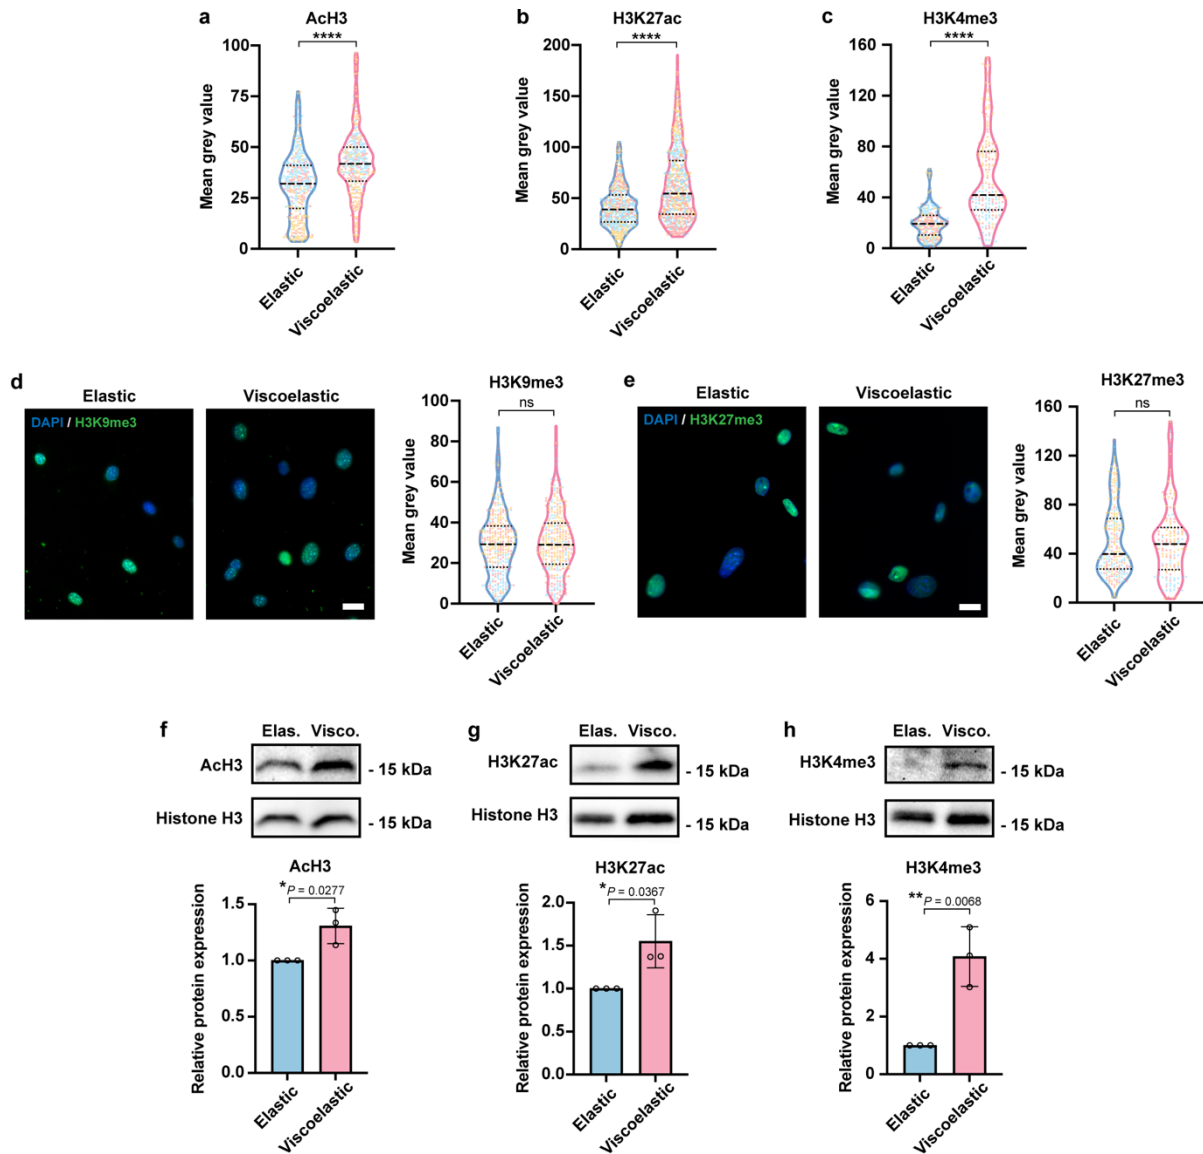

**Supplementary Fig. 12 | Substrate viscoelasticity modulates epigenetic marks.** **a-c**, Truncated violin plots showing the fluorescence intensity quantification of AcH3 (**a**), H3K27ac (**b**), and H3K4me3 (**c**) in mouse fibroblasts cultured on elastic or viscoelastic (slow relaxing) substrates of 2 kPa for 48 hours ( $n = 342, 302$  cells from 3 independent experiments per condition for AcH3; 468, 626 cells from 3 independent experiments per condition for H3K27ac; 250, 180 cells from 3 independent experiments per condition for H3K4me3). **d-e**, Fluorescent images of H3K9me3 (**d**) and tri-methylated histone H3 on lysine 27 (H3K27me3, **e**) in fibroblasts on elastic or viscoelastic substrates of 2 kPa, with fluorescent intensity quantifications shown as truncated violin plots ( $n = 318, 301$  cells from 3 independent experiments per condition for H3K9me3; 231, 142 cells from 3 independent experiments for H3K27me3). Scale bar, 20  $\mu\text{m}$ . **f-h**, Western blotting analysis of AcH3 (**f**), H3K27ac (**g**), and H3K4me3 (**h**), where histone H3 served as loading control. Quantification of AcH3 (**f**), H3K27ac (**g**), and H3K4me3 (**h**) levels from blots, where the protein expression level was normalized to the corresponding histone H3 and elastic groups ( $n = 3$  independent experiments). In **a-e**, truncated violin plots were used to demonstrate the distribution of data and a two-tailed, unpaired t test was used to determine the statistical significance,  $P < 0.0001$  (\*\*\*\*). The violins are drawn with the ends at the quartiles and the median as a horizontal line in the violin, where the curve of the violin extends to the minimum and maximum values in the data set. The color of dots inside the violins reflects the experimental replicates. In **f-h**, data are shown as mean  $\pm$  s.d. and a two-tailed, unpaired t test was used to determine the statistical significance. Source data are provided as a Source Data file.

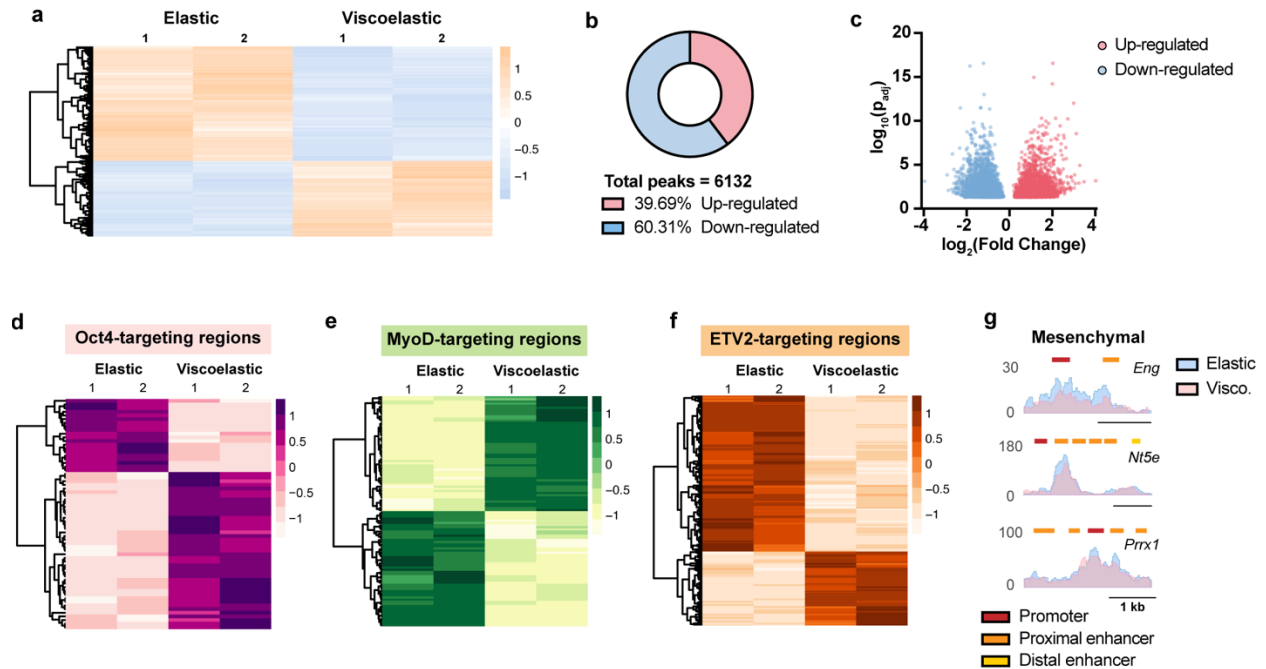

**Supplementary Fig. 13 | Substrate viscoelasticity regulates genome-wide chromatin accessibility towards specific lineages.** **a**, Heatmap of differentially expressed ATAC peaks from samples of fibroblasts cultured on elastic and viscoelastic substrates for 48 hours ( $n = 2$  biological replicates). **b**, Percentage of up- and down-regulated peaks of viscoelastic groups in comparison with elastic groups among all the differentially expressed peaks. **c**, Volcano plots showing the fold changes and adjusted p-values of differentially expressed peaks. Each dot represents a peak. **d-f**, Heatmaps showing the differentially expressed ATAC signals in Oct4- (**d**), MyoD- (**e**), and ETV2- (**f**) targeting genomic sites. **g**, Peaks around the promoters of *Eng* (CD105), *Nt5e* (CD73), and *Prrx1* in fibroblasts cultured on elastic and viscoelastic substrates. Scale bar, 1 kb. Source data are provided as a Source Data file.

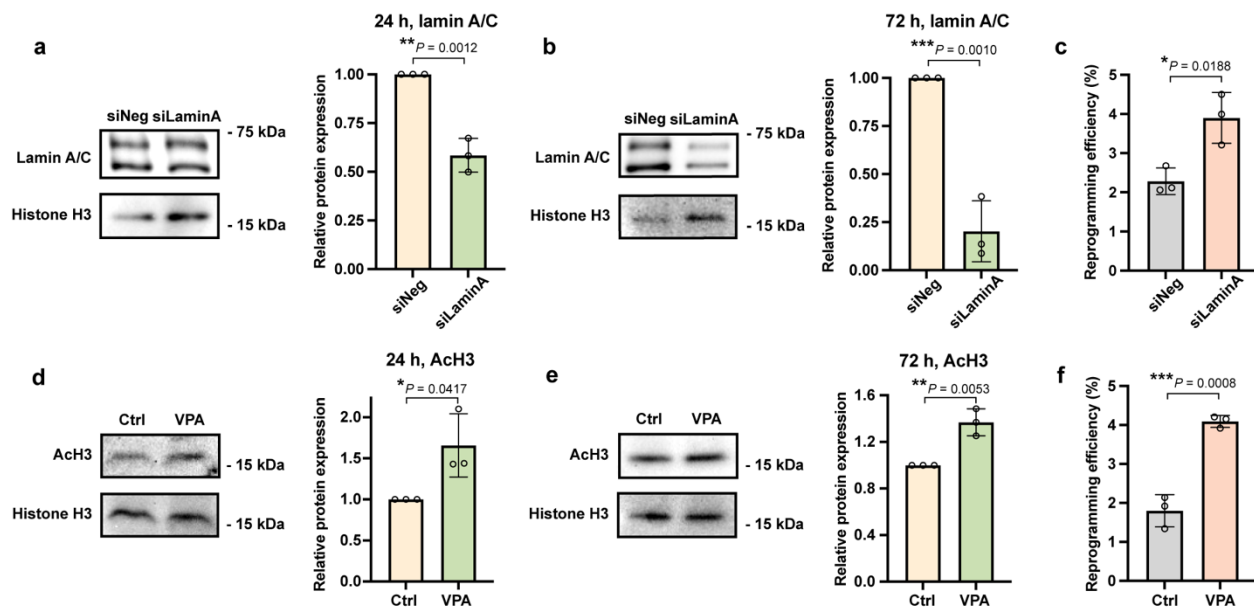

**Supplementary Fig. 14 | Silencing *Lmna* and inhibition of HDAC activity promote iN reprogramming.** **a-b**, Western blotting analysis of lamin A/C expression in fibroblasts transfected with a negative control or *Lmna* siRNA and cultured on TC plates for 24 hours (**a**) or 72 hours (**b**), where histone H3 served as a loading control. Quantification of lamin A/C expression from blots, where the protein expression level was normalized to histone H3 and ctrl groups, respectively ( $n = 3$  independent experiments). **c**, Reprogramming efficiency of BAM-transduced fibroblasts transfected with a negative control or *Lmna* siRNA and cultured on glass for 7 days ( $n = 3$  independent experiments). **d-e**, Western blotting analysis of AcH3 level in fibroblasts treated without or with 2.5 mg ml<sup>-1</sup> valproic acid (VPA, an HDAC inhibitor) and cultured on TC plates for 24 hours (**d**) or 72 hours (**e**). Inhibitors were removed after 24 hours of treatment. Quantification of AcH3 level from blots, where the protein expression level was normalized to histone H3 and ctrl groups, respectively ( $n = 3$  independent experiments). **f**, Reprogramming efficiency of BAM-transduced fibroblasts cultured on glass in the absence or presence of VPA for 7 days, where VPA was removed after 24 hours of treatment ( $n = 3$  independent experiments). In **a-f**, two-tailed, unpaired t tests were used to determine the statistical significance. Source data are provided as a Source Data file.

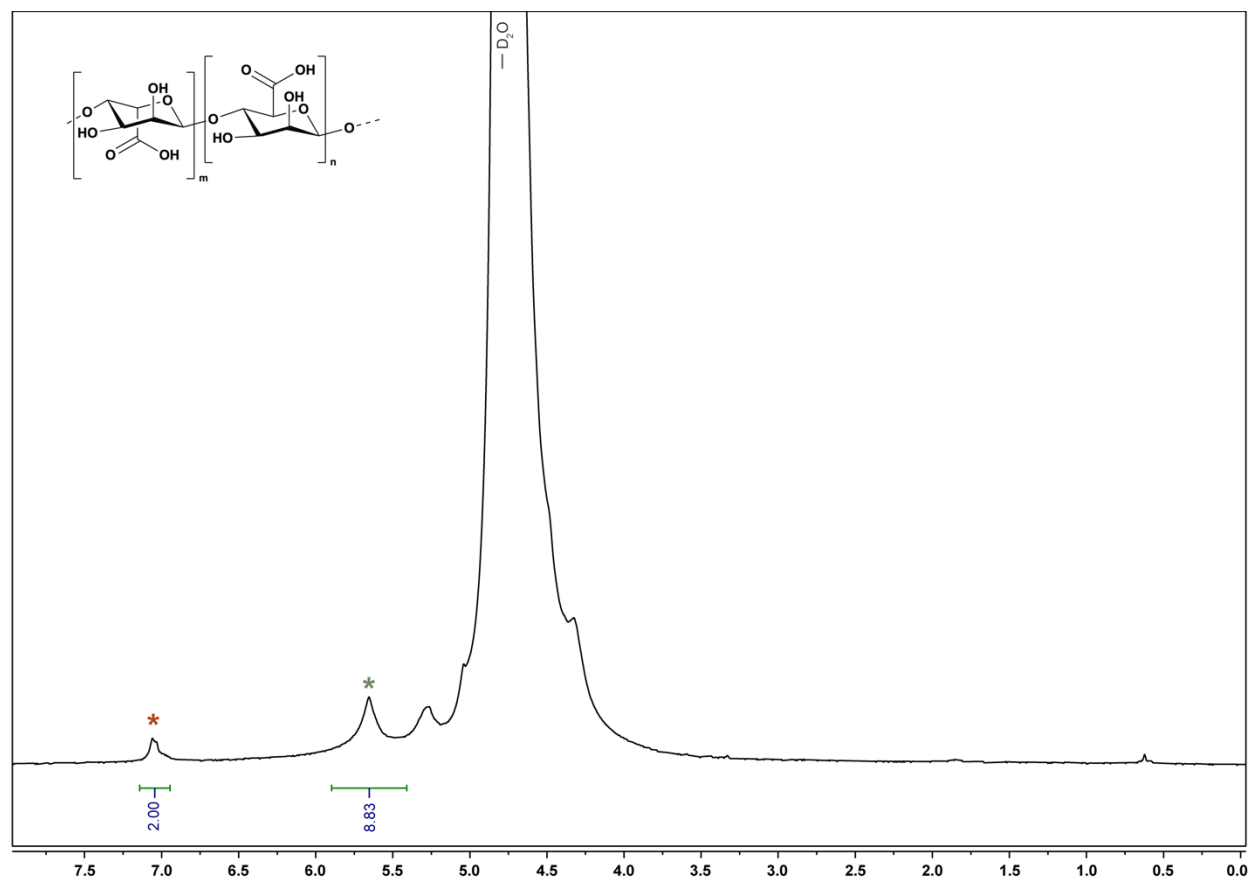

**Supplementary Fig. 15 | NMR spectra of unconjugated sodium alginate.**  $^1\text{H}$  NMR spectrum (383 K, 500 MHz,  $\text{D}_2\text{O}$ ) of pristine alginate. Red star, maleic acid standard peak. Green star, G-1 alginate peak.

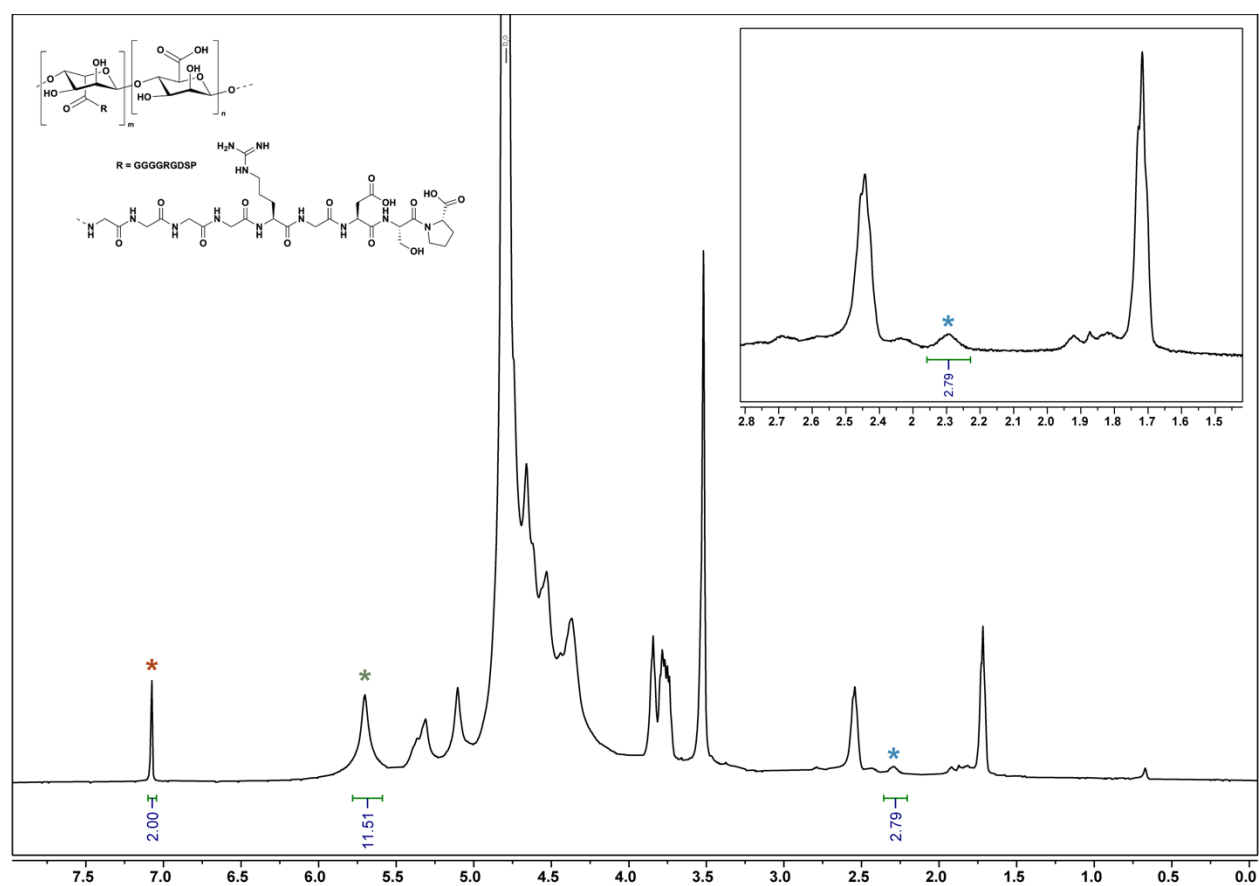

**Supplementary Fig. 16 | NMR spectra of RGD-coupled sodium alginate.**  $^1\text{H}$  NMR spectrum (383 K, 500 MHz,  $\text{D}_2\text{O}$ ) of RGD-coupled alginate. Inset: peak at 2.30 ppm corresponding to the pyrrolidine side chain of proline. Red star, maleic acid standard peak. Green star, G-1 alginate peak. Blue star, proline peak.

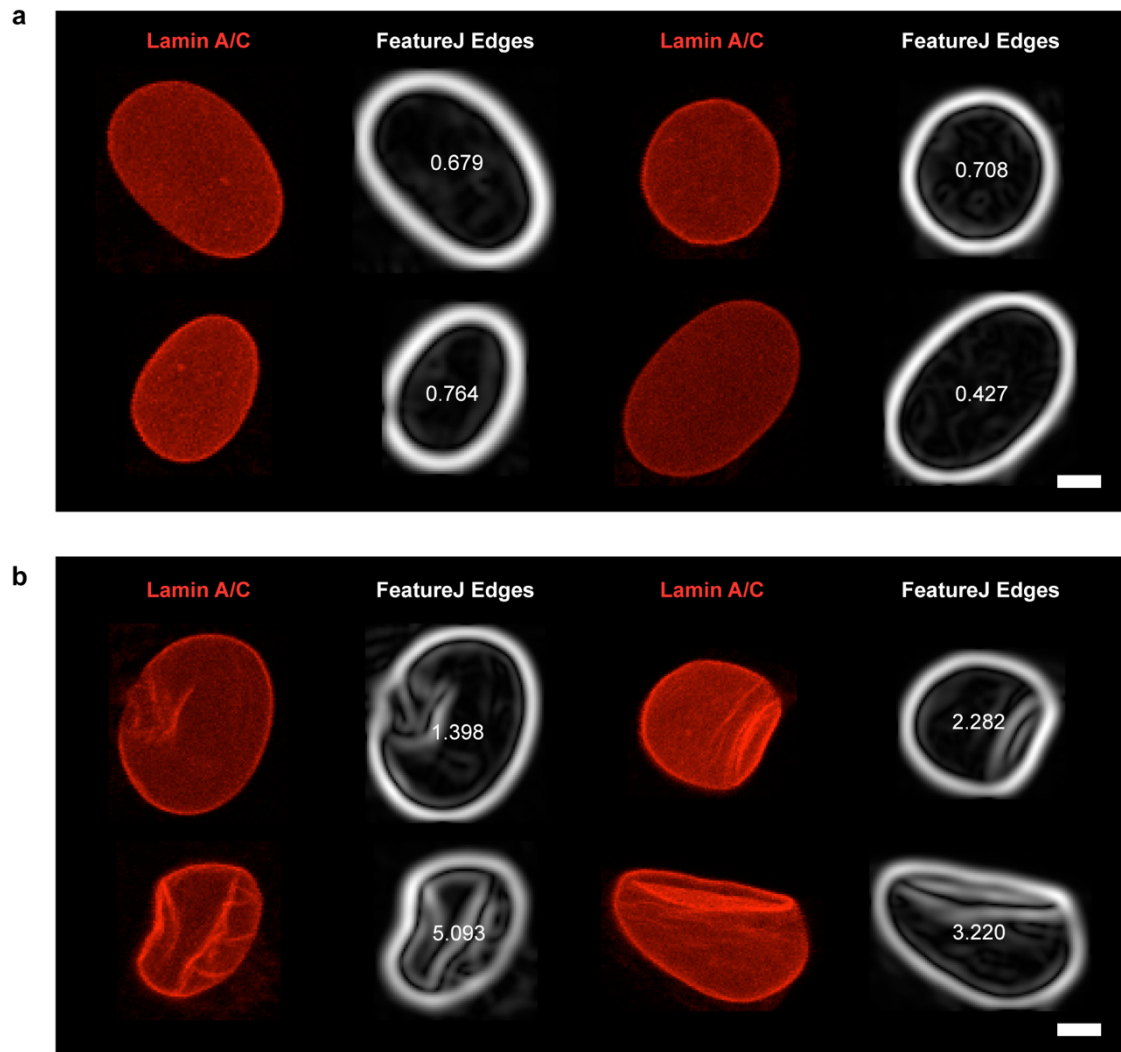

**Supplementary Fig. 17 | Quantification of lamin wrinkling using Fiji FeatureJ Edge detection.** Fluorescent images of lamin A/C staining of no-wrinkle cells (**a**) and wrinkled cells (**b**) and corresponding output images from FeatureJ Edge tracking. White numbers indicate the lamin wrinkling indices obtained from the measurement. Scale bar, 5  $\mu$ m.

## Supplementary Note 1 – Average ligand density on alginate chains

As the density of cell-adhesive ligands can influence cellular behaviors in adherent cells, determining the ligand density in tissue-mimicking hydrogels is important to allow researchers to cross-compare the experimental findings. To calculate the average ligand density of polymer chains in our alginate-based hydrogel system, we performed quantitative nuclear magnetic resonance (qNMR) on unconjugated and RGD-coupled sodium alginate using maleic acid as the standard (**Supplementary Figs. 15-16**) and calculated the RGD peptide density as described previously<sup>1</sup>.

The ratio of RGD peptide to maleic acid (NMR standard) was calculated as

$$\text{concentration of peptide} = \frac{m_S}{m_A} \cdot \frac{I_A}{I_S} \cdot \frac{1}{Mw_S} \cdot \frac{N_S}{N_A} \approx 8.017 \times 10^{-4} \text{ mol } g^{-1} \quad (1)$$

where  $m$  is the mass,  $I$  is the integration of NMR peak,  $Mw$  is the molecular weight, and  $N$  is the proton number corresponding to the peak;  $S$  and  $A$  refer to standard and analyte respectively.

Similarly, the ratio of alginate to maleic acid was calculated as

$$\text{concentration of alginate} = \frac{m_S}{m_A} \cdot \frac{I_A}{I_S} \cdot \frac{1}{Mw_S} \cdot \frac{N_S}{N_A} \approx 1.295 \times 10^{-5} \text{ mol } g^{-1} \quad (2)$$

Therefore, the ligand density (number of RGD peptide per alginate chain) is

$$\text{ligand density} = \frac{\text{concentration of peptide}}{\text{concentration of alginate}} \approx 61.89 \quad (3)$$

**Table S1. Antibody Information**

| <b>Antibody</b> | <b>Vendor</b>     | <b>Catalog #</b> | <b>Dilution</b>           |
|-----------------|-------------------|------------------|---------------------------|
| Lamin A/C       | Santa Cruz        | sc-376248        | 1:100 (IF)<br>1:2000 (WB) |
| Lamin A/C       | Thermo Scientific | PIMA535284       | 1:200 (IF)                |
| Lamin B1        | Santa Cruz        | sc-374015        | 1:150 (IF)<br>1:2000 (WB) |
| AcH3            | Millipore         | 06-599           | 1:400 (IF)<br>1:5000 (WB) |
| H3K27ac         | Abcam             | ab4729           | 1:600 (IF)<br>1:5000 (WB) |
| H3K4me3         | Sigma             | 07-473           | 1:400 (IF)<br>1:3000 (WB) |
| H3K9me3         | Abcam             | ab8898           | 1:400 (IF)                |
| H3K27me3        | Abcam             | ab192985         | 1:400 (IF)                |
| Tubb3           | Biolegend         | 801202           | 1:1000 (IF)               |
| Tubb3           | Biolegend         | 802001           | 1:1000 (IF)               |
| MAP-2           | Sigma             | M9942            | 1:200 (IF)                |
| Synapsin        | Abcam             | ab64581          | 1:100 (IF)                |
| vGLUT1          | Sigma             | MAB5502          | 1:200 (IF)                |
| GABA            | Sigma             | A2052            | 1:500 (IF)                |
| Nanog           | Abcam             | ab214549         | 1:300 (IF)                |
| $\alpha$ -SMA   | Abcam             | ab7817           | 1:350 (IF)                |
| Sox17           | Sigma             | 09-038-I         | 1:200 (IF)                |
| VE-Cadherin     | Invitrogen        | 50-128-90        | 1:100 (IF)                |
| Histone H3      | Santa Cruz        | sc-8654          | 1:2000 (WB)               |

\*IF: immunofluorescence; WB: Western blotting

## References

- 1 Malz, F. & Jancke, H. Validation of quantitative NMR. *J. Pharm. Biomed. Anal.* **38**, 813-823, DOI:10.1016/j.jpba.2005.01.043 (2005).

# Supplementary material for: Viscoelastic extracellular matrix enhances epigenetic remodeling and cellular plasticity
**Source:** Nat Commun. 2025 Apr 30;16:4054. doi: 10.1038/s41467-025-59190-7
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Information

## **Description of Additional Supplementary Files**

File Name: Supplementary Movie 1

Description: Calcium imaging of iN cells on a 2-kPa elastic substrate.

File Name: Supplementary Movie 2

Description: Calcium imaging of iN cells on a 2-kPa viscoelastic substrate.

File Name: Supplementary Movie 3

Description: Fibroblasts expressing GFP-tagged laminA on 2 kPa elastic gels #1.

File Name: Supplementary Movie 4

Description: Fibroblasts expressing GFP-tagged laminA on 2 kPa elastic gels #2.

File Name: Supplementary Movie 5

Description: Fibroblasts expressing GFP-tagged laminA on 2 kPa slow-relaxing gels #1.

File Name: Supplementary Movie 6

Description: Fibroblasts expressing GFP-tagged laminA on 2 kPa slow-relaxing gels #2.

File Name: Supplementary Movie 7

Description: Fibroblasts expressing GFP-tagged laminA on 2 kPa fast-relaxing gels #1.

File Name: Supplementary Movie 8

Description: Fibroblasts expressing GFP-tagged laminA on 2 kPa fast-relaxing gels #2.

File Name: Supplementary Movie 9

Description: FRAP of euchromatic regions in Hoechst-labeled cells cultured on various substrates.

File Name: Supplementary Movie 10

Description: FRAP of heterochromatic regions in Hoechst-labeled cells cultured on various substrates.

File Name: Supplementary Movie 11

Description: FRAP of fibroblasts expressing GFP-tagged HP-1alpha cultured on various substrates.

How the deposited data were processed for this re-analysis (not part of the article)

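RNA of mouse ear fibroblasts cultured for 48 h on alginate gels was analysed in 12 samples, 3 in each of 4 groups: elastic and slow-relaxing viscoelastic gels of 2 kPa and of 20 kPa. The authors trimmed the reads with Trimmomatic, aligned them to the mouse genome mm10 with STAR, counted them per gene with featureCounts on a GENCODE annotation, and deposited the raw counts without normalization in one table. The release of the annotation, the strand setting and the handling of reads that map to more than 1 place are not stated. The authors analysed these counts with DESeq2. Only this table was used here. The ATAC-seq, the imaging, the blots, the qPCR and the enzyme assays were not analysed here, and neither were the paper's GO enrichments, since the gene lists behind them were not used here.

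The table lists 33246 genes by symbol, of which 10097 have no count in any sample. Totals per sample ran from 36626221 to 43612804 counts. The 10 genes with the most counts took 10.8% to 12.8% of a sample, Fn1 alone 3.12% to 5.49% and mitochondrial genes 1.77% to 3.34%. The ribosomal RNA entries Rn18s and Rn18s.rs5 together took 1.11% to 3.01%. These 2 entries had identical counts in each sample, so that share counts the same values 2 times. Pairs of replicates of one group differed by 11.2 to 55.5 times the variance that counting alone gives, taken as the mean chi-squared over genes with at least 20 counts in the pair. This mean weighs genes with high counts most. At edgeR's common dispersion, counting noise exceeds the spread between replicates below 178 counts, and 3809 of the tested genes (26.2%) had a lower mean count. Symbols were matched to a GENCODE annotation of mm10 for position, exon length and GC content: 27814 by symbol, 2695 by symbol with punctuation replaced, 436 by a synonym and 13 by mitochondrial name, with 2288 not matched. Length and GC content were known for 14313 of the tested genes (98.4%).

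Counts were tested with edgeR 4.0.16 in R 4.3.3. Genes passed filterByExpr with the 4 groups (minimum count 10, minimum total 15, large group size 10), which left 14542, and libraries were scaled by TMM. A quasi-likelihood model with 1 coefficient per group was fitted to all 12 samples, so that the groups shared the estimate of the spread, whose square root was 7.50% (biological coefficient of variation). Genes with a Benjamini-Hochberg (BH) adjusted p under 0.05 were called, with no fold-change minimum. The contrasts were viscoelastic against elastic gels at 2 kPa and at 20 kPa, 20 against 2 kPa on elastic and on viscoelastic gels, the mean viscoelastic effect over both stiffnesses, and the interaction. The comparisons of 20-kPa viscoelastic with 2-kPa elastic gels and of 2-kPa viscoelastic with 20-kPa elastic gels were added after the data were seen. CPM values are TMM-normalized, and those on the log2 scale have a prior count of 2. Where a gene is given as lower or higher in a number of samples, each sample was set against the mean of the group it is compared with.

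Gene sets were tested with camera of limma 3.58.1, with an inter-gene correlation of 0.01 and BH adjustment over 8 set tests. The value of a set is the mean log2 fold change of its tested genes minus that of the other tested genes. The lists of integrin, talin and vinculin, microtubule, lamina and LINC, nuclear pore, condensed chromosome and histone acetylation genes were written by hand from gene symbols. The list of DNA replication genes was written after the set results were seen. Principal components were taken from the variance-stabilized counts of DESeq2 1.42.0 (blind to the groups) for the 500 genes with the highest variance, and gaps between groups were tested by exact permutation of the samples.

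The genes named in the text were chosen by a rule. It takes the genes that the paper's text names for the RNA-seq (Lmna, Lmnb1, Vcl, Tln1, Tln2 and Parp1 among them). The genes labelled in Fig. 2e, Fig. 2f and Supplementary Fig. 6 are given as counts, except for an HDAC label in Fig. 2f that could not be read. These labelled genes are the paper's own differentially expressed genes in the same counts, so looking them up is no independent test. They are named singly where the direction is not that of the cluster, where they end a range, or where they are Lmnb2, Lbr, Sun1, Sun2, Hdac1, Hdac2, Kat2b, Kat8, Tuba1a, Tubb2a, Tubg2 or Itgb1. The rule adds, for each of the 4 comparisons of 2 groups, the gene that rose and the gene that fell with the lowest adjusted p among genes whose groups did not overlap. For the last part it adds genes such as Myt1l, Eng, Nt5e and Prrx1, which the paper names in other assays. Other genes are named where a count was 5 or lower, after their values were seen. Some genes that the rule takes are not reported here.

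The gene tests, the 8 set tests and the principal components were computed again with 1 choice changed at a time. For the gene tests these were DESeq2's size factors, total counts alone, every gene with at least 1 count in any sample, genes with at least 10 counts in every sample, the replicate number as a block, a correction for gene length, one for GC content, both with the block, a fit of the 6 samples compared alone, DESeq2's Wald test, an adjusted p under 0.01 and a change of at least 1.5-fold. The length and GC corrections remove a smooth trend per sample (natural spline, 5 degrees of freedom). For the sets camera was also run with the correlation estimated from the data, and limma's rotation test fry was run. For the principal components the other settings were all tested genes, edgeR's log2 CPM, the length and GC correction and the block. The length and GC correction was applied to log2 CPM. Gaps with the block lay closer to those on log2 CPM than to those on variance-stabilized counts, so more than 1 choice may have changed there. Each sample was also left out in turn. DESeq2's Wald test was run with 2 settings of its independent filtering, the planned one aimed at 0.05 and the default aimed at 0.1. The latter was added after the data were seen, when its counts were already known to lie closer to the paper's figure.

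The pairing used for the block comes from the replicate numbers in the sample labels. The paper does not say whether samples with the same number share an animal or a batch. Deviations from the group means had a mean correlation across genes of −0.0248 over pairs of samples with the same number and of 0.0126 over pairs with different numbers. The second value is tied to the first, since deviations cancel within a group.

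The gene tests were tested on simulated data with 200 changed genes in 12 samples. At a log2 change of 0.5, edgeR recovered 80.5% of them between the 2-kPa groups with 7.47% of its calls on unchanged genes, and 95.5% in the mean viscoelastic effect with 5.91%. DESeq2 recovered 85.0% between the 2-kPa groups with 12.8% of its calls on unchanged genes. At a log2 change of 1 both tools recovered 98.0% between the 2-kPa groups. A simulated trend with gene length alone gave 3253 calls without the length correction and 0 with it. Its rank correlation with length was −0.822, against −0.336 for the mean viscoelastic effect in the data. These calls therefore do not give the size of a length bias here.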

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

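The tests of gene length and GC content and of normalization as sources of the different directions of the stiffness response, and the test of DNA replication genes, were chosen only after the result was seen. What drew attention to each result here is a test of the difference itself: the effect of stiffness was not the same on elastic and viscoelastic gels, or equally the effect of viscoelasticity was not the same at 2 and 20 kPa. This interaction passed a BH-adjusted p under 0.05 (edgeR's quasi-likelihood test) for 1100 of the 14542 tested genes, 647 of them positive and 453 negative, against 3267 genes at an unadjusted p under 0.05. The paper does not report such a test. Of 81 tested genes that the rule names, 16 had an interaction with an adjusted p under 0.05. The sixteenth, beside the 15 given next, is Itga3 (−0.62, edgeR BH-adjusted p = 0.0298), whose call was lost with the replicate block (0.0558).

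Taken by replicate number, the interaction had the sign given in 3 of 3 for each gene. The p values are from edgeR with BH adjustment, and the values in brackets are that p and its range over the settings other than leaving out a sample. Tln2 had an interaction of −0.54 (0.0026, 4.27e-06 to 0.00622), with 0.34 for viscoelasticity at 2 kPa and −0.20 at 20 kPa. Hdac7 had −0.51 (0.000867, 6.2e-08 to 0.00285), also with a rise at 2 kPa (0.17) and a fall at 20 kPa (−0.34). Lbr had −0.49 (0.0157, 0.00105 to 0.0344) and Tmpo −0.43 (0.0121, 0.00034 to 0.0265), both with the larger fall at 20 kPa. Itga10 had 1.03 (0.00336, 2.46e-07 to 0.00649), since it fell by 0.91 on the log2 scale at 2 kPa and rose by 0.12 at 20 kPa. Rock2 had −0.50 (0.0433, 0.00274 to 0.0605), Tuba1a 0.35 (0.0316, 0.00733 to 0.0605) and Kmt2c 0.30 (0.0327, 0.0181 to 0.0654). The calls of these 3 genes were lost with the replicate block and in most fits that left out a sample.

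The other 7 genes were taken because 1 of the 4 comparisons of groups gave them its lowest adjusted p, so their interaction is tested on genes chosen partly for it. With the edgeR BH-adjusted p and its range over the same settings in brackets, they are Filip1l (−0.80; 0.000281, 1.05e-10 to 0.00125), Lratd1 (1.80; 7.94e-06, 2.33e-28 to 7.36e-05) and Aqp1 (1.49; 1.56e-05, 6.16e-23 to 9.54e-05). The others are Ccdc9b (−1.09; 4.44e-05, 2.34e-17 to 9.06e-05), D630045J12Rik (0.60; 0.000567, 2.71e-08 to 0.00243), Gstm1 (0.40; 0.022, 0.00794 to 0.0417) and Arrdc3 (−0.44; 0.019, 0.00172 to 0.0665), with edgeR BH-adjusted p in the same order. In each, 3 of 3 replicate numbers had the sign given. Filip1l and Ccdc9b rose with viscoelasticity at 2 kPa and fell at 20 kPa, and Lratd1 and Aqp1 did the reverse.

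Several technical explanations were weighed. Of the 2029 genes that differed between elastic gels of 2 and 20 kPa, 1005 (49.5%) changed in the same direction on viscoelastic gels. If length and GC bias had set the 2 responses apart, a fit with the replicate block and both corrections should raise this share, and it gave 43.9%. If scaling between samples had done so, the 2 responses should still rise and fall together in rank, since scaling shifts all genes of a comparison alike. Their rank correlation over these genes was −0.193. Neither explanation is borne out. Scaling by total counts alone left the share at 49.7%, but hardly moved the responses. The number of genes with an interaction was 1103 with the length correction (567 positive, 536 negative) and 1155 with the GC correction (584 and 571). It was 964 with both and the block (490 and 474) and 1070 with total counts alone (588 and 482). The excess of positive interactions thus depends on the setting. Median depth lay between 41622797 and 43316373 in the 4 groups, and the 10 genes with the most counts took at most 12.8% of a sample. The PC1 scores do not overlap between the gel types, which goes against an exchange of an elastic with a viscoelastic sample. On elastic gels the PC2 scores do not overlap between 2 and 20 kPa, which goes against an exchange of single samples there. On viscoelastic gels they do not overlap in the PCA of 500 genes, but do with all tested genes (gap −1.44, exact p = 0.9). Each of the 9 ways to exchange 1 sample there gave at most 1 gene against 331, which goes against such an exchange. An exchange of all 3 samples of one stiffness with those of the other, and reads from other cells, were not tested.

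The same-numbered 2-kPa and 20-kPa samples can be exchanged within each gel type in 32 ways, the real split included. Of these 32 splits 2 gave as many genes with an interaction as the real one (6.25%). The other, with 1474 genes, exchanges all 3 pairs of viscoelastic samples, which turns the interaction into the mean effect of stiffness over both gel types. That is another comparison of the design and not a random grouping, and each of the other 30 splits gave at most 638 genes. A difference in the share of dividing cells is a candidate explanation for part of the pattern, since 49 DNA replication genes differed from the other genes by 0.30 between elastic gels, where 28 were called higher on 20 kPa, and by 0.11 between viscoelastic gels. On viscoelastic against elastic gels these genes differed by −0.35. The paper's EdU staining at 48 h found more dividing cells on 20-kPa than on 2-kPa elastic gels, but not fewer on viscoelastic than on elastic gels, which goes against this explanation for the latter difference. A response to stiffness that depends on viscoelasticity in the single genes above remains a hypothesis.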

How the results depend on the processing

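The settings were chosen before the data were examined, as were the counts over other splits of the samples, and only DESeq2's Wald test with the default filtering target and the count of splits by the p of camera were chosen after seeing the data. No other test given here was chosen after the result was seen. Where a result changed, the cause was not tested.

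For the numbers of differentially expressed genes, 57 of the 76 values under other settings lay within 1.5 times the reported number, 16 were lower and 3 higher. An adjusted p under 0.01 left 1352 genes for viscoelasticity at 2 kPa, 2733 at 20 kPa, 855 for stiffness on elastic gels, 9 for stiffness on viscoelastic gels, 3730 for the mean viscoelastic effect and 400 for the interaction. A change of at least 1.5-fold left 684, 975, 525, 60, 625 and 606 in that order. In proportion, the number for stiffness on viscoelastic gels, 331, moved most. It was 653 when every gene with a count was tested and 757 with DESeq2's Wald test, which shared 327 of the 331. It was also 757 with the default filtering target, a run chosen after seeing the data. Of the 331 genes 230 rose and 101 fell, a balance that depends on the setting: 38 rose and 39 fell with the block and both corrections, 12 and 26 in a fit of the 6 viscoelastic samples alone, and 60 and 67 without the first 2-kPa viscoelastic replicate. On elastic gels 991 rose and 1038 fell, and 1207 and 935 with the length correction. The number on viscoelastic gels was 171 with the gene length correction, 154 with the replicate block, 77 with the block and both corrections, and 38 in a fit of the 6 viscoelastic samples alone. The block shared 152 genes with the 331, the length correction 162. Leaving out 1 of the 12 samples at a time gave 1545 to 3085 genes for viscoelasticity at 2 kPa, 3177 to 5381 at 20 kPa, 1063 to 2369 for stiffness on elastic gels, 9 to 351 for stiffness on viscoelastic gels and 670 to 1182 for the interaction. The mean viscoelastic effect stayed between 4914 and 6061 in these fits. Under each setting that was run for both, stiffness altered fewer genes on viscoelastic than on elastic gels. Replicates spread more on viscoelastic gels, so part of this gap in numbers may reflect the unequal spread. The standard deviation of the log2 fold changes was still lower there, 0.24 against 0.32 on elastic gels.

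Scaling by total counts alone moved the share of genes called higher from 44.1% to 57.1% at 2 kPa (1675 up and 1258 down against 1275 and 1617). It moved this share from 51.9% to 60.7% at 20 kPa (2937 and 1901 against 2527 and 2339) and from 48.9% to 60.5% in the mean effect (3538 and 2309 against 2846 and 2971). It moved the median log2 fold change of all genes to 0.038 at 2 kPa, 0.052 at 20 kPa and 0.046 in the mean effect. It shared 2533 of the 2892 genes at 2 kPa and 4428 of the 4866 at 20 kPa.

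Of 10 splits of the 6 samples of each comparison of 2 groups, 4 part the 3 same-numbered pairs as the real one does, and 1 of these 4, the real split, gave as many genes in each of the 4 comparisons. The other 6 splits put same-numbered samples together and gave at most 1 gene, for stiffness on viscoelastic gels. So few splits cannot give a share under 0.05. For the mean viscoelastic effect 1 of 32 splits, the real one, gave as many genes (3.12%), and the next gave 2065. For the interaction it was 2 of 32 splits (6.25%), the other being the mean effect of stiffness.

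For the gene sets, 73 of 80 values under other settings stayed on their side of the threshold. With the correlation between genes estimated from the data in camera, 6 sets no longer passed, although the differences are the same by construction. In the mean viscoelastic effect these are the integrin, talin and vinculin set (−0.27, lower in 6 of 6 viscoelastic samples), the lamina and LINC set (−0.20, 6 of 6), the nuclear pore set (−0.25, 6 of 6) and the condensed chromosome set (−0.31, 6 of 6), each with a limma BH-adjusted p of 0.156. Between elastic gels they are the lamina and LINC set (0.12, higher in 3 of 3 samples) and the nuclear pore set (0.13, 3 of 3), each with a limma BH-adjusted p of 0.337. With limma's fry the histone acetylation set passed (−0.044, lower in 6 of 6, BH-adjusted p 0.0175). The BH-adjusted p of that set ran from 0.0175 to 0.688 over the settings, and those of the 4 viscoelastic sets above from 4.47e-32 to 0.156. Those of the 2 sets between elastic gels ran from 4.91e-07 to 0.337. Without the third 20-kPa elastic replicate the lamina and LINC set did not pass between elastic gels. Its difference was 0.081 to 0.15 over the 12 fits that left out a sample, with limma BH-adjusted p 0.00411 to 0.129. Of 32 splits, 1 gave a difference as large for the integrin, talin and vinculin set (the next was 0.232), the lamina and LINC set (0.162), the nuclear pore set (0.203) and the condensed chromosome set (0.261). For the histone acetylation and microtubule sets it was 2 of 32 splits. Between elastic gels 1 of 4 splits, the real one, gave a difference as large for the lamina and LINC set and for the nuclear pore set. By the unadjusted p of camera, counted after the data were seen, the real split stands out less. Between elastic gels 3 of the 4 splits had a p as low for the lamina and LINC set (0.00866, and 0.000925 at the lowest) and 2 of 4 for the nuclear pore set (4.47e-05, and 2.93e-07). In the mean viscoelastic effect it was 4 of 32 splits for the integrin, talin and vinculin set, 3 for the lamina and LINC set, 2 for the condensed chromosome set and 1 for the nuclear pore set. In these 4 sets 18, 21, 26 and 23 of the 32 splits had an unadjusted p under 0.05, so a low p of camera alone does not set the real grouping apart.

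The share of variance of PC1, 51.7%, was 41.9% with all tested genes, 34.5% with edgeR's log2 CPM, 33.9% with the length and GC correction and 39.3% with the replicate block. It was 50.3% to 57.5% with a sample left out. That of PC2, 27.5%, was 20.4%, 19.4%, 19.5% and 22.0% in that order and 21.0% to 32.1% with a sample left out. These shares come from no test, and were compared with their SD over the 12 fits that left out a sample, 2.40 for PC1 and 3.41 for PC2. The gaps between groups along PC1 and PC2 did not change sign under any of the settings run, though exact tests of 3 against 3 samples could not pass.

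Of 99 results for single genes, 67 stayed on their side of the threshold under the settings that left out no sample, and 66 in the fits that left out a sample. Of the 1059 values under the former 32 were weaker, 18 stronger and 17 reversed. Of the 1188 values in the latter 70 were weaker, 10 stronger and 12 reversed. The reversed genes were not called in the reported fit. With the replicate block and both corrections the log2 fold change was 0.052 for Tln1 (−0.13 as reported), 0.071 for Tmpo (−0.023) and −0.024 for Tubb2a (0.041) at 2 kPa, 0.087 for Kmt2c (−0.046) and −0.043 for Polr1d (0.053) at 20 kPa, and 0.034 for Sun2 (−0.064) and 0.017 for Pfn2 (−0.013) between elastic gels. With the length correction alone it was 0.080 for Tmpo, −0.051 for Tubb2a, 0.088 for Kmt2c, −0.028 for Polr1d and 0.010 for Pfn2. With the GC correction it was 0.014 for Sun2, 0.0099 for Rac3 at 2 kPa (−0.057) and 0.014 for Pfn2. With total counts alone it was 0.014 for Tmpo and 0.017 for Tuba1b at 20 kPa (−0.019). Leaving out a sample gave −0.0075 to 0.042 for Sun1 between elastic gels (0.020), −0.079 to 0.028 for Tmpo, −0.012 to 0.24 for Rock2 at 2 kPa (0.13), −0.20 to 0.065 for Rac3, −0.024 to 0.080 for Tubb2a, −0.087 to 0.0010 for Kmt2c, −0.057 to 0.019 for Tuba1b and −0.062 to 0.039 for Pfn2.

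Depth limits genes with few counts, such as Myt1l with a mean of 16.8 counts per sample and Tubg2 with 135, for which counting noise exceeds the common dispersion.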

Differences from the paper's values

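Of the tests given here, the comparison of 20-kPa viscoelastic with 2-kPa elastic gels and DESeq2's Wald test with the default filtering target were chosen only after the data were seen, and no others were. Between 2-kPa and 20-kPa viscoelastic gels, edgeR called 230 genes up-regulated on 20 kPa, where the paper's value is about 480 in Fig. 2b, read by eye, and 101 down-regulated, where the paper's value is about 280 in Fig. 2b, read by eye. Of the 12 alternatives set before the data were examined, 2 closed both gaps. Testing every gene with a count gave 385 up-regulated and 268 down-regulated genes, and DESeq2's Wald test gave 476 and 281. The paper's methods name DESeq2. DESeq2's Wald test with the default filtering target, which was chosen after seeing the values, also gave 476 and 281. The other 10 alternatives and the 12 fits that left out a sample did not close either gap.

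The paper states that Lmna is down-regulated on 2-kPa viscoelastic against elastic gels. Its log2 fold change was −0.18 (lower than the elastic mean in 3 of 3 samples, edgeR BH-adjusted p 0.131, 0.111 to 0.407 over the settings that left out no sample), and it was not called. It was called in the fit without the second 2-kPa viscoelastic replicate, and not with either DESeq2 run. The paper also states a stronger effect of viscoelasticity at both stiffnesses than of elastic softness on Lmna. Between 20-kPa viscoelastic and 2-kPa elastic gels Lmna had −0.20 (lower in 3 of 3 samples, edgeR BH-adjusted p 0.0711, 0.0176 to 0.426 over those settings). It was called there with DESeq2's Wald test in both runs, the second chosen after seeing the values, in a fit of the 6 samples alone and without the second 2-kPa viscoelastic replicate.

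The paper gives the genes of vinculin and talin as down-regulated on viscoelastic gels. At 20 kPa Vcl, Tln1 and Tln2 were called down-regulated, the call of Tln2 being lost with the gene length correction. At 2 kPa Vcl had −0.28 (lower in 3 of 3 samples, edgeR BH-adjusted p 0.14, 0.0465 to 0.283), and was called when every gene with a count was tested and without the first 2-kPa viscoelastic replicate. Tln1 had −0.13 at 2 kPa (lower than the elastic mean in 3 of 3 samples, edgeR BH-adjusted p 0.198, 0.18 to 0.767) and was called under none of the settings run. Tln2 was up-regulated at 2 kPa, by 0.34 (higher in 3 of 3 samples, edgeR BH-adjusted p 0.00291, 6.12e-05 to 0.0137). Supplementary Fig. 6 draws Tln2 low on 2-kPa elastic gels, so this rise differs from the paper's sentence and not from that drawing. Itga10 was read as drawn higher on viscoelastic gels in Supplementary Fig. 6, and had −0.91 at 2 kPa (lower in 3 of 3 samples, edgeR BH-adjusted p 0.000363, 3.49e-10 to 0.00302). Against 2-kPa elastic gels it also had −0.98 on 20-kPa elastic and −0.85 on 20-kPa viscoelastic gels. The paper describes a cluster of genes raised on 2-kPa elastic gels alone. The place of Itga10 may thus have been misread, and a difference from the paper is not shown.

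The paper gives several microtubule genes as up-regulated on viscoelastic gels. Of those labelled, Tuba1a and Tubg2 were called up-regulated in the mean of both stiffnesses, and Tuba1a, Tubb2a and Tubg2 at 20 kPa. Tubb2a had 0.14 in the mean of both stiffnesses (higher in 4 of 6 samples, edgeR BH-adjusted p 0.0524, 0.0203 to 0.773). It was called with DESeq2's Wald test as planned, total counts alone, every gene with a count, at least 10 counts in every sample, the GC correction and in 3 of the 12 fits that left out a sample. Tubg2 had 0.36 at 2 kPa (higher in 3 of 3 samples, edgeR BH-adjusted p 0.0569, 0.0312 to 0.152). It was called with total counts alone, at least 10 counts in every sample, the GC correction and without the third 20-kPa elastic replicate. The microtubule list as a whole differed from the other genes by −0.046 (lower in 6 of 6 samples, limma BH-adjusted p 0.24, 0.0694 to 0.54).

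The paper gives Parp1 as differentially expressed on elastic against viscoelastic gels. Averaged over both stiffnesses it was called, but in neither comparison at 1 stiffness. It had −0.17 at 2 kPa (lower in 3 of 3 samples, edgeR BH-adjusted p 0.0561, 0.0473 to 0.186). It was called there with DESeq2's Wald test in both runs, the second chosen after seeing the values, without the third 2-kPa elastic replicate and without the second 20-kPa viscoelastic replicate. At 20 kPa it had −0.13 (lower in 3 of 3 samples, edgeR BH-adjusted p 0.11, 0.039 to 0.266) and was called with the GC correction.

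In Fig. 2e Lmnb2 is drawn higher on 20-kPa than on 2-kPa elastic gels. It had 0.25 (higher in 3 of 3 samples, edgeR BH-adjusted p 0.103, 0.0299 to 0.128), and was called with the GC correction, with the block and both corrections, in a fit of the 6 samples alone and without the second 20-kPa viscoelastic replicate. In Fig. 2f Hdac7 is drawn higher on elastic gels. At 2 kPa it had 0.17 in favour of viscoelastic gels (higher in 3 of 3 samples, edgeR BH-adjusted p 0.0352, 0.00189 to 0.0832). The paper gives genes of histone acetylation as up-regulated on viscoelastic gels. The list used here differed from the other genes by −0.044 (lower in 6 of 6 samples, limma BH-adjusted p 0.214, 0.0175 to 0.688), and the paper's own list was not used here. Separate lists of acetyltransferase and deacetylase genes differed by −0.085 and 0.044, given without a p.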

Other observations

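The test of DNA replication genes and the test of genes with identical counts were chosen only after the result was seen. On viscoelastic against elastic gels, log2 fold changes fell with exon length over the 14313 genes with a known length (rank correlation −0.336 in the mean effect). Among the 20% of genes with the shortest exons 909 were called higher and 151 lower, and among the 20% with the longest 267 and 1136. If length bias had produced the calls, the length correction should remove most of them. It left 4998 genes, of which 4224 were among the 5817 called without it, so length bias does not fully explain the calls. For stiffness on viscoelastic gels, with a rank correlation of −0.224, the correction lowered the number from 331 to 171. GC content had a rank correlation of −0.0231 with the mean effect, and its correction left 6038 genes. At 2 and 20 kPa the correlation was −0.0951 and 0.0407, of opposite sign, so the mean effect says little about GC bias. It was −0.204 for stiffness on elastic gels and 0.138 for the interaction. The GC correction gave 2061 genes for the former and 1155 for the latter. Whether the trend with length comes from the libraries or from the cells was not tested.

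The condensed chromosome genes were lower on viscoelastic gels. If fewer cells were dividing there, DNA replication genes outside that list should fall too. For 49 such genes the mean log2 fold change differed from that of the other genes by −0.35, with 46 genes lower, 41 called down-regulated and 1 up-regulated, and with a lower mean in 6 of 6 viscoelastic samples. The difference was −0.25 at 2 kPa and −0.44 at 20 kPa, and 0.30 from 2 to 20 kPa on elastic gels. The paper's EdU staining at 48 h goes against fewer dividing cells, since it found more on viscoelastic than on elastic gels at 2 kPa and no difference at 20 kPa. RNA of whole cultures cannot tell a lower share of dividing cells apart from lower expression in each cell, and the cause of the fall remains open.

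Of the 14377 genes with at least 100 counts over the 12 samples, 138 had counts identical to those of another gene in each sample, among them Rn18s and Rn18s.rs5 with 4921749 each. These 2 genes are named after their values were seen. If reads of one place in the genome had been counted for more than 1 gene, these genes should overlap. Of the 84 with a position in the annotation, 6 overlapped a gene with the same counts (7.14%). For these 84 genes, this goes against overlap as the source of most of the identical counts. The genes without a position could not be checked. Copies at separate places could share reads without overlapping, which this check cannot detect, so shared reads remain possible. No biological explanation was tested.

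Of genes that the paper names in other assays of these cells, 4 are given here. Myt1l had 0.331 and 0.353 CPM on 2-kPa and 20-kPa elastic gels and 0.489 and 0.436 CPM on the viscoelastic gels, with a log2 fold change of 0.44 in the mean viscoelastic effect (higher in 4 of 6 samples, edgeR BH-adjusted p 0.226, 0.121 to 0.305 over the other settings). Of the fibroblast and mesenchymal markers, Nt5e had −0.81 (lower in 6 of 6 samples, edgeR BH-adjusted p 3.06e-05, 6.99e-15 to 0.000341) and Prrx1 −0.25 (lower in 6 of 6 samples, edgeR BH-adjusted p 0.000851, 6.18e-07 to 0.0195). Eng had −0.15 (lower in 6 of 6 samples, edgeR BH-adjusted p 0.0182, 0.00952 to 0.0725), a call lost with total counts alone and in 2 of the 12 fits that left out a sample.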
